# Genome Wide Expression Profiling during Spinal Cord Regeneration Identifies Comprehensive Cellular Responses in Zebrafish

**DOI:** 10.1371/journal.pone.0084212

**Published:** 2014-01-20

**Authors:** Subhra Prakash Hui, Dhriti Sengupta, Serene Gek Ping Lee, Triparna Sen, Sudip Kundu, Sinnakaruppan Mathavan, Sukla Ghosh

## Abstract

**Background:**

Among the vertebrates, teleost and urodele amphibians are capable of regenerating their central nervous system. We have used zebrafish as a model to study spinal cord injury and regeneration. Relatively little is known about the molecular mechanisms underlying spinal cord regeneration and information based on high density oligonucleotide microarray was not available. We have used a high density microarray to profile the temporal transcriptome dynamics during the entire phenomenon.

**Results:**

A total of 3842 genes expressed differentially with significant fold changes during spinal cord regeneration. Cluster analysis revealed event specific dynamic expression of genes related to inflammation, cell death, cell migration, cell proliferation, neurogenesis, neural patterning and axonal regrowth. Spatio-temporal analysis of *stat3* expression suggested its possible function in controlling inflammation and cell proliferation. Genes involved in neurogenesis and their dorso-ventral patterning (*sox2* and *dbx2*) are differentially expressed. Injury induced cell proliferation is controlled by many cell cycle regulators and some are commonly expressed in regenerating fin, heart and retina. Expression pattern of certain pathway genes are identified for the first time during regeneration of spinal cord. Several genes involved in PNS regeneration in mammals like *stat3*, *socs3*, *atf3*, *mmp9* and *sox11* are upregulated in zebrafish SCI thus creating PNS like environment after injury.

**Conclusion:**

Our study provides a comprehensive genetic blue print of diverse cellular response(s) during regeneration of zebrafish spinal cord. The data highlights the importance of different event specific gene expression that could be better understood and manipulated further to induce successful regeneration in mammals.

## Introduction

Among the vertebrate, urodele amphibians and teleost fish have ability to regenerate their spinal cord after injury. In mammals following spinal cord injury (SCI) there are overwhelming inflammatory responses which trigger several other secondary tissue damage, neuronal and glial loss, progressive cavitation and glial scarring. These processes lead to functional decline and paralysis. Zebrafish is a powerful vertebrate model organism to elucidate gene function during regeneration, since they have extraordinary ability to regenerate their fins [1], [2], heart muscle [3] and central nervous system (CNS) [4]–[9] after injury. Adult zebrafish, in contrast to mammals, can re-grow axons readily after SCI and re-establish appropriate connections to recover significant functions [4], [6], [10]. In order to understand the mechanisms of inducing CNS regeneration in mammals, studies involving regeneration competent model organism is a prerequisite.

Regeneration of spinal cord has been studied by various groups using expression analysis of candidate genes or by generating transgenic zebrafish [11], [12]. However, parallel analysis of gene expression during different phases of regenerative events in spinal cord using high-density dedicated zebrafish arrays has not been attempted. In Medaka, another teleost fish, a small scale cDNA microarray screen during fin regeneration was reported using 2,900 expressed sequence tags (ESTs), which shared no homology to known genes [13]. Attempts have been made to employ Affymetrix arrays containing 14,900 transcripts representing 10,000 genes to study regeneration of fin, heart and retina in zebrafish [5], [14], [15]. High density arrays have been used to profile the transcriptome dynamics during embryogenesis [16] but such high-density microarray for genome-wide gene expression analysis has not previously been attempted for studying regeneration in adult zebrafish. For the present study, we have used a custom designed high-density oligonucleotide microarray for zebrafish (Agilent platform; 44000 probes) and determined the expression dynamics during the process of spinal cord regeneration at five different time points. We have tried to focus on the analysis of gene expression during different cellular events spanning all stages of regeneration. Previously we have characterized cellular events that include infiltration of blood cells, inflammation, cell death, proliferative response, neurogenesis and axonal regrowth during spinal cord regeneration in zebrafish [6]. Our present analysis, for the first time, reports a comprehensive genome wide expression analysis of regenerating zebrafish spinal cord after giving crush injury and we focused on event specific expression analysis during regeneration. We report here the genes that are differentially expressed in 5 different time points of regeneration and their involvement in the cellular events that modulate the process.

## Results and Discussion

Previously we have studied time course analysis of spinal cord regeneration after giving crush injury [6] which revealed that immediately after injury there is infiltration of various blood cells until 5 day post injury (dpi). Among them macrophage played a pivotal role in devouring and clearing apoptotic cells as well as myelin debris. Apoptotic cell death has been recognized very early within 6 hrs of injury and peaked around 24 hrs; subsequently it declined. Infiltration and cell death is followed by ependymal sealing and other regenerative response like migration and accumulation of cells near the injury epicenter. Injury induced proliferation is a key event after SCI in zebrafish [6], [12]. Proliferative response after injury is quite robust and initiated at 3 dpi cord, peaked at 7 dpi cord and later decreases gradually at 10 and 15 dpi cord. Ependymal cells are highly proliferative in nature and contribute to successful neurogenesis, which may include radial glia. Axonal regrowth can be seen in 15 dpi cord and remyelination is aided by the presence of Schwann cells. Both neurogenesis and axonogenesis is leading to successful regeneration in this species. We have studied the basic cellular events to uncover the molecular basis of some of the events characterized during spinal cord regeneration.

### Analysis of differentially expressed genes during spinal cord regeneration in zebrafish

To identify the underlying molecular events following crush injury, we have focused on gene expression profile during different stages of zebrafish spinal cord regeneration. The whole data represents gene expression in uninjured spinal cord (control) and injured spinal cord at five different time points of regeneration (Day 1, Day 3, Day 7, Day 10 and Day 15).

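The deposited arrays are 18 one-colour Agilent zebrafish arrays, 3 for each of the 6 groups, spread over 6 slides and 4 scan batches, and the unit of replication is the pooled sample on an array. Each array carries 43397 probes other than controls, and the deposited signal is a background-corrected intensity. The median over the 3 arrays of a group of the 75th percentile of this intensity was 1091 in uninjured cord, 814 at 1 dpi, 228 at 3 dpi, 816 at 7 dpi, 218 at 10 dpi and 224 at 15 dpi, and single arrays ranged from 168 at 10 dpi to 1332 in uninjured cord. In the same order of groups, the median percentage of probes well above background was 79.5, 81.3, 74.7, 82.6, 77.2 and 73.4. The authors labelled the RNA with a one-colour kit, extracted the intensities with Feature Extraction, analysed them with GeneSpring and called genes between successive time points with SAM.

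From the intensities onwards the values given in these passages were derived anew. Intensities were put on a log2 scale and each array was set to its own 75th percentile. Probes well above background on all 3 arrays of at least 1 group were kept, and the probe with the highest mean stood for each gene, which left 28508 genes. A limma fit of the 6 groups gave every comparison with two-sided p values adjusted by the Benjamini-Hochberg method, and a gene was called where the adjusted p fell under 0.05 and the change reached 2-fold. The median gene itself shifted, by 0.31 log2 units from uninjured cord to 1 dpi, 0.25 from 1 to 3 dpi, −0.59 from 3 to 7 dpi, 0.62 from 7 to 10 dpi and −0.09 from 10 to 15 dpi. Measured from uninjured cord the shift was 0.65 at 3 dpi, 0.07 at 7 dpi, 0.73 at 10 dpi and 0.61 at 15 dpi, and for this reason a gene's log2 change is followed by its value less the median of all genes. With the arrays scaled to 10 spiked-in control probes instead, the median gene moved by −2.06 from 1 to 3 dpi, 1.88 from 3 to 7 dpi and −2.04 from 7 to 10 dpi. Such scaling moves all genes of a comparison by a common amount. A gene's value relative to the median gene stays the same. The mean log2 signal of the spiked-in probes ran from 10.46 to 11.98 on the 1 dpi arrays and from 12.04 to 12.24 on the 10 dpi arrays. This spread enters every gene, so a call lost under spike-in scaling does not by itself show a smaller change relative to other genes. A probe well above background on none of the 3 arrays of the lower group sets only a limit, and its change is then given as at least the ratio to the dimmest signal that an array still measured well above background.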

Following SAM and GeneSpring analysis of the microarray data, a total 3842 (fold change ≥2, FDR<0.05) differentially expressing unique genes were identified. From this unique set of annotated genes 304, 727, 1093, 551 and 263 genes are up-regulated at 1 dpi, 3 dpi, 7 dpi, 10 dpi and 15 dpi cords, respectively. On the other hand 93, 65, 1342, 666 and 226 genes are down-regulated at the above mentioned time points respectively (Fig. 1A, Table S1). 

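Of the 28508 genes tested with limma, 2331 were called higher and 1936 lower at 1 dpi than in uninjured cord. The corresponding numbers were 3642 and 2037 for 3 dpi against 1 dpi, 3603 and 7853 for 7 dpi against 3 dpi, 8568 and 3800 for 10 dpi against 7 dpi, and 412 and 350 for 15 dpi against 10 dpi. Scaling to spiked-in RNA turned the direction of several: it gave 87 higher and 19 lower, 9 and 23562, 21644 and 3, 29 and 23176, and 224 and 5, in the same order of comparisons. Slides and scan batches are partly confounded with the groups, and with slide as a fixed block 418 genes were higher and 91 lower at 1 dpi, 951 and 678 at 3 dpi against 1 dpi, and 238 and 153 at 15 dpi against 10 dpi. Under the slide block each 3 dpi change rests on 3 dpi replicate 3 alone. The other 3 dpi arrays lie on a slide without other groups. With scan date as a fixed block the 1 dpi counts were 414 and 66. Leaving out 1 array at a time, the calls at 1 dpi ran from 854 without uninjured replicate 2 to 7381 without uninjured replicate 1 for higher genes, and from 208 without uninjured replicate 2 to 3609 without uninjured replicate 1 for lower genes. Without 1 dpi replicate 1 the 3 dpi against 1 dpi counts fell to 2278 and 1318. Without 7 dpi replicate 3 the genes lower at 7 dpi than at 3 dpi numbered 5110 and those higher at 10 dpi than at 7 dpi 5622. Between 10 and 15 dpi the higher count ran from 186 without 15 dpi replicate 2 to 588 without uninjured replicate 1, and the lower count from 170 without 15 dpi replicate 2 to 570 without uninjured replicate 1.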

Maximum numbers of genes are differentially expressed at 7 dpi cord (Fig. 1A). It is also evident that in early phases (Day 1 and Day 3) of regeneration, higher numbers of genes are up-regulated whereas in the later time point (Day 7 and Day 10) more genes are down-regulated. 

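Both directions together, 4267, 5679, 11456, 12368 and 762 genes were called in the 5 successive comparisons, so the largest number fell between 7 and 10 dpi and the next largest between 3 and 7 dpi. Without 10 dpi replicate 1 this order was the other way, with 10868 and 11321 genes, and with spike-in scaling the largest number, 23571, fell between 1 and 3 dpi. Against uninjured cord the number called was 12980 at 3 dpi, 388 at 7 dpi, 14254 at 10 dpi and 11912 at 15 dpi. At 7 dpi these were 280 higher and 108 lower genes, and 3015 genes lay under an unadjusted p of 0.05. Leaving out single arrays, the higher genes at 7 dpi ran from 104 without uninjured replicate 2 to 1436 without uninjured replicate 1 and the lower ones from 30 without 7 dpi replicate 3 to 367 without 7 dpi replicate 2. Without uninjured replicate 3 the higher genes fell from 9268 to 6081 at 3 dpi, from 10346 to 6612 at 10 dpi and from 8111 to 4051 at 15 dpi, where they numbered 12266 without uninjured replicate 1.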

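Genes called higher made up 54.6% of the calls at 1 dpi, 64.1% at 3 dpi, 31.5% at 7 dpi, 69.3% at 10 dpi and 54.1% at 15 dpi, each time point being set against the one before it. This share depended on how the arrays were scaled, and spike-in scaling reversed it at 3, 7 and 10 dpi. Scaling to the median of each array gave 1432 higher and 2269 lower genes at 1 dpi, 4357 and 4445 at 7 dpi, and 4227 and 5133 at 10 dpi. Quantile normalization gave 1725 and 1976 at 1 dpi, 3961 and 5395 at 7 dpi and 6127 and 4379 at 10 dpi. Under normexp background correction the split was 1448 and 1795 at 1 dpi, 8549 and 934 at 3 dpi, 2243 and 12844 at 7 dpi, 12836 and 2575 at 10 dpi, and 234 and 110 at 15 dpi. With an adjusted p under 0.0005, a threshold chosen after the values were seen, it was 273 and 337 at 3 dpi, 1189 and 603 at 7 dpi, and 582 and 1312 at 10 dpi.

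Among named genes the largest fitted changes of a time point against the one before it, from 3 dpi onwards, belonged to zp3a.1. It is among the ovary genes listed as markers here. Ovary RNA in the pools, taken up among the additional observations, is an open explanation of its course. This gene was well above background on 3 of 3 arrays at 1, 7 and 15 dpi and on none at 3 and 10 dpi. It was at least 268-fold lower at 3 dpi than at 1 dpi, at least 874-fold higher at 7 dpi than at 3 dpi, at least 924-fold lower at 10 dpi than at 7 dpi, and at least 40.8-fold higher at 15 dpi than at 10 dpi (adjusted p 1.19e-06, 6.79e-08, 2.49e-07 and 5.70e-05). The log2 changes, with the value relative to the median gene in parentheses, of the next named gene, zgc:152652, were −8.63 (−8.88), 10.27 (10.86) and −9.12 (−9.74) over the first 3 of these steps, though only 1 of 3 arrays measured it well above background at 3 dpi. For ctrb1 the change from 10 to 15 dpi was 6.04 (6.13), with an adjusted p of 3.64e-04. The lower bounds of zp3a.1 lay under the folds of zgc:152652 at 3 and 7 dpi (396 and 1234) and of ctrb1 at 15 dpi (65.9). In those steps the order rests on fitted values of zp3a.1 at background level. From uninjured cord to 1 dpi the largest fall was that of BC150438 and the largest rise that of LOC568005, among called genes whose arrays do not overlap, at −7.07 (−7.38) and 6.84 (6.53) (adjusted p 1.33e-05 and 1.53e-07).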

The differentially expressing genes at various points of regeneration are very dynamic in nature. 

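Over the 5 successive comparisons, 17197 genes were called at least once with limma. Of these, 10834 were called higher in 1 comparison and lower in another, and with single arrays left out this number ran from 7704 without 7 dpi replicate 3 to 13995 without 7 dpi replicate 2.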

Among the 3842 differentially expressed genes, as many as 2073 genes are up-regulated at certain stages of regeneration and down-regulated at other stages; whereas 864 and 905 genes are exclusively up-regulated and down-regulated, respectively.

**Figure 1:**
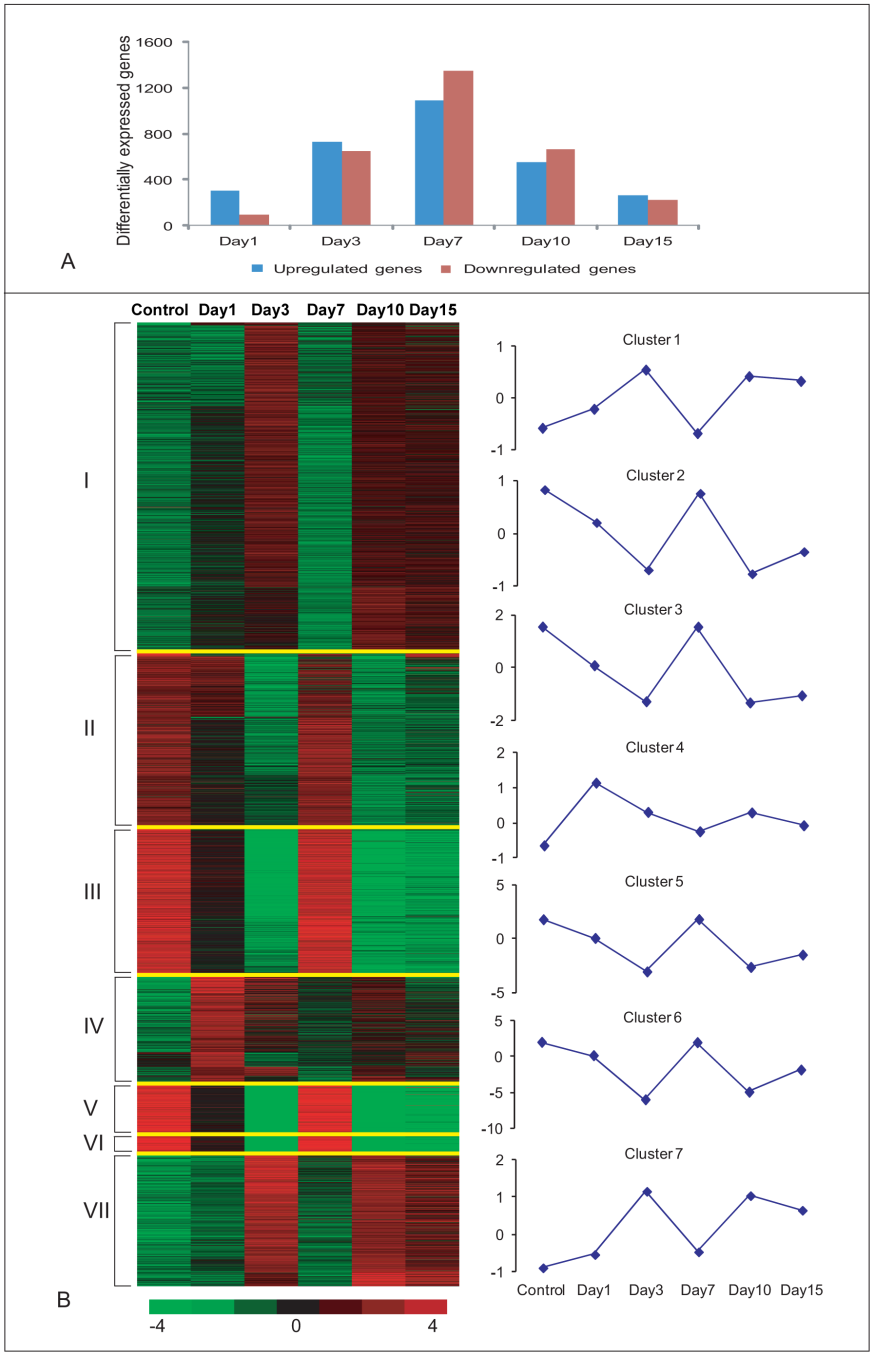
K-means Clustering Analysis of Differentially Expressed Genes before and after SCI in zebrafish. A) Distribution of differentially expressed genes both up-regulated and down-regulated after SCI at different time points. B) A set of 3,842 genes are identified as differentially expressed in at least one time point and are clustered into seven groups using the k-means algorithm. In the figure, horizontal lines indicate the expression pattern of each gene and the vertical columns indicate the time points after injury. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. Control = uninjured cord, Day 1 = 1 dpi cord, Day 3 = 3 dpi cord, Day 7 = 7 dpi cord, Day 10 = 10 dpi cord and Day 15 = 15 dpi cord. The clusters are separated by fine yellow lines. The average expression value of each cluster is plotted and shown in the line graph.

The differentially expressed genes are clustered by using k-mean clustering algorithm (using the Cluster3.0). We have optimized ‘k’ = 7 (the selection of *k* was done using an R package for cluster validation named clValid) and number of iterations = 5000 for the genes expressed across the 5 time points of regeneration. Distinctly, 7 clusters are generated and are viewed using TreeView (Fig. 1B). The average value of each cluster is also displayed in the same figure. Cluster I and Cluster VII include genes that are maximally up-regulated in 3 dpi compared to other time points and consist of 1314 and 531 genes, respectively. 

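K-means clustering into 7 groups of the genes called in any successive comparison gave 1 cluster highest at 3 dpi, with 2405 genes and mean log2 values from −0.88 in uninjured cord to 0.89 at 3 dpi about each gene's own mean. A further 6057 and 2078 genes fell into clusters highest at 10 dpi, in which the 3 dpi means were 0.43 and 0.85. The cluster highest at 3 dpi was not stable: it held no genes with spike-in scaling, quantile normalization or the SAM statistic, 4927 with scaling to the array median, 5036 with slide as a fixed block and 6853 after normexp background correction. It was also lost without 3 dpi replicate 1, 7 dpi replicate 2, 10 dpi replicate 2 or 15 dpi replicate 3, with 0 genes each, and held 5913 without 7 dpi replicate 3.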

The genes in cluster VII showed higher level of up or down regulation than Cluster I in all the time points. 

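The cluster with its highest mean at 1 dpi held 2114 genes, and its mean log2 value about each gene's own mean was −0.59 in uninjured cord, 0.77 at 1 dpi, 0.02 at 3 dpi, −0.49 at 7 dpi, 0.22 at 10 dpi and 0.07 at 15 dpi.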

The genes in Cluster IV are unique (425 genes); these genes respond significantly immediately after injury (Day 1) and are subsequently down-regulated in all time points. The genes that are upregulated at 7 dpi are clustered in 4 groups viz. Cluster II, Cluster III, Cluster V and Cluster VI, containing 699, 586, 225 and 52 genes, respectively. Though these four clusters showed similar basic pattern of expression displaying maximum expression at 7 dpi compared to other stages of regeneration, the degree of average expression levels varied in these clusters (eg. Cluster VI from −5.9 to 2.0).

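The clusters highest in uninjured cord or at 7 dpi held 4543 genes together, as 2759, 1367 and 417. Uninjured and 7 dpi means lay close to each other in all of them: 0.72 and 0.71 in the largest, 1.58 and 1.59 in the next, and 2.70 and 2.76 in the smallest, which fell to −3.21 at 3 dpi. Scaling to spiked-in RNA brought the number in such clusters to 10941, and normexp background correction to 3050.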

### Analysis of biological functional groups and enriched pathways

#### Cluster wise analysis of different functional groups

We intended to perform functional enrichment analysis on the clusters to study the functional groups that are largely activated during the process of regeneration. We have used Ingenuity Pathway Analysis (IPA) to identify functional groups. We provided both up and down-regulated genes of each cluster as input and selected 12 significantly enriched groups that are related to regeneration. All these groups are highly enriched in the clusters. Some of the enriched functions that we identified are ‘cell death’, ‘cellular growth and proliferation’, ‘cellular development’, ‘cell cycle’, ‘DNA replication and repair’, ‘nervous system development’ etc (Fig. 2A; Figure S1 and Table S2).

**Figure 2:**
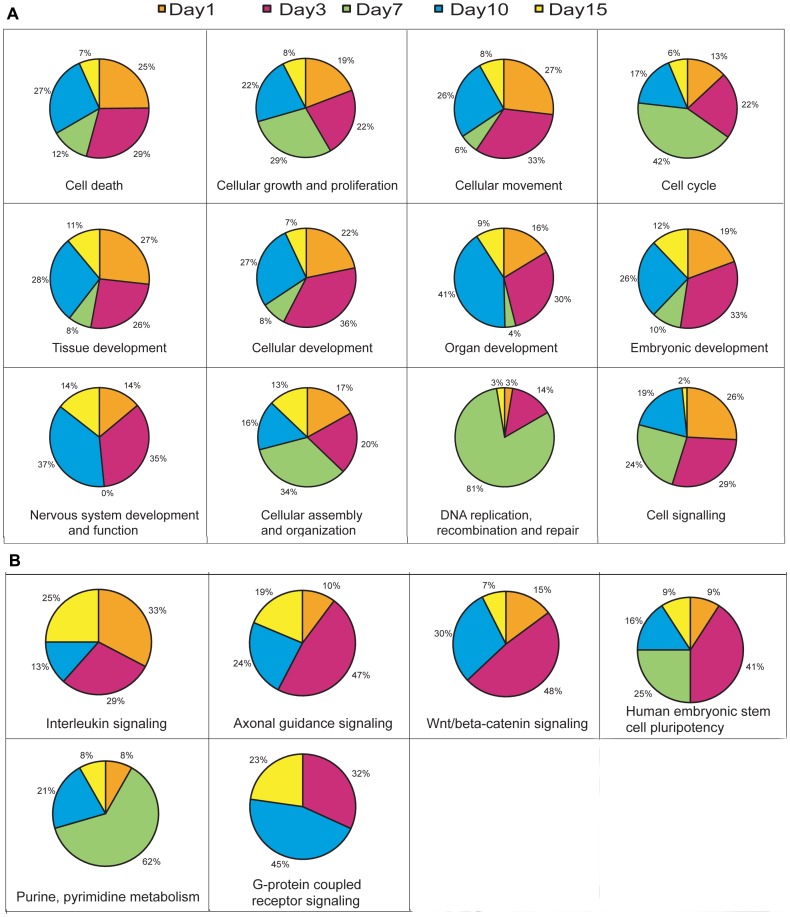
IPA analysis of biological functional groups and enriched pathways. A) Pie charts showing the percentage of genes that are differentially expressed (both up and down regulated) at different time points for the various enriched functional groups in IPA analysis. B) Pie charts showing the percentage of genes that are differentially expressed (both up and down regulated) for the various enriched signaling pathways in IPA analysis at different time points after SCI.

#### Functional group analysis in five different time points after injury

The set of differentially expressed genes, both up and down-regulated, are also grouped on the basis of their highest expression at a particular time point during regeneration. For instance, when a differentially expressing gene shows highest expression at 3 dpi, it is assigned to the 3 dpi group. Similarly, the whole data is divided into 5 groups (1, 3, 7, 10 and 15 dpi groups) and each group is subjected to IPA analysis. 

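Assigned in this way by their highest group mean, 2033 of the called genes peaked in uninjured cord, 1598 at 1 dpi, 4443 at 3 dpi, 2240 at 7 dpi, 4772 at 10 dpi and 2111 at 15 dpi. Spike-in scaling overturned this distribution, with 8891, 10779, 3, 6544, 27 and 66 genes in the same order. Genes moved between the uninjured and 7 dpi groups when 1 array was left out: the uninjured count ran from 718 without 7 dpi replicate 2 to 3985 without uninjured replicate 1, and the 7 dpi count from 775 without uninjured replicate 1 to 4162 without 7 dpi replicate 2.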

We observed that same set of functional groups are significantly enriched in these day-wise groups (Fig. 2A; Figure S2 and Table S2). To analyze the data in more detail and relate information to the different phases of regeneration, we have analyzed the functional enrichments during the stages of regeneration (Fig. 2A). It is evident that different functional groups are enriched in different time points suggesting their involvement with particular event(s) in regeneration. Early time points like 1 and 3 dpi showed enrichment of similar functional groups like ‘cell death’, ‘cell growth and proliferation’ and ‘cellular development’. Whereas in 7 dpi, which is the proliferative phase of regeneration, other functional groups like ‘cell cycle’, ‘cell growth and proliferation’, ‘DNA replication and repair’ are significantly enriched. Similarly, in late regenerative phase that is related to tissue repatterning, enriched functional groups are ‘nervous system development and function’, ‘tissue development’ and ‘organ development’.

IPA analysis also allowed us to identify enrichment of genes in canonical pathways during the process of regeneration. Some of the important canonical pathways that are enriched at different time points of regeneration are Wnt, axonal guidance, interleukin, purine-pyrimidine biosynthesis, G-protein coupled receptor signaling, human embryonic stem cell pluripotency signaling and several other signaling pathways (Fig. 2B; Figure S3 and Table S3). Interleukin (IL) signaling molecules are highly enriched in very early and late stages of regeneration and involved all different signaling pathways like Il-8, Il-6, Il-22, Il-10 and Il-k. Molecules related to axonal guidance signaling are highly enriched in 3 dpi, 10 dpi and 15 dpi cord, where highest enrichment is observed in 3 dpi cord. Embryonic stem cell pluripotency is enriched at several time points 3 dpi, 7 dpi and 10 dpi cord. We find a high predominance of molecules related to purine and pyrimidine metabolism in 7 dpi, when cell proliferation is at its highest peak. Similarly, cAMP mediated signaling is enriched in late time points, in 10 dpi and 15 dpi cord where axonal regeneration is initiated and maintained. Interestingly we observed that many signaling pathways are enriched in the initial time points (Day 1 and Day 3) and also in late time points (Day 10 and Day 15). Another salient observation is enrichment of few but very interesting pathways like ‘One Carbon Pool by Folate’ and ‘N-Glycan Biosynthesis’ at 7 dpi cord (Figure S3).

### Events involved in different phases of regeneration: Analysis of event specific genes

Regeneration of spinal cord involves highly coordinated cellular and molecular events. There are different phases like early regeneration phase, proliferative and growth phase and late regeneration phase. We have tried to identify genes involved in these different phases. The fold change and q-value for genes are provided in supporting information files.

Early regeneration phase involves events like inflammation, macrophage infiltration, cell death, cell migration and dedifferentiation. These events are initiated immediately after injury (0 hr-1day) and continue at least until Day 3. Immediately after injury there is infiltration of blood cells (predominantly macrophages) and a brief inflammatory response and cell death. The expression of different genes would reflect these specific events after injury.

#### Control of inflammatory response

Inflammatory response is known to be controlled by members of cytokine, chemokine signaling pathways in mammalian SCI and other diseased state [17]–[19]. 

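All 27 of the inflammation genes printed in the supplementary table were measured, and by their highest group mean 9 peaked at 1 dpi and 11 at 3 dpi, with 2 in uninjured cord, 1 at 7 dpi, 2 at 10 dpi and 2 at 15 dpi. Limma called 13 of them higher at 1 dpi than in uninjured cord and 17 at 3 dpi, and adjusted over the list alone the counts were the same. It called 2 lower at each of these time points. The study drew the list from these arrays, so the counts are not independent evidence. With arrays scaled to their spiked-in RNA, 1 was called higher at 1 dpi and 0 at 3 dpi, where 12 were called lower.

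Log2 changes at 1 dpi against uninjured cord, each followed by its value relative to the median gene and its adjusted p, were 2.66 (2.35, 0.00165) for il1b, 2.1 (1.79, 0.00105) for cxcr3.2, 1.73 (1.42, 0.00332) for irf11, 1.73 (1.42, 0.00370) for irf9 and 1.36 (1.05, 0.00494) for il4r. In all, 9 of 15 cytokine, chemokine and interferon factor genes named in the text were called higher at 1 dpi. Leaving out 1 array at a time this ran from 7 without uninjured replicate 2 or 3 to 11 without uninjured replicate 1. At 3 dpi the number was 13 of 15, with changes of 3.72 (3.06, 9.09e-07) for crfb8, 2.72 (2.06, 0.00108) for ccl1, 2.3 (1.65, 6.78e-06) for cmklr1 and 1.95 (1.29, 6.05e-04) for irf10. Spike-in scaling left 0 of them called higher at either time point, called 2 lower at 3 dpi, il1b and cxcl12b, and turned the median change at 3 dpi from 1.95 to −0.64. Slide or scan date as a fixed block also removed the 3 dpi call of ccl1 (2.16 and 1.75) and the 1 dpi call of il4r (1.21 and 1.16). At 3 dpi il1b changed by −0.94 (−1.60) and was not called, except as lower with quantile normalization (−1.27), with scaling to the array median (−1.32) or to spiked-in RNA (−3.53), or without uninjured replicate 1 (−1.16), while normexp correction gave 0.27. Cxcl12b changed by 0.10 (−0.55) and was not called, except as lower with spike-in scaling (−2.48).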

Here we found 27 differentially expressed genes (Fig. 3A, Table S4), among them, 21 genes were expressed their maximum level at 1 dpi or 3 dpi cord. Some of the differentially expressed important cytokines and chemokines are *ccl1*, *ccrl1a*, *cmklr1*, *crfb2*, *crfb8*, *cxcl12b*, *cxcr3.2*, *socs3a*, *socs3b*, *il1b*, *il4r*, *il22*, *irf10*, *irf11*, *irf8* and *irf9*. Molecules like *il4r*, *ifnα*, *tgfβ* are upregulated both in mammalian CNS [20] and in zebrafish spinal cord after injury as studied by us, but their temporal pattern and level of expression varies. For example, *tgfβ1* in mammalian brain after hypoxic injury shows 0.54 fold changes in 8 hr compared to 4 fold changes in 1 dpi zebrafish cord. 

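For tgfb1 the log2 change from uninjured cord to 1 dpi was 1.97 (SE 0.30), which is 1.65 relative to the median gene and 3.91 on the linear scale, with an adjusted p of 9.12e-04; scaled to spiked-in RNA it was 1.69 and was no longer called.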

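At 1 dpi il10 changed by 0.52 log2 units against uninjured cord (SE 0.44), or 0.20 relative to the median gene, which limma did not call (adjusted p 0.396), and without 1 dpi replicate 2 the change was −0.06.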

On the contrary, *il10*, which is a neuroprotective interleukin, is downregulated in mammalian SCI [21] but upregulated in 1 dpi zebrafish cord (*il10* data not shown due to low fold change 1.36). The *tgfβ1* and *il10* play critical role in suppressing immune response [22], [23]. 

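Probes for socs3a, socs3b and stat3 rose from uninjured cord to 1 dpi by 1.79, 2.49 and 1.73 log2 units, which relative to the median gene is 1.47, 2.17 and 1.42 (adjusted p 8.68e-04, 3.30e-06 and 0.00973). Without uninjured replicate 2 or 3 the change in stat3 was 1.40 or 1.54 and was not called. Spike-in scaling kept all of these genes, with tgfb1, higher at 1 dpi but left 0 of the 4 called. That scaling carries the spread of the spike-in signal between the 1 dpi arrays, from 10.46 to 11.98 log2 units, into every gene.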

We observed that *socs3*, *stat3* and *tgfβ1* are highly upregulated in 1 dpi zebrafish cord that is in early phase of regeneration (Fig. 3 and 4, Table S4).

**Figure 3:**
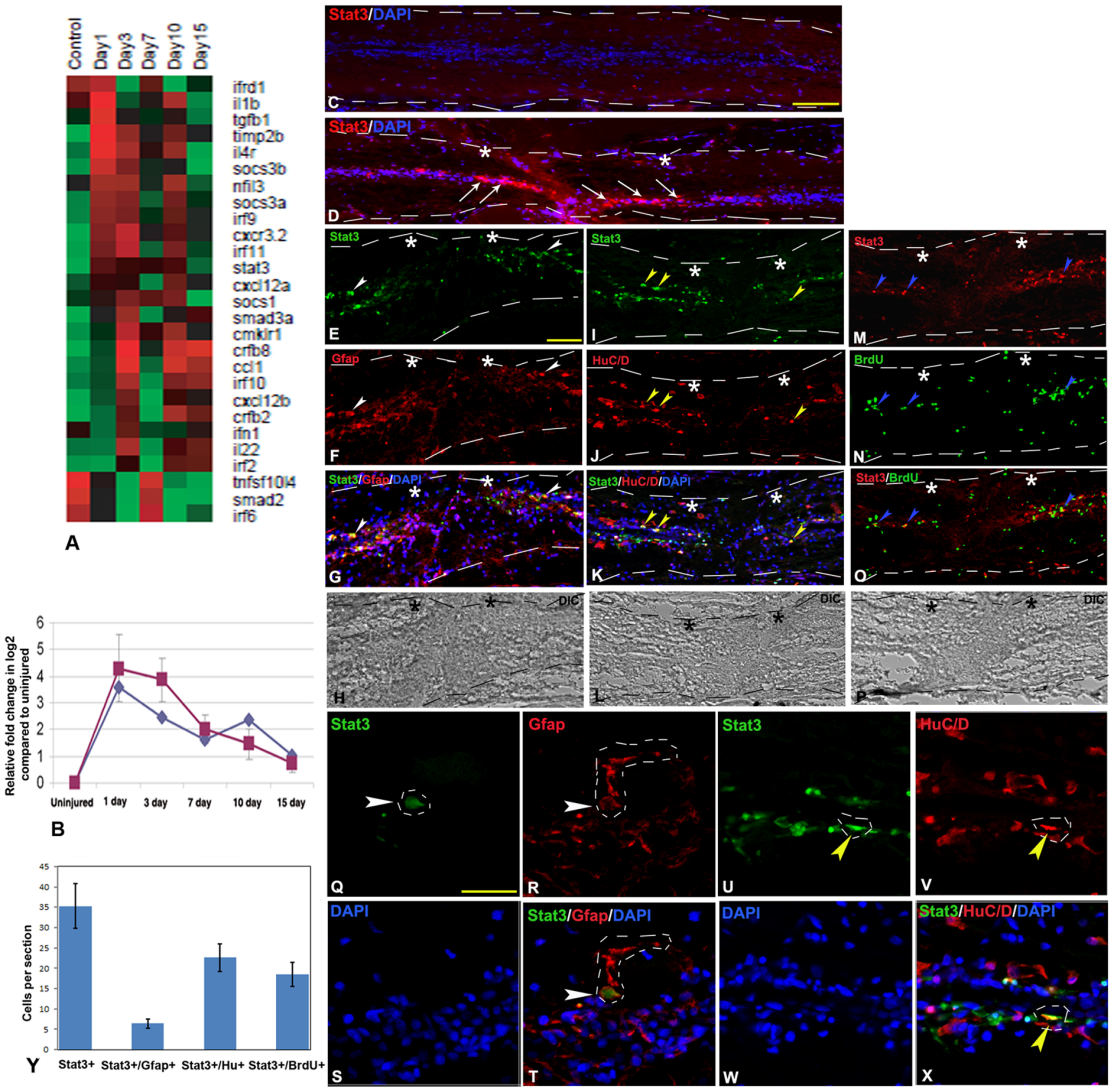
Differentially expressed genes related to inflammatory response and validation of *stat3* expression in uninjured and injured zebrafish spinal cord. A) Dendrogram representing genes related to regulation of inflammation. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. B) Quantitative RT-PCR of *stat3* expression showing fold change (red graph) and pattern of expression at different time points after injury. The temporal expression pattern of qRT-PCR (red graph) was compared with results of microarray analysis (blue graph). Error bars represent SEM, n = 3, p<0.01. C) A longitudinal section of uninjured cord stained with STAT3 and DAPI. D) A longitudinal section of 1 dpi cord showing many STAT3 positive cells (white arrows) close to the injury epicenter (double white stars) counter stained with DAPI. E–H) A longitudinal section of 3 dpi cord double stained with STAT3 and radial glial marker- GFAP, showing individual panels of STAT3 (E), GFAP (F), merge with DAPI (G) and DIC (Differential interference contrast) (H). A few STAT3^+^ cells are colocalized with GFAP^+^ cells (white arrowheads) close to injury epicenter. I–L) A longitudinal section of 3 dpi cord showing colocalization of STAT3 and newly formed neuronal marker, HuC/D with individual panels of STAT3 (I), HuC/D (J), merge with DAPI (K) and DIC (L). Some of the STAT3^+^ cells are colocalized with HuC/D^+^ cells (yellow arrowheads) close to the injury epicenter. M–P) A longitudinal section of 3 dpi cord colocalized with STAT3 and proliferating cell marker, BrdU shows individual panels of STAT3 (M), BrdU (N), merge (O) and DIC (P). Proliferating BrdU^+^ cells are also colocalized with STAT3^+^ cells (blue arrowheads) close to the injury epicenter. White dashed line in panel C to P mark the boundary of spinal cord tissue. Q–T) A representative higher magnification of 3 dpi cord section shows individual panels like STAT3 (Q), GFAP (R), DAPI (S) and merge (T). A STAT3^+^ cell (white arrowhead; the boundary of the cell nucleus is markedby white dashed line) is colocalized with GFAP^+^ radial glia (white arrowhead; the boundary of the cytoplasm of radial glia is marked by white dashed line). U–X) A representative higher magnification of 3 dpi cord section shows individual panels like STAT3 (U), HuC/D (V), DAPI (W) and merge (X). A STAT3^+^ cell (yellow arrowhead; the boundary of the cell nucleus is marked by white dashed line) is colocalized with HuC/D^+^ newly formed neuron close to ependyma (yellow arrowhead; the boundary of the cell nucleus is marked by white dashed line). Y) Quantitative analysis of STAT3^+^, STAT3^+^/GFAP^+^, STAT3^+^/HuC/D^+^ and STAT3^+^/BrdU^+^ cells in 3 dpi cord in longitudinal sections. The value represented as Mean±SEM of individual longitudinal section, n = 5 cord, p<0.01.Scale bar = 200 µm (C–D); 50 µm (E–P), 20 µm (Q–X).

**Figure 4:**
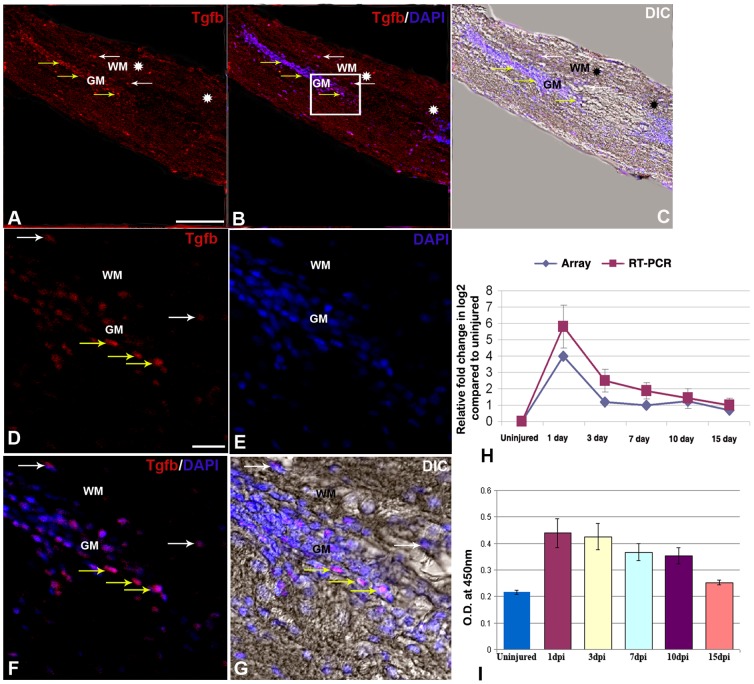
TGFβ expression in uninjured and injured zebrafish spinal cord. A) A longitudinal section of 1 dpi cord showing TGFβ positive cells in both grey matter (GM, yellow arrows) and white matter (WM, white arrows) of the cord at injury epicenter (double white star) and adjacent part. B) Same section merged with DAPI. C) Same section merged with DIC. D–G) Higher magnification of the boxed area of the section in B showing many TGFβ positive cells in both grey matter (GM, yellow arrows) and white matter (WM, white arrows) regions of the cord represented in individual panels of TGFβ (D), DAPI (E), merge of both (F) and merge with DIC (G). H) Quantitative RT-PCR of *tgbβ1* expression showing fold change (red graph) and pattern of expression at different time points after injury. The temporal expression pattern of qRT-PCR (red graph) was compared with results of microarray analysis (blue graph). Error bars represent SEM, n = 3, p<0.05. I) Quantification of TGFβ expression in uninjured and injured cord at different time points by ELISA. Error bars represent SEM, n = 5, p<0.01.Scale bar = 50 µm (A–C); 10 µm (D–G).

The array data of *stat3* and *tgfβ1* molecules have been further validated by qRT-PCR, immunohistochemistry and ELISA analysis (Fig. 3 and 4). Both *stat3* and *tgfβ1* show highest upregulation in 1 dpi cord and array hybridization data is confirmed by qRT-PCR, immunohistochemistry and ELISA analysis. 

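Against uninjured cord stat3 stood 2.44 log2 units higher at 3 dpi (1.78 relative to the median gene, adjusted p 1.87e-04), a larger change than at 1 dpi, and with slide as a fixed block it was no longer called (2.46). For tgfb1 the 3 dpi change was 0.28 (−0.37 relative to the median gene, adjusted p 0.423), with 1 of 3 arrays at 3 dpi well above background, and normexp correction raised it to 1.37. Spike-in scaling turned both changes negative (−0.15 for stat3 and −2.3 for tgfb1), while for tgfb1 scaling to the array median (−0.09), quantile normalization (−0.19) and slide as a fixed block (−0.16) did so as well.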

STAT3 expression can be localized in injured cord, predominantly in the grey matter both in ependymal cells and in neuronal cells. It is important to mention that expression was observed exclusively at the injury site of 1 dpi and 3 dpi cord (Fig. 3D, E, I, M) and absent in the normal part of same cord. Colocalization study of STAT3 with GFAP (Fig. 3E–H, Q–T) and HuC/D (Fig. 3I–L, U–X) in 3 dpi cord suggests expression both in radial glia and in neurons, although we found that a higher number of STAT3 positive cells are HuC/D positive newly formed neurons [6] (Fig. 3K, X, Y; Table S5). We have also analyzed STAT3 colocalization with BrdU in 3 dpi cord, which is the beginning of proliferation stage and found that many STAT3^+^ cells are BrdU^+^ proliferating cells (Fig. 3M–P). There is also a population of STAT3 positive cells which are not colocalized with HuC/D and GFAP and they are probably inflammatory cells present in the injury epicenter of both 1 and 3 dpi cord. Our expression analysis of *tgfβ1* expression showed highest level of expression in 1 dpi cord and it was present in both grey and white matter of adjacent part of the epicenter (Fig. 4A–G). TGFβ, a multi-potent cytokine, plays critical role in suppressing the immune response after CNS injury in mammals [23]–[26]. Furthermore, it also plays a role in epithelial-mesenchymal transition (EMT) after SCI, expressed in M2 type macrophages [27] and may induce initiation of cell proliferation during tail regeneration in *Xenopus* [28].

Other analysis in mammalian CNS injury refers to importance of complement factors and MHC class I and II molecules expression [20], [29]. We observed upregulation of two complement factors *c1qc* and *c1a13b* early after injury (Table S4). 

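Between uninjured cord and 1 dpi c1qc changed by 0.68 (0.37) log2 units, the value in parentheses being relative to the median gene, and was not called (adjusted p 0.113). At 3 dpi its change was 1.77 (1.12) with an adjusted p of 2.53e-04, and with spike-in scaling −0.82.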

Between these two factors prominent role of *c1qc* in activation of phagocytosis of macrophage/microglia in mammalian CNS is well known [30] which may suggest a similar role in zebrafish SCI where we observe increased phagocytosis by macrophage in 3 dpi cord [6]. Unlike mammalian CNS injury, where both MHC class I and II molecules are upregulated, we only found upregulation of MHC class I molecules like *mhc1uba*, *mhc1uaa* and *mhc1ze* in early time points in zebrafish cord regeneration (Table S4).

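Of the class I genes, mhc1uaa rose by 1.47 log2 units at 1 dpi (SE 0.49, 1.16 relative to the median gene, adjusted p 0.0448) and was called. The call was lost when any single uninjured or 1 dpi array other than uninjured replicate 1 was left out, with values from 1.25 without 1 dpi replicate 2 to 1.63 without 1 dpi replicate 3. For mhc1uba the change was 1.67 (SE 0.63, 1.36 relative, adjusted p 0.0740) and was called with the mean of all its probes (2.18) and after normexp correction (1.36). The change in mhc1ze was 0.93 (0.62 relative, adjusted p 0.0432), under 2-fold, and 1.31 without uninjured replicate 1, when it was called. At 3 dpi mhc1ze was called higher at 1.59 (0.94) (adjusted p 6.85e-04), mhc1uba was not at 1.22 (0.56) and mhc1uaa stood at −0.13 (−0.79). Normexp correction gave 1.02 for mhc1uaa, and spike-in scaling gave −0.99 for mhc1ze and −1.37 for mhc1uba.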

#### Pro- and anti-inflammatory macrophages

Our previous study highlighted importance of macrophage during early phase of regeneration in zebrafish spinal cord. In mammalian SCI presence of both pro- and anti- inflammatory macrophages are related to neuroprotective and neurodegenerative response [27]. In this context, it is worth mentioning that M1 macrophages are pro-inflammatory as characterized by pro-inflammatory cytokine release [31] and M2 macrophages as characterized by presence of scavenger receptors, IL-1 receptor antagonist [32] resulting in decreased production of pro-inflammatory cytokines like *il-1β* and upregulation of anti-inflammatory cytokines like *il-4* and *il-13* [27], [33]. We observed presence of a higher number of M2 type macrophage related genes (anti-inflammatory) compared to M1 type (pro-inflammatory) (Table S6). 

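Among the genes linked to M2 macrophages, arg2 and vegfa changed at 1 dpi by 1.41 (1.1) and 1.11 (0.79) log2 units against uninjured cord, with the value relative to the median gene in parentheses, and at 3 dpi by 2.11 (1.46) and 1.14 (0.49) (adjusted p 0.0150, 0.0123, 2.59e-04 and 0.00237). With il4r, tgfb1 and scarb2, 5 of 7 genes were called higher at 1 dpi, from 2 without uninjured replicate 2 or 3 or 1 dpi replicate 3 upwards, and 4 at 3 dpi. Scarb1 changed the other way, by −1.86 (−2.17) at 1 dpi and −4.89 (−5.55) at 3 dpi (adjusted p 0.0148 and 1.49e-06). Its 1 dpi change was not called without uninjured replicate 2 (−1.60) or 3 (−1.52) or 1 dpi replicate 2 (−1.74). Tgif1 was called neither at 1 dpi, with 0.38 (0.07), nor at 3 dpi, with 0.73 (0.08) (adjusted p 0.207 and 0.00858). Under spike-in scaling 0 of the 7 were called higher at either time point and 5 were called lower at 3 dpi.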

M2 type macrophage related genes include *scarb1*, *scarb2*, *il4r*, *tgfβ1*, *vegfa*, *tgif1*, *arg2* and many of them are upregulated in 1 dpi and 3 dpi cord.. 

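Of the genes linked to M1 macrophages, caspa rose by 1.73 log2 units at 1 dpi (SE 0.28, 1.41 relative to the median gene, adjusted p 0.00136). Nos2 changed by 0.47 at 1 dpi (SE 0.47, 0.16 relative, adjusted p 0.478), which was not called except without uninjured replicate 1 (1.16), and with slide or scan date as a fixed block it was −0.02 or −0.13. At 10 dpi nos2 stood 2.64 above uninjured cord (1.90 relative, adjusted p 4.89e-04) and caspa 1.30 (0.56 relative, adjusted p 0.00150), whereas spike-in scaling put both below it (−0.14 and −1.48), and the mean of all its probes left nos2 at 0.91, not called.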

Only two of the genes related to M1 type macrophage (*caspa* and *nos2*) are expressed. Suppression of *nos2* limit self-damage of phagocytic macrophages [34]. Similarly, we also found *nos2* expression as a consequence of inflammatory response.

Activated macrophage are known to play a role in wound healing, allergic reaction and proliferation and arginase activity controls the role of activated macrophages after injury [35]–[37]. Inflammatory response is complex as we observe both pro- and anti-inflammatory types of molecules, although a bias towards anti-inflammatory response was observed as we see strong upregulation of many M2 type macrophage related molecules. Macrophage may also enhance axonal growth by secreting several molecules like cytokines and neurotrophic factors and allowing Schwann cell migration as it happens in peripheral nervous system (PNS) [38]. Macrophage along with Schwann cell helps in clearing myelin and axonal debris as reported by others and us [6], [39]–[41]. Macrophage may also induce MMP-9, which is playing important role in debris clearance and preventing collagen scar formation [42], [43]. Our present data highlight the importance of macrophage as a key player in controlling inflammation, debris clearance and creation of permissive environment for axonal regrowth during regeneration.

#### Cell death

In mammalian SCI cell death contributes to huge neuronal and glial loss and involves distinct necrotic and apoptotic pathways. Apoptotic cell death is common to both mammalian and zebrafish SCI but in a different spatio-temporal pattern [6], [44]. We have identified many cell death related genes, their regulators and anti-apoptotic genes with differential expression during regeneration (Table S7). Two members, *tnfα* induced protein and *fasl*, which are upregulated in different time points and may have dual role in controlling apoptotic and necrotic pathway. Apoptotic cell death in mammalian CNS injury is regulated by Caspase and Calpain family of genes [45], [46] and we observed upregulation of *caspa*, *caspb*, *casp7*, *capn9* in 1 dpi and 3 dpi zebrafish cord. 

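Caspb rose by 1.84 log2 units at 1 dpi and 3.69 at 3 dpi against uninjured cord (1.53 and 3.04 relative to the median gene). Its adjusted p was 0.00622 at 1 dpi and 3.38e-06 at 3 dpi. Caspa stood 1.67 (1.02) higher at 3 dpi. The probe used for capn9 changed the other way, by −0.70 at 1 dpi, which was not called, and −1.63 at 3 dpi (−1.01 and −2.28 relative, adjusted p 0.180 and 0.00183). Normexp correction, the mean of all probes and slide as a fixed block each removed its 3 dpi call (−0.46, −0.35 and −1.61). Another, dimmer probe of the gene, looked at after the values were seen, changed by −0.37 at 1 dpi and 0.92 at 3 dpi, so the direction for capn9 at 3 dpi rests on the probe. Spike-in scaling left 0 of the 3 genes called higher at either time point and turned caspa negative at 3 dpi (−0.91).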

Upregulation of 12 apoptotic genes in early time points like 1 dpi and 3 dpi are probably induced as a consequence of injury, as these genes are absent in control, and are significantly downregulated in 7 dpi cord. Among these 12 genes, *capn9* and *traf4a* are upregulated in 10 dpi and 15 dpi cord. 

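Of the 21 cell death genes printed in the supplementary table 20 were measured, and 3 peaked at 1 dpi and 5 at 3 dpi. Another 7 peaked in uninjured cord. From 3 to 7 dpi 7 were called lower and 8 higher, and adjusted over the list alone the counts were 7 and 8, on a list that the study chose on these arrays. Scaling to spiked-in RNA turned the lower calls from 3 to 7 dpi into 0 lower and 13 higher. Over that step caspb fell by 1.65 log2 units (−1.06 relative to the median gene, adjusted p 0.00303). Caspa changed by −0.69 (−0.11), which was called only without 7 dpi replicate 2 (−1.05). Both rose under spike-in scaling, by 0.82 and 1.77 respectively.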

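Traf4a stood 1.36 log2 units above uninjured cord at 10 dpi and 1.08 at 15 dpi (0.63 and 0.46 relative to the median gene, adjusted p 0.00251 and 0.0118). Neither change was called with arrays scaled to their median (0.88 and 0.69), and both were negative with spike-in scaling (−1.41 and −1.09). The 15 dpi call also went without uninjured replicate 2 (0.84) or 3 (0.88). The probe used for capn9 was lower than in uninjured cord at 10 dpi (−1.97 (−2.70), adjusted p 5.51e-04) and at 15 dpi (−1.33 (−1.94), adjusted p 0.00761), with relative values in parentheses, and with the mean of all its probes the values were −0.80 and −0.81, not called. Another probe of the gene, looked at after the values were seen, changed by 0.37 and −0.29.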

Significance of expression of these molecules in late time points during regeneration is not well understood although these are implicated in zebrafish CNS development [47]. Mammalian anti-apoptotic protein Bcl-X_L_ is known to control cell death and cell survival [48]. 

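Tnfaip6 rose from uninjured cord by 5.05 log2 units at 1 dpi, 3.32 at 3 dpi and 3.15 at 7 dpi, or 4.74, 2.67 and 3.08 relative to the median gene. The adjusted p values were 8.55e-07, 4.95e-06 and 4.46e-04, and only the 3 dpi call went with spike-in scaling (0.74). Bag3 was called higher at 1 dpi at 1.45 (1.14) (adjusted p 0.0112), though not without uninjured replicate 2 (1.36), and igf1ra at 3 dpi at 2.46 (1.81) (adjusted p 0.00239), relative values in parentheses. Spike-in scaling brought the latter to −0.12. Lower than in uninjured cord at 3 dpi were bcl2l13, by 1.86 log2 units, and mcm5, by 1.98 (−2.51 and −2.63 relative, adjusted p 0.00148 and 0.00211). With the mean of all probes bcl2l13 was not called (−0.95). At 7 dpi none of the other 4 genes was called against uninjured cord.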

We also observed that many anti-apoptotic genes like *bcl2113*, *mcm5*, *bag3*, *tnfaip6* and *igf1ra* [49]–[52] are upregulated in different time points after injury.

#### Cell migration and epithelial-mesenchymal transition

Cell migration is one of the key phenomena in early regeneration time points as we showed that accumulation of cells in the injury epicenter occur as early as Day 3 and continues at least until Day 7 post injury [6]. Molecules like fibronectin, integrin, laminin, cadherin, matrix metalloproteinase(s) (MMPs) and collagen are known to be involved in cell adhesion, cell migration in developing and regenerating organs [5], [14], [15], [53]–[57]. 

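At 1 dpi mmp9 stood 3.24 log2 units above uninjured cord, fn1b 2.93 and mmp13 2.41, which relative to the median gene is 2.93, 2.62 and 2.1. The adjusted p values were 7.50e-06, 0.00114 and 7.41e-04, and with spike-in scaling only mmp13 was not called (2.13). At 3 dpi 8 of 9 named genes were called higher, with changes of 2.22 (1.57) for vim, 2.26 (1.60) for lamb4 and 1.76 (1.1) for itgb3a, relative values in parentheses (adjusted p 7.62e-05, 1.34e-04 and 0.00582). Cxcl12b was the gene not called. Under spike-in scaling 0 were called higher and 1, cxcl12b, lower (−2.48), and the median change turned from 2.22 to −0.36, and slide as a fixed block removed the call of itgb3a (1.66).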

Our data showed that most of the genes related to cell migration are up-regulated either in 1 dpi (*fn1b*, *mmp13*, *mmp9*) or in 3 dpi (*itgav*, *vim*, *itgb4*, *itgb3a*, *cdh2*, *cdh23*, *lamb4*, *lamb1*, *cxcl12b*) cord (Table S8). Many genes are also upregulated in different regenerating organs probably indicate their common role in tissue remodeling [15], [54]–[56]. Epithelial-mesenchymal transition (EMT) or interaction during regeneration is well known [54], [58], [59]. A similar EMT is probably operating during early phases of regenerating zebrafish spinal cord although it has not been characterized yet. We see expression of 8 EMT related genes which are upregulated in zebrafish cord after SCI (Table S8). A separate group of six genes represents Adam and Integrins of which *adam8a* and *adam9* show their upregulation in early time point (Table S8). 

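Adam8a and adam9 were called higher than in uninjured cord at 1 dpi, by 2.18 and 2.01 log2 units (1.86 and 1.70 relative to the median gene, adjusted p 0.00115 and 0.00113). At 3 dpi adam8a changed by 1.87 (1.22) (adjusted p 5.09e-04). Spike-in scaling turned the 3 dpi changes of adam8a and adam9 to −0.72 and −0.57. Of the 20 migration genes in the supplementary table, 4 peaked at 1 dpi, 6 at 3 dpi, 4 at 10 dpi and 3 at 15 dpi. At 3 dpi 14 of them were called higher than in uninjured cord, and 14 adjusted over the list alone, which is not independent evidence since the list was chosen on these arrays. Another 2 were called lower. Spike-in scaling gave 0 higher and 9 lower.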

Genes like *cdh2*, *cdh23*, *lamb4*, *lamb1*, *cxcl12b* are highly upregulated in 3 dpi cord. 

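At 3 dpi cdh23 changed by 3.16 (2.50) log2 units against uninjured cord, lamb1 by 2.77 (2.12) and cdh2 by 2.43 (1.78), the value relative to the median gene in parentheses. Their adjusted p values were 5.84e-04, 0.00385 and 4.95e-06, and none was called with spike-in scaling (0.57, 0.19 and −0.15). With slide as a fixed block cdh23 and lamb1 were not called either (2.01 and 2.3).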

Further upregulation of these genes at 10 dpi or at 15 dpi cord, may suggest their role in different types of cell migration. In this context, it is important to refer that both neuronal migration and Schwann cell migration [60], [61] is known to occur at later time points after injury.

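Of these 5 genes 4 were called higher at 10 dpi than in uninjured cord and 3 at 15 dpi. The 15 dpi count ran from 1 without uninjured replicate 2 or 3 to 5 without uninjured replicate 1. Changes at 10 dpi were 1.93 (1.20) for cdh2, 2.67 (1.94) for cdh23 and 3.12 (2.38) for lamb1 (adjusted p 5.55e-05, 0.00178 and 0.00189), relative values in parentheses. Cxcl12b changed by −0.07 (−0.81) at 10 dpi and 0.92 (0.31) at 15 dpi (adjusted p 0.870 and 0.0463). Its 15 dpi change was called without uninjured replicate 1 (1.25) or 15 dpi replicate 3 (1.12), and its 10 dpi change was positive without uninjured replicate 1 (0.26) or 10 dpi replicate 2 (0.04), by quantile normalization (0.01) and with the mean of all probes (0.57). With spike-in scaling cdh2 and cdh23 were lower at 10 dpi than in uninjured cord (−0.85 and −0.10), and cxcl12b was lower at 15 dpi (−1.25).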

Epithelial-mesnchymal (EM) interaction is a phenomenon during dedifferentiation phase. We see expression of some of the genes related to dedifferentiation process (like *msx-c*, *msx-e* and *vim*) in 3 dpi zebrafish cord (Table S9).

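Msxe rose by 1.44 log2 units and msxc by 1.17 from uninjured cord to 3 dpi (0.78 and 0.51 relative to the median gene, adjusted p 5.02e-04 and 0.00375). Spike-in scaling turned them to −1.15 and −1.42 and vim to −0.36. Msxc was not called with scaling to the array median (0.79), and slide as a fixed block removed the calls of both msxe (1.29) and msxc (1.07).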

#### Proliferative response after injury in spinal cord

Injury induced proliferation has been documented previously and proliferation is necessary to replace the lost neural cells. The proliferative response is controlled by many genes, which have been categorized as genes related to cell cycle and other regulators, involved in proliferation (Fig. 5; Table S10). As many as 48 genes associated with cell cycle are differentially regulated. 

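Of the 48 cell cycle genes printed in the supplementary table 46 were measured, and 16 had their highest mean in uninjured cord and 21 at 7 dpi. Limma called 34 of them higher and 6 lower in uninjured and 7 dpi cord combined than in 3, 10 and 15 dpi cord. The counts were the same adjusted over the list alone. The study chose the list on these arrays, so this is not independent evidence. The median change was 2.56 log2 units, and all 46 were called higher with spike-in scaling, under which it was 5.01. Over all genes that scaling called 25281 higher and 22 lower, so it does not single out this list. Between 7 dpi and uninjured cord limma called 0 higher and 2 lower, the same numbers as over the list alone, with a median change of 0.08. The number higher at an unadjusted p under 0.05 was 3, and SAM called 0 higher. Without 7 dpi replicate 2 or without uninjured replicate 1 limma called 1 higher.

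After each array's values were taken as differences from its group mean, the mean of the cell cycle genes rose and fell over the 18 arrays with the mean of 15 genes known from ovary. The correlation was r 0.85 (two-sided permutation p 1.93e-04) and rho 0.82 (permutation p 3.43e-04). Without the 2 farthest arrays r was 0.87, and with slide means removed 0.87. It was 1 of 10 such relations examined, with a Benjamini-Hochberg adjusted p of 0.00193.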

Interestingly almost all genes expressed in uninjured control are also represented in 7 dpi cord, but are not expressed in other injury time points. Exception among these patterns is *hsp90a.1* and *hsp90a.2*, which are upregulated in uninjured cord and 1 dpi but down regulated in other injury time points (Fig. 5A). 

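Hsp90a.1 changed by −0.33 (−0.65) log2 units from uninjured cord to 1 dpi, with the value relative to the median gene in parentheses, which was not called (adjusted p 0.596). At 3 dpi it was lower than in uninjured cord at −1.88 (−2.53) (adjusted p 0.00258), and slide or scan date as a fixed block removed that call (−1.83 and −1.91).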

A high number of genes are Cyclins and Cdc/Cdks (Fig. 5A; Table S10). Based on cell counts of colocalized BrdU/H3P along with DAPI indicate that in uninjured cord there are a low number of cells in S-phase (2%) and M-phase (1%) compared to Go-G1 phase (97%). Number of cells in both S-phase and M-phase, increases after injury, although percentage of cells entering into S-phase are higher in both 3 dpi and 7 dpi cord (8% and 12% respectively) when compared to percentage of cells in M-phase (2% and 5% respectively) (Figure S4). Our present data on array analysis corroborated with the cell count data and showed that genes involved in G1-S phase transition are selectively upregulated either in 3 dpi (*ccnd1*, *ccni* and *myca*) and 7 dpi (*cdk2*, *cdk7*, *ccne* and *ccnh*) cord and all 3 genes associated with S-phase (*ccna2*, *pcna*, *uhrf1*) are upregulated only in 7 dpi cord when highest number of proliferating cells are in S-phase. Both the uninjured and injured cord showed expression of *cdk2*, *ccnh*, *ccne* and *ccna2*, but fold change varies, expression level is higher in injured than uninjured cord. 

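Of the genes placed at G1-S at 3 dpi, myca rose by 2.01 log2 units against uninjured cord, ccnd1 by 1.35 and the ccni probe by 1.17 (1.35, 0.70 and 0.52 relative to the median gene, adjusted p 9.64e-06, 0.00377 and 0.00135). The ccni call went without uninjured replicate 3 (0.95), scaling to the array median removed the calls of ccnd1 and ccni (0.98 and 0.80), and spike-in scaling turned all 3 negative (−0.58, −1.23 and −1.42). All 7 G1-S and S-phase genes of 7 dpi were called higher at 7 dpi than at 3 dpi under every scaling. Spike-in scaling is no test of this, as it called 21644 genes higher and 3 lower in that step. The changes were 1.78 (2.37) for cdk2, 2.99 (3.58) for cdk7, 4.57 (5.15) for ccne, 4.02 (4.61) for ccnh, 3.58 (4.16) for ccna2, 2.52 (3.1) for pcna and 3.30 (3.88) for uhrf1, relative values in parentheses. Adjusted p ran from 1.28e-06 for ccne to 0.00291 for cdk2.

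The study counted cells in S and M phase in uninjured cord and at 3 and 7 dpi, found the largest share in S phase at 7 dpi, and set the arrays beside these counts. It states that genes of the G1-S transition rise at 3 or 7 dpi and that the 3 S-phase genes rise at 7 dpi only. Set against uninjured cord, limma called 0 of the 7 genes at 7 dpi, with a median change of 0.11. Only ccne had an unadjusted p under 0.05, and SAM called 0. Ccne was called without 7 dpi replicate 2 (1.55).

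**Figure D1:**
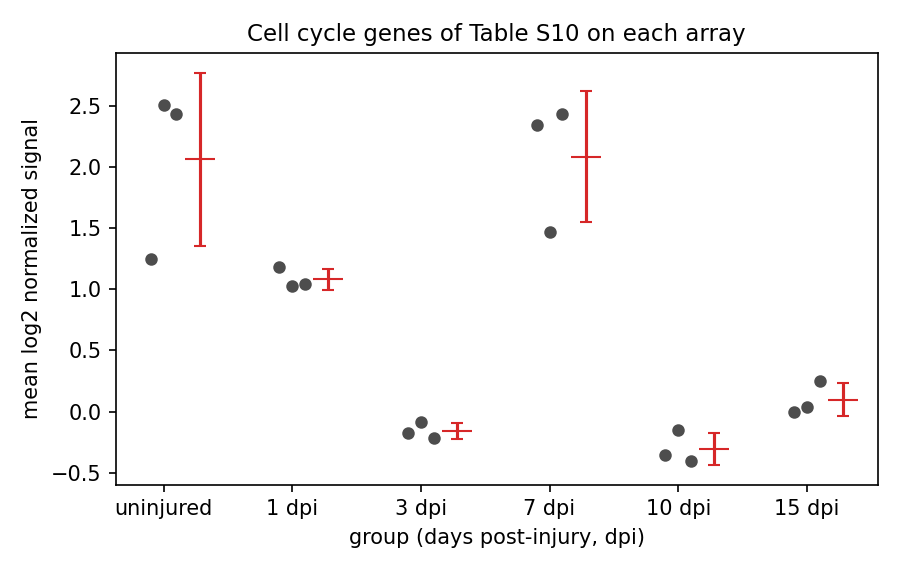
Log2 intensity of cell cycle genes on each of the 18 arrays, set to the 75th percentile of the array. The differences between 7 dpi and 3 dpi keep their direction when arrays are scaled to the array median, to spiked-in RNA, by quantile normalization or after normexp background correction. Scaling to spiked-in RNA is no test of direction here, as 21644 genes were then called higher at 7 dpi and 3 lower.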

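At 7 dpi against uninjured cord the change was 1.0 log2 units for ccne (SE 0.42), 0.51 for ccnh (SE 0.50), 0.18 for ccna2 (SE 0.49) and 0.11 for cdk2 (SE 0.41). Relative to the median gene these are 0.93, 0.44, 0.11 and 0.04, with adjusted p of 0.383, 0.839, 0.969 and 0.980. The sign of the last 3 was not stable. Leaving out single arrays, ccnh ran from −0.01 without uninjured replicate 1 to 1.22 without 7 dpi replicate 2, ccna2 from −0.50 without uninjured replicate 1 to 0.73 without 7 dpi replicate 2 and cdk2 from −0.49 without uninjured replicate 1 to 0.51 without 7 dpi replicate 2, while the mean of all its probes put ccna2 at −0.13 and spike-in scaling put cdk2 at −0.01.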

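Limma called all 9 of the measured M-phase genes higher at 7 dpi than at 3 dpi, with a median change of 3.56 log2 units. Among them ccnb2 changed by 6.22 (6.80), kifc1 by 3.21 (3.8), mcm2 by 3.00 (3.59), mad2l1 by 3.56 (4.14) and klf11a by 2.15 (2.74), with relative values in parentheses (adjusted p 3.29e-07, 2.35e-04, 3.00e-04, 4.35e-05 and 3.57e-04). Against uninjured cord 0 of 9 were called at 7 dpi by limma, 0 by SAM and 0 at an unadjusted p under 0.05. The median change was −0.09, and 4 of the 9 were higher. Ccnb2 changed by 0.12 (0.05), mcm2 by −0.12 (−0.19), mad2l1 by −0.20 (−0.27) and kifc1 by −0.10 (−0.17). These small values changed sign easily. The last 3 were 0.35, 0.14 and 0.30 with slide as a fixed block. Leaving out single arrays, ccnb2 ran from −0.41 without uninjured replicate 1 to 0.69 without 7 dpi replicate 2, mcm2 from −0.83 without uninjured replicate 1 to 0.37 without 7 dpi replicate 2, mad2l1 from −0.85 without uninjured replicate 1 to 0.33 without 7 dpi replicate 2 and kifc1 from −0.85 without uninjured replicate 1 to 0.41 without 7 dpi replicate 2.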

Among 12 genes involved in G2-M transition, 10 genes (*ccnb1*, *ccnb2*, *cdc20*, *klf11a*, *mcm6*, *mcm2*, *mad2l1*, *ttk*, *plk1*, *kifc1*) which are M-phase related are expressed in both uninjured control and higher in 7 dpi cord. Expression of four genes have been further validated by qRT-PCR which confirms upregulation of *ccnd1* within 1 dpi to 3 dpi cord and *ccne*, *cdk2* and *ccnb1* in 7 dpi cord (Fig. 5C–F). Cell cycle regulators like *myca* and *ccnd1* both are down regulated in uninjured cord but upregulated early after injury and *myca* is known to upregulate its downstream molecules *ccnd1* and *cdk2* [62]. 

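From uninjured cord to 1 dpi myca rose by 2.00 log2 units and ccnd1 by 1.96 (1.68 and 1.65 relative to the median gene, adjusted p 7.39e-05 and 0.00205), and neither was called with spike-in scaling (1.72 and 1.69).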

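Ccnb1 rose from 3 to 7 dpi by 5.70 log2 units (6.29 relative to the median gene, adjusted p 3.80e-07) and cdc20 by 3.73 (4.32 relative, adjusted p 2.13e-04). Their 7 dpi values differed from uninjured cord by 0.05 (SE 0.47) and −0.09 (SE 0.58). With single arrays left out these ran from −0.47 without uninjured replicate 1 to 0.53 without 7 dpi replicate 2 for ccnb1 and from −0.83 without uninjured replicate 1 to 0.59 without 7 dpi replicate 2 for cdc20, and quantile normalization gave −0.19 for ccnb1 and slide as a fixed block 0.28 for cdc20. From 7 to 10 dpi ccnb1 fell by 5.46 and cdc20 by 4.93 (−6.08 and −5.55 relative, adjusted p 1.73e-06 and 2.05e-05). All 9 measured M-phase genes were called lower at 10 dpi than at 7 dpi under every scaling, with a median change of −3.94. Among all genes, spike-in scaling called 23176 lower and 29 higher in that step, so it is no test of this.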

Cell cycle regulators like *cdc20* have a role in degradation of *ccnb1* during mitosis [63]; both *cdc20* and *ccnb1* are expressed in uninjured cord and highly upregulated in 7 dpi cord and subsequent downregulation of *ccnb1* in 10–15 dpi cord probably refers to reduction of cell proliferation and down regulation of mitosis markers at late stage of regeneration [6]. Cell cycle regulators also include members of *Mcm* families, members of *Hsp* families, *plk1*, *ttk*, *klf11a*, *ppp1r3b* and *ppp1r7* (approximately 19 genes) are upregulated both in uninjured control and 7 dpi cord and many of them are M-phase regulators.

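Plk1 rose by 4.04 log2 units and ttk by 1.66 from 3 to 7 dpi (4.63 and 2.25 relative to the median gene, adjusted p 2.92e-05 and 0.00368). From 7 to 10 dpi they changed by −5.15 (−5.77) and −2.67 (−3.29) (adjusted p 4.22e-06 and 1.54e-04).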

**Figure 5:**
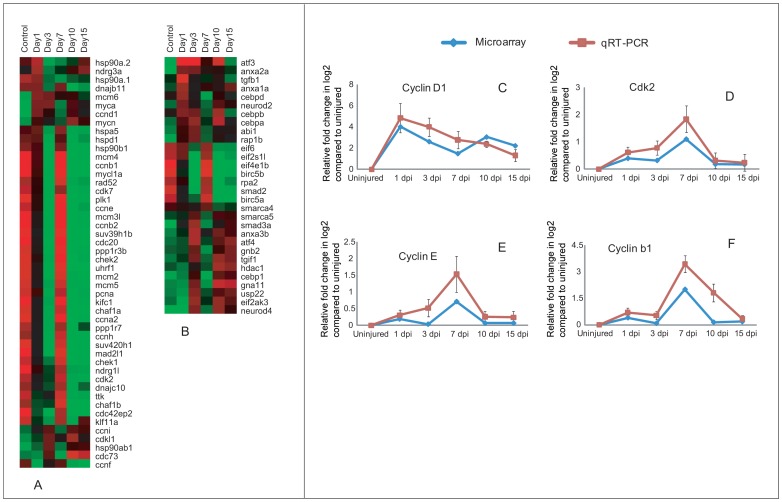
Differentially expressed genes related to cell proliferation in zebrafish spinal cord after injury and validation of cell cycle regulators. A) Dendrogram representing a group of cell cycle regulators directly involved with different cell cycle phases. B) Same representing group of genes indirectly control cell proliferation which include both negative and positive regulators. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. C–F) Quantitative RT-PCR analysis of *ccnd1* (C), *cdk2* (D), *ccne* (E) and *ccnb1* (F) showing fold change and pattern of expression at different time points after injury. The temporal expression pattern of qRT-PCR (red graph) was compared with results of microarray analysis (blue graph). Error bars represent SEM, n = 3, p<0.05.

As mentioned earlier that proliferative response are being controlled by cell cycle regulators along with a second category of genes, which include cell proliferation related genes (Fig. 5B; Table S10). 30 genes are further separated into four different subgroups based on their temporal expression pattern and known function. There are 11 genes, which are known to be negative regulators of cell cycle progression, mostly upregulated in 1 dpi and 3 dpi cords. Among them *anxa1a*, *cebpd* and *cebpb* are all upregulated in 1 dpi cord and may play a role in arresting of G1-S transition [64], [65]. 

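At 1 dpi anxa1a stood 1.27 log2 units above uninjured cord (SE 0.39, 0.95 relative to the median gene, adjusted p 0.0332) and was called. Cebpd at 0.92 (0.61) and cebpb at 0.79 (0.47) (adjusted p 0.0183 and 0.0317) were under 2-fold and not called, though cebpd was without 1 dpi replicate 3 (1.06). The anxa1a call was lost without uninjured replicate 2 (1.17) or 3 (1.11) or 1 dpi replicate 2 (1.45) or 3 (0.92), and with scaling to the array median (1.03) or to spiked-in RNA (0.99).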

Another important functional group of genes involved in positive regulation of cell cycle progression includes 12 genes. *Atf-3* is one of the highly upregulated genes in 1 dpi and 3 dpi cord compared to uninjured cord. 

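Atf3 rose from uninjured cord by 4.11 log2 units at 1 dpi (SE 0.28), 3.72 at 3 dpi and 2.78 at 10 dpi. Relative to the median gene the rises were 3.8, 3.06 and 2.04 (adjusted p 5.97e-07, 2.06e-07 and 5.86e-06). Spike-in scaling kept the call at 1 dpi (3.84) and removed it at 3 dpi (1.13) and at 10 dpi, where the change came to 0.00.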

A similar elevated expression of *atf-3* was demonstrated after injury in optic nerve [66], in dorsal root ganglia (DRG) and in motor neurons [67].

#### Differentially expressed genes involved in neurogenesis and neuronal differentiation

Many genes related to neurogenesis are differentially regulated during the process of regeneration. Previously we showed that generation of new neurons is related to cell proliferation and Hu^+^/Brdu^+^ cells are continuously present in 3 dpi, 7 dpi and 10 dpi cord. Some of these cells become NeuroD positive and have undergone full neuronal differentiation [6]. Molecular analysis showed at least 54 genes are differentially expressed (Fig. 6Q; Table S11) and among them 41 genes are transcription factors (Figure S5). All the 54 genes are categorized in different groups based on their temporal pattern of expression. 

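All 8 of her2, dab2, pou5f1, emx3, bmi1, paxip1, sox19b and sox21a were called higher at 7 dpi than at 3 dpi, and 7 without 3 dpi replicate 1 or 3 or 7 dpi replicate 1 or 3, when emx3 was lost (1.07, 1.20, 1.15 and 1.15). The changes in log2 units were 6.53 (7.12) for pou5f1, 4.42 (5.00) for dab2, 3.50 (4.08) for her2, 2.26 (2.85) for paxip1, 1.76 (2.34) for bmi1 and 1.24 (1.82) for emx3, with values relative to the median gene in parentheses. Adjusted p ran from 1.30e-07 for pou5f1 to 0.0243 for emx3. Normexp correction reduced the change in emx3 to 0.00. Against uninjured cord limma and SAM each called 0 of the 8 at 7 dpi, and 1, her2, had an unadjusted p under 0.05. The median change was −0.15, with 1.16 (1.09) for her2, which was called without 7 dpi replicate 2 (1.80).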

Group-I includes *her2*, *dab2*, *pou5f1*, *emx3*, *bmi*, *paxip*, *sox19b* and *sox21a* that are expressed in uninjured control and are upregulated in 7 dpi cord, when we also observe a very high level of proliferation, which contributes significantly to neurogenesis [6]. Among these genes, expressions of *her2* and *dab2* have been reported during retinal neurogenesis and in proliferating neuroepithelium of developing CNS [68], [69]. Group-II consists of large number of genes (36 genes) that are upregulated in 3 dpi, 10 dpi and 15 dpi cord and down regulated in uninjured control and 7 dpi cord. These are injury induced since these are not expressed in uninjured control. 

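Of the 54 neurogenesis genes printed in the supplementary table 53 were measured, and 13 peaked at 3 dpi, 24 at 10 dpi and 2 at 15 dpi. Against uninjured cord limma called 34 higher and 8 lower at 3 dpi, 41 and 7 at 10 dpi, and 27 and 7 at 15 dpi. Adjusted over the list alone the higher counts were 34, 41 and 27. The study chose this list on these arrays, so it is no independent evidence. At 7 dpi 3 were called higher, 6 over the list alone, and with single arrays left out 1 without uninjured replicate 2 to 15 without uninjured replicate 1. With spike-in scaling 0 were called higher and 24 lower at 3 dpi, and 0 and 30 at 10 dpi.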

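At 3 dpi jag1a stood 2.47 log2 units above uninjured cord, dlb 2.14 and dld 1.86 (1.82, 1.49 and 1.21 relative to the median gene). At 10 dpi the values were 2.15 (1.42), 2.15 (1.42) and 2.21 (1.47), relative values in parentheses. Adjusted p was 1.11e-06, 1.82e-05 and 1.68e-04 at 3 dpi and 7.98e-06, 2.50e-05 and 5.07e-05 at 10 dpi. Notch1a changed by 0.16 (−0.49) at 3 dpi and 0.49 (−0.25) at 10 dpi and was called at neither (adjusted p 0.540 and 0.0705). Of the proneural genes, neurod4 stood at 3.03 (2.29) at 10 dpi, olig2 at 1.94 (1.21) and neurod2 at 1.05 (0.31) (adjusted p 1.12e-05, 5.98e-05 and 0.0298). Neurod2 was not called without uninjured replicate 2 or 3 (0.95 and 1.01) or 10 dpi replicate 1 or 2 (0.99 and 1.04), nor with scaling to the array median (0.56) or quantile normalization (0.64). In all 5 of 8 genes were called higher at 3 dpi and 7 at 10 dpi, 6 when any single uninjured or 10 dpi array was left out. Spike-in scaling called 0 higher at either time point and 3 lower at 10 dpi.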

Genes like *notch1a*, *jagg1a*, *deltab* and *deltad* are all upregulated in 3 dpi and 10 dpi cord whereas proneural genes like *neurog1*, *neurod2*, *neurod4* and *olig2* are all upregulated in 10 dpi cord. Many of the genes in this group are members of Notch signaling pathway. Similar to developing CNS the above mentioned genes may promote differentiation of progenitors selectively to different neural fate and maintenance of reserve pools. 

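From uninjured cord to 1 dpi ascl1a rose by 2.93 log2 units, nrarpa by 1.56 and hes5 by 1.27 (2.62, 1.25 and 0.96 relative to the median gene, adjusted p 4.01e-06, 0.00185 and 0.00346). With nkx3.2, neurod2, numbl and bdnf, 7 of 10 genes were called higher, and single arrays left out gave 4 without uninjured replicate 2 or 3 or 1 dpi replicate 2 to 9 without uninjured replicate 1. Not called were hesx1 at 0.94 (0.63), gadd45a at 0.85 (0.54) and shhb at 0.62 (0.30) (adjusted p 0.0332, 0.0197 and 0.141), relative values in parentheses. Without uninjured replicate 1 hesx1 and gadd45a were called (1.20 and 1.09). With spike-in scaling all stayed higher. That scaling and a fit of only the groups compared each left 1 called, ascl1a.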

Group-III consists of 10 genes *neurod2*, *nrarpa*, *hes5*, *nkx3.2*, *ascl1a*, *numb1*, *hesx*, *shhb*, *bdnf* and *gadd45a* all of these are highly upregulated in 1 dpi but downregulated in uninjured cord.

**Figure 6:**
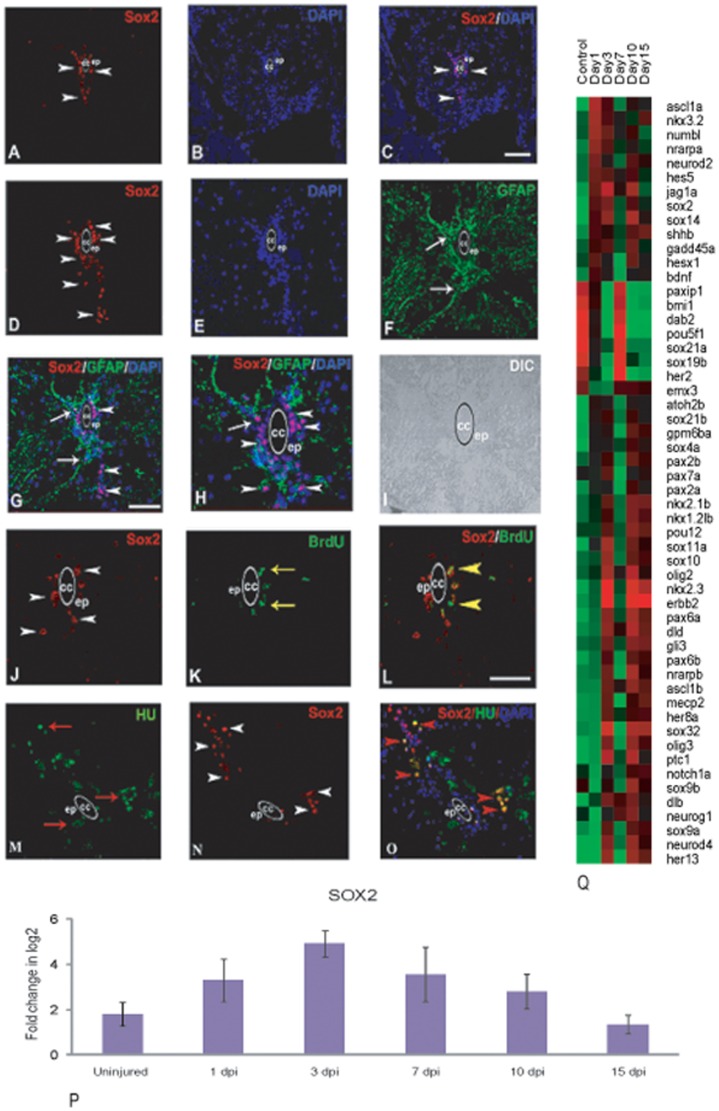
Differentially expressed genes involved in neurogenesis and neuronal differentiation after injury in zebrafish spinal cord and validation of Sox2 expression by immunohistochemistry and qRT-PCR analysis. A–C) A cross section of uninjured cord showing SOX2 positive cells (white arrowhead) in ependyma (ep) around the central canal (cc), counter stained with DAPI (B) and merge (C). D) A cross section of 3 dpi cord showing higher number of SOX2 positive cells compared to uninjured (A) in grey matter (white arrowhead) mostly in ependyma (ep) around the central canal (cc). E–F) Same 3 dpi cord section counter stained with DAPI (E) and stained with radial glial marker GFAP (F). G) Same 3 dpi cord section showing both SOX2 positive cells (arrowheads) and their colocalization with GFAP (arrow). H) Same section (G) in higher magnification showing colocalized SOX2 and GFAP positive cells (arrow) around the central canal (cc), I) DIC of same section in H. J–L) 3 dpi cord section showing SOX2 positive cells (J, arrowheads) and BrdU positive cells (K, yellow arrow) in the grey matter and many of them are SOX2^+^/BrdU^+^ (L, yellow arrowheads) in ependyma (ep) around the central canal (cc). M–O) A 3 dpi cord section showing many HuC/D positive neuronal cells (M, red arrow) and SOX2 positive cells (N, white arrowheads) in the grey matter. Same section showing colocalization of SOX2 and HuC/D (O, red arrowheads). P) qRT-PCR of *sox2* in uninjured cord and in injured cord at different time points. Error bars represent SEM, n = 3, p<0.05. Q) Dendrogram showing differentially expressed genes involved in neurogenesis and neuronal differentiation after injury. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. Scale bar = 50 µm (A–G and M–O), 20 µm (H–L).

Many members of Sox gene family are differentially controlled during neurogenesis. There are two distinct pattern of expression within Sox family members. *Sox19b* and *sox21a* are upregulated both in uninjured cord and in 7 dpi cord. 

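Sox19b changed by 2.85 log2 units and sox21a by 2.05 from 3 to 7 dpi (3.44 and 2.64 relative to the median gene, adjusted p 4.50e-05 and 7.95e-04). At 7 dpi they differed from uninjured cord by 0.23 (SE 0.37) and −0.16 (SE 0.38), which was not called. These small differences changed sign for sox19b without uninjured replicate 1 (−0.27) and for sox21a without 7 dpi replicate 2 (0.19) or uninjured replicate 2 or 3 (0.10 and 0.10) and with slide or scan date as a fixed block (0.24 and 0.38).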

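Of sox2, sox4a, sox9a, sox9b, sox10, sox11a, sox14, sox21b and sox32, 8 were called higher than in uninjured cord at 3 dpi, 8 at 10 dpi and 6 at 15 dpi. Without uninjured replicate 2 or 3 the counts were 7, 6 and 5, and without uninjured replicate 1 7 were called at 15 dpi. Sox14 changed by 2.40 (1.75), 2.67 (1.94) and 1.54 (0.93) at these time points, sox21b by 2.01 (1.35), 2.00 (1.27) and 1.65 (1.04), and sox4a by 1.68 (1.02), 1.73 (0.99) and 1.48 (0.86), relative values in parentheses. Their adjusted p at 3 dpi was 3.91e-04, 1.95e-04 and 2.07e-04. For sox2 the change was 2.23 (1.58) at 3 dpi and 1.98 (1.25) at 10 dpi (adjusted p 1.83e-04 and 4.99e-04). Sox32 was called at none, with 0.64 (−0.01) at 3 dpi and 0.76 (0.03) at 10 dpi, and no array measured it well above background at 15 dpi. It was called at 3 and 10 dpi after normexp correction (1.45 and 1.45) and with the mean of its probes (1.65 and 1.51), while slide as a fixed block gave −0.43 at 3 dpi. Spike-in scaling put all 9 genes below uninjured cord at 3, 10 and 15 dpi, with median changes of −0.91, −1.05 and −0.84 in place of 1.68, 1.73 and 1.33.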

Others Sox family members (*sox2*, *sox4a*, *sox9a*, *sox9b*, *sox10*, *sox11a*, *sox14*, *sox21b* and *sox32*) are injury induced since they are upregulated in 3 dpi, 10 dpi and 15 dpi cord but down regulated in uninjured and 7 dpi cord. The highest expression values are different for different *sox* genes suggesting multiple functions during regeneration. Sox2, one of the key transcription factors is expressed in the neuroepithelium of the developing mammalian CNS and adult zebrafish brain. Its function in neural stem cell (NSC) maintenance, proliferation and specifying their identity [70]–[73] is well known. Our real-time PCR analysis showed that there is upregulation of *sox2* after injury at Day 3 compared to uninjured cord (Fig. 6P). The immunohistochemical analysis showed that in uninjured cord SOX2 positive cells are present both in ventricular region and in subependymal region of grey matter (Fig. 6A–C). A higher number of SOX2 positive cells have been found in the grey matter of 3 dpi cord (Fig. 6D–H) compared to uninjured cord. These cells are situated mostly in ependyma and few are in subependyma. A subpopulation of SOX2 positive cells are radial glia since they co-localize with GFAP with appropriate morphology (Fig. 6G–H; Table S12). When we co-localize SOX2 positive cells with a neuronal marker (HuC/D), we found that many newly formed HuC/D^+^ neuronal cells (as they are morphologically smaller than specified mature neuron) in the grey matter are SOX2 positive (Fig. 6M–O; Table S12). The colocalization of SOX2 with BrdU identified many cells present in both ventricular and subventricular region (Fig. 6J–L; Table S12) thus confirming presence of proliferating neural progenitors in regenerating cord.

#### Differentially expressed genes involved in repatterning

Regeneration is a complex process of rebuilding diverse tissue that involves patterning process and the mechanism substantially represents recapitulation of developmental pattern formation. The repatterning event has been studied in amphibian limb and spinal cord [74]–[77]. We have identified 84 pattern-forming genes that are differentially regulated (Fig. 7; Figure S6 and Table S13). Based on the temporal expression pattern we have separated 84 genes in 4 different groups. Highest numbers of genes (63 genes) are upregulated in 3 dpi, 10 dpi and 15 dpi cord that are downregulated in uninjured cord. 

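Of the 85 patterning genes printed in the supplementary table 83 were measured, and 22 peaked at 3 dpi, 40 at 10 dpi and 9 at 15 dpi. Limma called 49 of them higher than in uninjured cord at 3 dpi, 61 at 10 dpi and 48 at 15 dpi, with 49, 61 and 48 adjusted over the list alone. In the same order it called 8, 8 and 9 lower. As the list was chosen on these arrays, the counts are not independent evidence. Spike-in scaling called 0 higher at 3 or 10 dpi and 51 and 59 lower, and moved the median change at 10 dpi from 1.29 to −1.49.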

Another category of genes (8) is upregulated in 1 dpi cord and gradually downregulated in later time points. All these genes are also down regulated in uninjured cord. The third and fourth groups, which include eight and five genes respectively, are upregulated in 7 dpi and 10/15 dpi cord. Genes belonging to these two groups are also upregulated in uninjured control unlike the first two categories (Figure S6 and Table S13).

**Figure 7:**
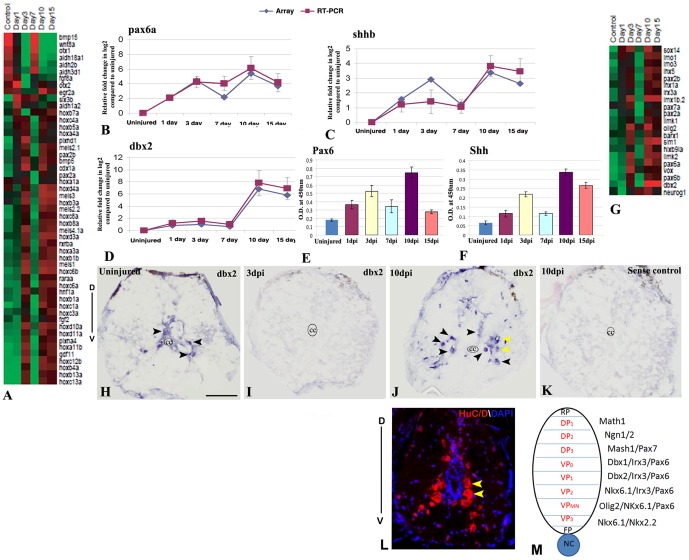
Differential expression of pattern forming genes during zebrafish spinal cord regeneration and validations of *pax6a*, *shhb* and *dbx2*. A) Represents known genes related to anterio-posterior patterning in CNS that are differentially expressed at different time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. B–D) Quantitative RT-PCR analysis of *pax6a*, *shhb* and *dbx2* respectively showing fold change and differential pattern of expression in various time points after injury and compared with the temporal expression patterns of microarray data. Error bars represent SEM, n = 3, p<0.01. E–F) Quantitative analysis of PAX6 and SHH expression by ELISA in uninjured and injured cord at different time points. Error bars represent SEM, n = 5, p<0.001. G) Represents known genes related to dorso-ventral patterning in CNS that are differentially expressed at different time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. H–K) In situ hybridization of *dbx2* in uninjured (H), 3 dpi (I) and 10 dpi (J) cord section shows presence of *dbx2* transcripts in few neurons (black arrowheads) in uninjured cord but complete absence of *dbx2* transcripts in 3 dpi cord and reappearance of *dbx2* transcripts in many neurons in 10 dpi cord (black arrowheads). Significantly, higher numbers of *dbx2* positive cells are present in the ventral side of the 10 dpi cord compared to uninjured cord. Yellow arrows indicate neurons of ventral progenitor domain. Section in K represents sense control of *dbx2* in a 10 dpi cord. The mark ‘cc’ denotes central canal of the cord. ‘D’ and ‘V’ indicates dorsal and ventral side of the cord respectively. L) Representative transverse section of 10 dpi cord stained with HuC/D and DAPI showing the distribution of regenerated neurons in the dorso-ventral axis of the cord. Yellow arrows indicate neurons of ventral progenitor domain. M) A schematic diagram of various progenitor domains in dorso-ventral axis of spinal cord on the basis of spatial distribution and gene expression, adapted from Wilson and Maden [81]. ‘D’ and ‘V’ indicates dorsal and ventral side of the cord respectively. RP = Roof plate, FP = Floor plate, NC = Notochord, DP = Dorsal progenitor, VP = Ventral progenitor. Scale bar = 50 µm.

Based on the studies on different species, combinatorial expression of different genes involved in dorso-ventral patterning of spinal cord have been identified [78]–[81]. Most importantly gradient of Shh induces five distinct classes of ventral neurons namely V_3_, V_MN_, V_2_, V_1_, V_0_ from neural progenitors [78], [80] and ventral cell types are determined by expression of different transcription factors. A gradient of SHH-N establishes a dorso-ventral domain by modulating expression of transcription factors of class-I and class-II proteins. SHH gradient is ventrally high and dorsally low, it represses class-I proteins creating an opposite gradient of *pax6*, *pax7*, *dbx1*, *dbx2*, *irx*. Similarly same SHH gradient activates class-II proteins namely nkx6.1 and nkx2.2 [79], [80]. Our present array analysis data indicates that upregulation of *shh* during regeneration probably creating gradient similar to development. Most of the genes involved in specification of different neuronal subtypes in ventral cord (Fig. 7G; Figure S6 and Table S13). For example *dbx2*, *irx3* and *pax6*, all involved in V_0_ and V_1_ neuronal patterning, are upregulated in regenerating cord similar to developing zebrafish spinal cord [82]. Similarly, *olig2*, *pax6*, *hlxb9* and *isl2*, involved in motor neuron progenitor domain, are also upregulated in regenerating cord. 

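At 10 dpi irx3a stood 1.11 log2 units above uninjured cord and pax6a 2.26 (0.38 and 1.53 relative to the median gene, adjusted p 0.00188 and 2.37e-04). Irx3a lost its call without uninjured replicate 3 (0.95), and spike-in scaling turned irx3a and pax6a to −1.67 and −0.52.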

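Isl2a changed by −0.09 (−0.83) log2 units from uninjured cord to 10 dpi, relative value in parentheses, and was not called (adjusted p 0.830). Without uninjured replicate 1 its change was 0.36 and with the mean of all its probes 0.16. Shhb rose by 1.71 (0.97) (adjusted p 3.27e-04). Counting dbx2, irx3a, pax6a and olig2 as well, 5 of 6 genes were called higher at 10 dpi, but 3 without uninjured replicate 3. Spike-in scaling called 0 higher and 3 lower, with a median change of −1.26 in place of 1.52.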

The neuronal populations identified in the dorsal domain is specified by expression of Mash, Math, Neurogenin and LIM homeobox proteins in developing vertebrate cord [81]. In regenerating cord we also observed upregulation of *neurog1*, *lim1* and *lim3b* (Fig. 7). 

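Neurog1 rose by 1.03 log2 units from uninjured cord to 10 dpi (0.30 relative to the median gene, adjusted p 0.00117). The call went without uninjured replicate 1 (0.93) or 10 dpi replicate 3 (0.98), and with scaling to the array median (0.55), quantile normalization (0.82) or the mean of all probes (0.58). Lhx1a, the present name of lim1, changed by 0.61 (−0.12 relative) and was not called (adjusted p 0.0504). With spike-in scaling both were called lower (−1.74 and −2.16). No probe matched lim3b.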

We have validated three genes *dbx2*, *pax6a* and *shhb* by ELISA (Fig. 7E–F), qRT-PCR (Fig. 7B–D) and in situ hybridization analysis (Fig. 7H–K). Our qRT-PCR analysis revealed highest upregulation of all three genes in 10 dpi cord and significantly down regulated in control (Fig. 7B–D) and it suggests involvement of these genes in late events like repatterning of spinal cord. ELISA results of PAX6 and SHH confirms the expression pattern observed in array hybridization and qRT-PCR. *Dbx2* is another transcription factor involved in patterning of ventral spinal cord and specification of V_0_ and V_1_ domain interneurons during development [81]. 

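Set against uninjured cord dbx2 rose by 1.33 log2 units at 10 dpi (SE 0.46, 0.60 relative to the median gene, adjusted p 0.0206), which is 2.52 on the linear scale. At 15 dpi it changed by 0.87 (SE 0.46, 0.26 relative, adjusted p 0.114), or 1.83 on the linear scale, and was not called. The 10 dpi call was lost without uninjured replicate 2 (1.17) or 3 (0.88) or 10 dpi replicate 1 (1.03). At 15 dpi dbx2 was called without uninjured replicate 1 (1.48) or with the mean of all its probes (1.73). Another probe of dbx2, chosen after the values were seen, rose by 2.83 and 2.59, which is 7.10 and 6.02 on the linear scale, so the size of the change rests on the probe. Spike-in scaling put dbx2 below uninjured cord at 10 and 15 dpi (−1.45 and −1.29).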

Our array analysis and qRT-PCR data showed up-regulation of *dbx2* in 10 dpi and 15 dpi cord (fold change 8 and 6 respectively) and down regulation in other injured time points and uninjured control (Fig. 7D). In situ hybridization data reveals presence of few *dbx2* positive cells in the grey matter of uninjured cord and whereas 3 dpi cord showed complete absence of *dbx2* positive cells. The numbers of *dbx2* positive cells have increased significantly in 10 dpi cord compared to uninjured cord (Fig. 7H and J). *Dbx2* positive cells can be localized in the grey matter more ventrally, suggesting its possible role in respecifying ventral neuron during regeneration.

We have identified 52 genes, which are thought to be related to A–P patterning during CNS development in different species [83]–[85]. These genes are again differentially regulated at different time points after SCI. Based on the temporal expression pattern we observed three different groups. Majority of the genes (38 genes) showed upregulation in 3 dpi, 10 dpi and 15 dpi cord (21 genes are showing highest expression in 10 dpi and 15 dpi) but downregulated in uninjured control. Another set of genes showed upregulation both in uninjured control and 7 dpi cord but down regulated in other time points (Fig. 7A; Figure S6 and Table S13). A high number of genes (approximately 24) implicated in conferring A–P polarity of CNS belongs to four *hox* clusters. 

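Of hoxb7a, hoxb8a, hoxc8a, hoxd10a, hoxa11b and hoxd11a, 3 were called higher than in uninjured cord at 3 dpi, 5 at 10 dpi and 4 at 15 dpi. Left out singly, arrays moved these counts to 5 without uninjured replicate 1 at 3 dpi, 4 without uninjured replicate 2 or 3 at 10 dpi, and 3 without uninjured replicate 2 or 3 and 6 without uninjured replicate 1 at 15 dpi. Hoxa11b changed by 2.15 (1.5), 1.69 (0.96) and 1.86 (1.25) at these time points and hoxd10a by 1.56 (0.90), 1.54 (0.81) and 1.28 (0.67), with the value relative to the median gene in parentheses. Adjusted p was 0.00108, 0.00471 and 0.00378 for hoxa11b and 4.93e-04, 5.91e-04 and 0.00267 for hoxd10a. For hoxb7a the changes were 0.32 (−0.34), 0.68 (−0.05) and 0.86 (0.25), none of them called (adjusted p 0.269, 0.0251 and 0.00950). Hoxb7a was called at 15 dpi only without uninjured replicate 1 or 15 dpi replicate 3 (1.01 either way). Spike-in scaling placed all 6 genes below uninjured cord at each time point, with medians of −1.56, −1.41 and −1.01 in place of 1.03, 1.37 and 1.16.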

In regenerating zebrafish cord we observed six genes, viz. *hoxb7a*, *hoxb8a*, *hoxc8a*, *hoxd10a*, *hoxa11b*, *hoxd11a* which are all upregulated in 3 dpi, 10 dpi and 15 dpi cord. Upregulation of above mentioned *hox* genes in injured cord at later time points might suggest that they are probably involved in respecification of caudal spinal cord during regeneration. Furthermore, other patterning genes like *cdx1a* and *gdf11* are also upregulated in regenerating 3 dpi cord which are known to be involved in caudal spinal cord patterning during development [86], [87]. Thus, different *hox* genes with overlapping rostro-caudal domain of expression in the developing cord establish different region along the A–P axis [88], [89]. 

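Cdx1a rose by 1.76 log2 units and gdf11 by 1.90 from uninjured cord to 3 dpi (1.11 and 1.25 relative to the median gene, adjusted p 0.00779 and 0.00107). Cdx1a was not called without uninjured replicate 3 (1.33), nor either gene with slide as a fixed block (1.34 and 1.78). Spike-in scaling gave −0.82 and −0.68.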

We inflicted injury at approximately 15^th^–16^th^ vertebrae level of adult spinal cord that is more caudal and any repatterning during regeneration would require respecification of spinal cord by combinatorial expression of relevant *hox* codes. More experimental validations involving different *hox* genes family members need to be done to corroborate our expression analysis.

#### Differentially expressed genes involved in axonal regrowth and guidance

Time course analysis of regeneration demonstrated axonal regrowth and substantial functional recovery after SCI in zebrafish [4], [6], [10]. We can see reconnected axons at 15 dpi cord although molecular events related to initiation of axonal regrowth may start early [6]. In the present study, we have identified many genes involved in axonogenesis and axonal guidance. There are at least 80 genes involved in axonal regrowth and guidance that also include many transcription factors (Figure S7 and Table S14). Based on temporal expression patterns, we have found 3 different groups. Group-I consists of 11 genes and they are upregulated both in uninjured control and 7 dpi cord. 

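All 80 axonal genes of the supplementary table were measured. By their highest group mean 5 peaked in uninjured cord and 3 at 7 dpi, 10 at 1 dpi, and 26, 26 and 10 at 3, 10 and 15 dpi. At 7 dpi limma called 5 higher than in uninjured cord, 7 adjusted over the list alone. In uninjured and 7 dpi cord combined 6 were higher than in 3, 10 and 15 dpi cord and 53 lower. With spike-in scaling 62 were higher and 0 lower.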

Group-II consists of 13 genes and they are particularly downregulated in control but upregulated in 1 dpi cord and gradually downregulated in later injury time points. 

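Limma called 50 of the 80 axonal genes higher than in uninjured cord at 3 dpi, 59 at 10 dpi and 42 at 15 dpi, and 18 at 1 dpi. Adjusted over the list alone the last count was 20 and the others did not change, but the study chose the list on these arrays and it is not independent evidence. In the same order of time points 7, 8, 8 and 5 were called lower. At some time point after injury 64 were called higher, from 50 without uninjured replicate 2 to 65 without uninjured replicate 1. Spike-in scaling left 1, and called 54 lower at 10 dpi.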

In Group-III, highest number (56) of genes showed upregulation in 3 dpi, 10 dpi and 15 dpi cord but downregulated in uninjured control. It is important to note that IPA analysis also showed high enrichment of axonal guidance signaling genes in all three above mentioned time points (Fig. 2; Figure S2 and Table S3). Similar to developing nervous system there is also a complex mechanism of axonal pathfinding during axonal regrowth that include different axonal guidance molecules with attractive, repulsive and adhesive properties [90]. For example molecules like *robo1*, *robo2*, *slit1b*, *slit3*, *sema3ab* and *sema3h* all are with repellent properties and are all upregulated in 3 dpi, 10/15 dpi cord. 

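Called higher than in uninjured cord were 5 of the 6 repellent genes at 3 dpi, 6 at 10 dpi and 5 at 15 dpi. The 3 dpi count ran from 3 without uninjured replicate 2 to 6 without uninjured replicate 1, and the later ones fell to 4 without uninjured replicate 2 or 3. Slit3 changed most at 3 and 15 dpi and sema3ab at 10 dpi. For slit3 the changes were 2.73 (2.08), 2.32 (1.58) and 2.39 (1.78), for sema3ab 1.64 (0.99), 2.55 (1.82) and 1.96 (1.35), and for slit1b 1.88 (1.22), 1.59 (0.86) and 1.39 (0.78), relative values in parentheses. Adjusted p at 10 dpi was 8.86e-05, 1.41e-04 and 7.31e-04. Robo1 and robo2 changed by 1.05 (0.31) and 1.08 (0.34) at 10 dpi (adjusted p 0.00781 and 0.0170). Without uninjured replicate 2 their changes were 0.83 and 0.79 and without uninjured replicate 3 0.83 and 0.89, not called, and robo2 also lost its call without 10 dpi replicate 3 (0.94). Spike-in scaling left 0 called higher at any of these time points, and the medians turned from 1.54, 1.59 and 1.47 to −1.05, −1.19 and −0.70.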

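Ntn1a rose from uninjured cord by 1.40 log2 units at 3 dpi and 1.43 at 10 dpi, ntn1b by 1.22 and 1.16, and plxna4 by 1.47 and 1.14. Relative to the median gene the values were 0.74 and 0.69, 0.57 and 0.43, and 0.82 and 0.40. Adjusted p was 0.00284 and 0.00248, 0.0199 and 0.0235, and 0.00460 and 0.0174. All 3 were called at 3 and at 10 dpi. Without uninjured replicate 2 or 3 ntn1b was not called at 3 dpi (0.88 and 0.97), nor without 3 dpi replicate 1 (1.15). At 10 dpi only 1 stayed called without uninjured replicate 2 or 3 or 10 dpi replicate 3, and ntn1b (0.82, 0.91 and 0.96) and plxna4 (0.83, 0.91 and 0.95) went. Scaling to the array median left 0 at 10 dpi, and spike-in scaling turned the medians to −1.19 and −1.62.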

Axonal attractant molecules like *netrin1a*, *netrin1b*, *plexina4*, are also upregulated in 3 dpi and 10 dpi cord. Cell adhesion molecules like *ncam* show slightly different expression pattern, as they are upregulated in 3 dpi and 10/15 dpi cord. Ephrins and receptor tyrosine kinases are known to be involved in organization of axons in different topographic planes during development of CNS [91], [92]. *Efnb1* and *efnb3* are upregulated in 3 dpi and 10 dpi cord whereas *rtk6* are upregulated in 1 dpi and 3 dpi cord but all remained downregulated in uninjured control. 

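Efnb1 stood 2.75 log2 units above uninjured cord at 3 dpi and 2.71 at 10 dpi, and efnb3 1.81 and 2.50 (2.1, 1.98, 1.15 and 1.76 relative to the median gene). All were called, with adjusted p of 3.29e-04, 4.13e-04, 0.00789 and 0.00115, though efnb3 at 3 dpi was not without uninjured replicate 3 (1.33). Rtk6 was called at 3 dpi at 1.47 (0.82) and not at 10 dpi at 0.73 (0.00) (adjusted p 7.32e-05 and 0.00807), relative values in parentheses. Spike-in scaling turned the 3 dpi values of efnb3 and rtk6 to −0.78 and −1.11 and the 10 dpi values of efnb1, efnb3 and rtk6 to −0.07, −0.28 and −2.04.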

In developing zebrafish, motor guidance and target recognition molecules include CAMs [85], *semaphorins* [93], [94], *netrins* [93], robo, *slit* [95], *ephrin* and *rtk* [91]. Another gene *atf-3* is also highly upregulated in 1 dpi, 3 dpi and 10 dpi cord and may be involved in axonal regrowth as indicated in various reports [66], [96]. Induction of *atf-3* in both PNS injury and optic nerve injury is implicated in creation of permissive environment for axonal regeneration. Interestingly in zebrafish SCI, there is also creation of PNS like environment in CNS. 

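At 1 dpi 6 of 8 probes for atf3, fgf2, mmp9, stat3, socs3a, socs3b, sox11a and sox11b were called higher than in uninjured cord, and 4 without uninjured replicate 2 or 3. Sox11a was called at 1.05 (0.74) log2 units (adjusted p 0.0384), the value relative to the median gene in parentheses. Its call was lost without uninjured replicate 2 (0.80) or 3 (0.87) and each 1 dpi replicate (1.08, 1.11 and 0.96). Fgf2 and sox11b changed by −0.83 (−1.14) and −0.60 (−0.92) and were not called (adjusted p 0.202 and 0.122). Under spike-in scaling 2, atf3 and mmp9, were called.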

As many as six genes (like *atf3*, *fgf2*, *mmp-9*, *stat3*, *socs3* and *sox11*), which are related to PNS regeneration, are upregulated after injury. Similar to the previous studies on axonal regeneration in zebrafish CNS [5], [97] *contactin1b* and *gefiltin* are also upregulated in either 10/15 day after injury. 

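Cntn1b rose from uninjured cord by 1.23 log2 units at 10 dpi and 1.42 at 15 dpi, and gefiltin by 1.80 and 1.18 (0.50, 0.80, 1.07 and 0.57 relative to the median gene, adjusted p 0.00483, 0.00307, 2.85e-05 and 0.00111). The 10 dpi call of cntn1b was lost without uninjured replicate 3 (0.96). Spike-in scaling turned all of these values negative, from −1.55 for cntn1b at 10 dpi to −0.75 for the same gene at 15 dpi.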

All these molecules are upregulated in regenerating cord during axonogenesis suggesting similar mechanism of axonal growth and guidance are probably being employed in directing axonal regrowth. In adult, functional analysis of identified genes during axonogenesis would provide some clue to understand regrowth of axonal tracts in regenerating cord.

### Expression of genes in signaling pathways during spinal cord regeneration

We have analyzed expression profiles of different members of Wnt, BMP/TGF beta and JAK-STAT pathway and validated expression of few genes from the respective pathways (Fig. 3, 4, 8; Figure S8 and Table S15). Other signaling pathways such as Hedgehog, Notch and FGF also appear to play critical role in regeneration (Figure S8 and Table S15).

**Figure 8:**
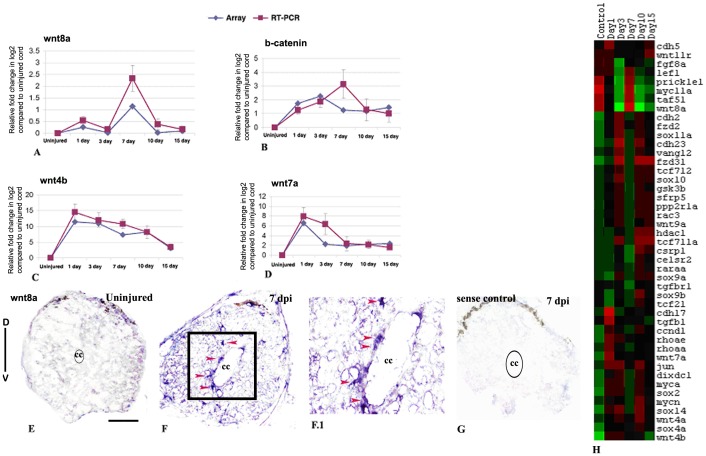
Differentially expressed genes involved in Wnt signaling pathway in zebrafish spinal cord after injury and validation of *wnt8a*, *wnt4b*, *wnt7a* and *b- catenin*: A–D) Quantitative RT-PCR analysis of *wnt8a*, *b-catenin*, *wnt4b* and *wnt7a* respectively showing fold change (red graph) and temporal expression pattern after injury. Pattern of expression was compared with microarray data (blue graph). Error bars represent SEM, n = 3, p<0.01. E–F) In situ hybridization with *wnt8a* anti-sense probe showed absence and presence of mRNA transcripts in uninjured and 7 dpi cord respectively. F.1) Higher magnification of the boxed area in section F shows *wnt8a* expression in ependymal cells (red arrowheads). G) In situ hybridization of 7 dpi section with *wnt8a*sense probe as control. ‘D’ and ‘V’ indicates dorsal and ventral side of the cord respectively. The mark ‘cc’ denotes central canal of the cord. H) Represents temporal expression pattern of genes after SCI related to Wnt signaling pathway. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. Scale bar = 50 µm.

#### Wnt signaling

Many members of Wnt signaling pathway are differentially regulated at different time points suggesting their diverse role in cellular events of regeneration (Fig. 8H; Figure S8 and Table S15). Several Wnt members like *wnt4a*, *wnt4b*, *wnt7a*, *wnt8a*, *wnt9a*, *wnt11* and *β-catenin* are upregulated at different time points after injury. 

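Of wnt4a, wnt4b, wnt7a, wnt9a, wnt11, ctnnb1 and ctnnb2, limma called 4 higher than in uninjured cord at 3 dpi and 3 at 10 dpi. Leaving out single arrays, the 10 dpi count ran from 2 without uninjured replicate 2 or 3 or 10 dpi replicate 1 to 4 without uninjured replicate 1 or 10 dpi replicate 2, and the 3 dpi count fell to 3 without uninjured replicate 2 or 3 or 3 dpi replicate 1 or 3. Wnt4b changed by 3.43 (2.78) and 2.99 (2.26) log2 units and wnt7a by 1.12 (0.46) and 1.15 (0.41) at 3 and 10 dpi (adjusted p 4.42e-06, 2.44e-05, 0.0282 and 0.0230), relative values in parentheses. Wnt7a was well above background on 2 of 3 uninjured arrays and lost both calls without uninjured replicate 2 (0.64 and 0.67) or 3 (1.05 and 1.08). Not called were wnt11 at −0.41 (−1.07) and −0.59 (−1.32), ctnnb1 at 0.47 (−0.19) and 0.22 (−0.51), and ctnnb2 at 0.55 (−0.11) and −0.46 (−1.19). For wnt11 normexp correction gave 0.89 and 0.83, and for ctnnb1 scaling to the array median gave −0.26 at 10 dpi. Spike-in scaling called 4 and 5 of the 7 lower, with wnt4b alone still above uninjured cord (0.84 and 0.21).

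All 143 signalling genes of the supplementary table were measured. By their highest group mean 58 peaked at 3 dpi and 29 at 10 dpi, against 13 in uninjured cord, 17 at 1 dpi, 14 at 7 dpi and 12 at 15 dpi. Limma called 104 higher than in uninjured cord at some time point, the same number adjusted over the list alone, on a list chosen on these arrays that is not independent evidence. Spike-in scaling left 2.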

Other members of Wnt signaling pathway represent Frizzled like (*fzd2*, *fzd3i* and *celsr2*; zebrafish homolog of mouse *flamingo*) which are mostly upregulated in 3 dpi and 10 dpi cord. Both *wnt4a* and *wnt9a* are upregulated in 3 dpi and either in 10 and or 15 dpi cord and downregulated in other time points of regeneration. On the other hand, *wnt8a* showed upregulation in control and 7 dpi cord and down regulated in other time points. 

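Wnt4a rose by 1.42 log2 units at 3 dpi and 1.91 at 10 dpi, and wnt9a by 1.32 and 0.91 (0.76, 1.18, 0.67 and 0.18 relative to the median gene, adjusted p 7.75e-05, 8.87e-06, 0.00316 and 0.0219). The 10 dpi change of wnt9a was under 2-fold and was called only without uninjured replicate 1 (1.28), without 10 dpi replicate 2 (1.0) or after normexp correction (1.05). With spike-in scaling wnt4a was at −1.17 and −0.86 and wnt9a at −1.27 and −1.87.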

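Wnt8a rose by 5.05 log2 units from 3 to 7 dpi (5.64 relative to the median gene, adjusted p 2.12e-06), under every scaling, though only 2 of 3 arrays at 3 dpi measured it well above background. Spike-in scaling, which called 21644 genes higher and 3 lower there, is no test of this rise. At 7 dpi its change from uninjured cord was 0.17 (SE 0.49, adjusted p 0.971), and it ran from −0.49 without uninjured replicate 1 to 0.68 without 7 dpi replicate 2.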

Regulators of Wnt signaling genes like *dixdc1*, *gsk3b*, *tcf711* and *tcf712* are all differentially upregulated in 3 dpi, 10 dpi and 15 dpi cord and down regulated in 7 dpi cord. 

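Dixdc1, gsk3b, tcf7l1a and tcf7l2 rose from uninjured cord to 3 dpi by 2.08, 1.40, 1.58 and 1.60 log2 units (1.43, 0.74, 0.92 and 0.95 relative to the median gene). From 3 to 7 dpi they changed by −1.62 (−1.03), −1.53 (−0.94), −1.49 (−0.90) and −1.54 (−0.96), relative values in parentheses. All 4 were called in each of these comparisons, with adjusted p of 7.73e-05, 0.00175, 0.00554 and 1.04e-04 for the rise and 8.11e-04, 0.00133, 0.00894 and 2.18e-04 for the fall. Tcf7l1a lost the latter call without 3 dpi replicate 2 (−0.92). At 10 dpi all were again higher than in uninjured cord, with a median change of 1.66, and gsk3b was lost without uninjured replicate 2 (0.97) or 3 (0.96). Spike-in scaling reversed each of these directions, with medians of −1.0, 0.93 and −1.11.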

There are different inducible targets of different Wnt, β-catenin or Frizzled, which include *myca*, *mycn*, *myc11a*, *jun*, *ccnd1*, retinoic acid receptors and many members of *sox* family genes. Role of different Wnts like *wnt3a*, *wnt5a*, *wnt5b*, *wnt7a*, *wnt8a*, *wnt10a* are well documented in different regenerating tissues [56], [98]–[101]. In regenerating fin, over expression of *wnt8a* caused activation of *β-catenin* and which leads to increased proliferative response and accelerated regeneration [100]. We have validated array expression data of *wnt8a* and *β-catenin* by qRT-PCR and in situ hybridization experiments (Fig. 8). The qRT-PCR analysis shows both *wnt8a* and *β-catenin* are upregulated in 7 dpi cord, where we see highest rate of proliferation (Fig. 8A–B). In situ hybridization analysis with *wnt8a* transcript showed high expression in 7 dpi cord and absent in uninjured and 3 dpi cord. Many cells with *wnt8a* mRNA transcript are present around the central canal and are ependymal cells (Fig. 8F) which are thought to be precursors [12]. These data confirm our previous observation where we have showed the presence of proliferating BrdU^+^ precursors in ependyma [6]. Few *wnt8a* expressing cells are also present in white matter of 7 dpi cord (Fig. 8F and F.1). The spatio-temporal distribution of *wnt8a* transcript in regenerating cord suggests that it is upregulated predominantly in ependymal cells, which actively proliferates following injury. Another member of Wnt family *wnt7a* is upregulated in wound epidermis, cartilage, spinal cord and muscle in regenerating tail in urodele [102]. Both *wnt7a* and *wnt4b* are highly upregulated in regenerating cord in early time points and validated by qRT-PCR (Fig. 8C–D. Apart from the positive regulators there are many negative regulators in Wnt signaling pathway like *dixdc1*, *gsk3*, *sfrp1*, *sfrp1b* and *sfrp5* suggesting both presence of pro and negative Wnt signaling during spinal cord regeneration.

#### BMP/TGF beta signaling

Members of BMP/TGF beta signaling pathways are differentially up or down regulated during the different events of regeneration (Figure S8A and Table S15). This list contains both TGFβ signaling genes and their target genes. We observe different group of genes based on temporal expression pattern. Among members of TGFβ signaling family, temporal expression pattern of *tgfβ1* gene is distinctly different being upregulated immediately after injury (1 dpi cord) and down regulated in subsequent time periods. This gene is associated with inflammatory process early during regeneration phase as discussed previously in section 3A. Members of BMPs and growth and differentiation factor 11 (Gdf11) are known to control neurogenesis in olfactory neuroepithelia and help in maintenance of progenitor population by replacing dying neurons [103], [104]. We have also found *bmp5* and *gdf11* both are upregulated in 3 dpi and 10 dpi cord and these genes are known to play key role in this pathway.

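Bmp5 rose from uninjured cord by 1.54 log2 units at 3 dpi and 1.39 at 10 dpi, and gdf11 by 1.38 at 10 dpi (0.89, 0.65 and 0.65 relative to the median gene, adjusted p 2.48e-04, 5.98e-04 and 0.00729). At 10 dpi neither was called with scaling to the array median (0.90 for each), and slide as a fixed block removed the 3 dpi call of bmp5 (0.98). Spike-in scaling turned bmp5 to −1.04 and −1.39 and gdf11 to −1.40 at 10 dpi. Another member, bmp15, followed a different course. It rose from 3 to 7 dpi by 6.47 (7.06 relative, adjusted p 2.09e-07), with 2 of 3 arrays at 3 dpi well above background. At 7 dpi it differed from uninjured cord by 0.25 (SE 0.50), which was not called, and by −0.34 without uninjured replicate 1. The mean of the ovary genes listed as markers took a like course, with −0.19 at 3 dpi, 6.10 at 7 dpi and 5.87 in uninjured cord. Ovary RNA in the uninjured and 7 dpi pools is therefore not excluded as a source of the bmp15 signal.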

#### JAK-STAT signaling

Three members of JAK-STAT pathway like stat1b, stat5.2 and stat3 are upregulated during regeneration of zebrafish spinal cord (Figure S8B and Table S15). 

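Stat1b stood 2.73 log2 units above uninjured cord at 3 dpi and 1.92 at 10 dpi, and stat5.2 1.85 and 1.49 (2.08, 1.18, 1.20 and 0.76 relative to the median gene, adjusted p 2.22e-04, 0.00249, 3.11e-04 and 0.00143). With slide as a fixed block neither was called at 3 dpi (2.28 and 1.28), and the mean of all its probes brought stat5.2 to 0.32 and 0.33. With spike-in scaling stat5.2 was at −0.73 and −1.28, and stat1b at 0.15 and −0.86.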

Stat5.2 and stat1b are both upregulated at 3 dpi and 10 dpi cord and down regulated in uninjured control and other injury time points. Stat3 showed different temporal expression pattern than others and uprgulated in 1 dpi and 3 dpi cord. Similarly, stat3 interacting genes like rtk6 and target genes like socs3a and socs3b, mapk2l and ptpn6 all are upregulated in 1 dpi and 3 dpi cords. 

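At 10 dpi stat3 was also called higher than in uninjured cord, by 1.44 log2 units (0.71 relative to the median gene, adjusted p 0.00578), though not with scaling to the array median (0.96), and it was lower with spike-in scaling (−1.33).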

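For socs3a the change at 3 dpi was 1.66 log2 units (1.0 relative to the median gene, adjusted p 2.25e-04), and with spike-in scaling −0.93.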

Stat3 expression has been validated and described previously (Fig. 3), which is an important regulator of inflammation and may promote cell survival and proliferation. The temporal expression of stat3 and its downstream targets like socs3a and socs3b are similar and may indicate the immunomodulatory role of socs3 by regulating JAK-STAT signaling as suggested earlier [105].

### Identification of conserved genes differentially expressed during spinal cord, retina, fin and heart regeneration in zebrafish

To identify the conserved genes involved in regeneration, we compared the gene identified in regenerating spinal cord with the set of genes identified in other regenerating tissues like heart, fin and retina. Among the 3842 genes that are differentially expressed during spinal cord regeneration, 156, 297 and 835 genes are commonly expressed during heart, fin and retinal regeneration respectively (Fig. 9A; Table S16). Both spinal cord and retina regeneration involve related common process like proliferation and neurogenesis and they shared maximum number of common genes during the regeneration. It is evident from the figure 9A that these tissues share a significant number of genes among themselves whether they are compared in twos or threes. 

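All 29 genes printed in the supplementary table as shared by the 4 tissues were measured, and 14 of them had their highest mean at 7 dpi. Limma called 17 higher and 7 lower in uninjured and 7 dpi cord combined than in 3, 10 and 15 dpi cord, with the same counts adjusted over the list alone. The list was chosen on these arrays and is not independent evidence. At 7 dpi 3 were called higher than in uninjured cord, 4 over the list alone. Spike-in scaling raised the first count to 23 and left 0 lower.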

When we consider all the four tissues at a time, we find they share 29 common genes (Fig. 9B). However there are also 2952, 2362, 427 and 511 genes that are specific to regenerating spinal cord, retina, fin and heart respectively (Fig. 9A).

**Figure 9:**
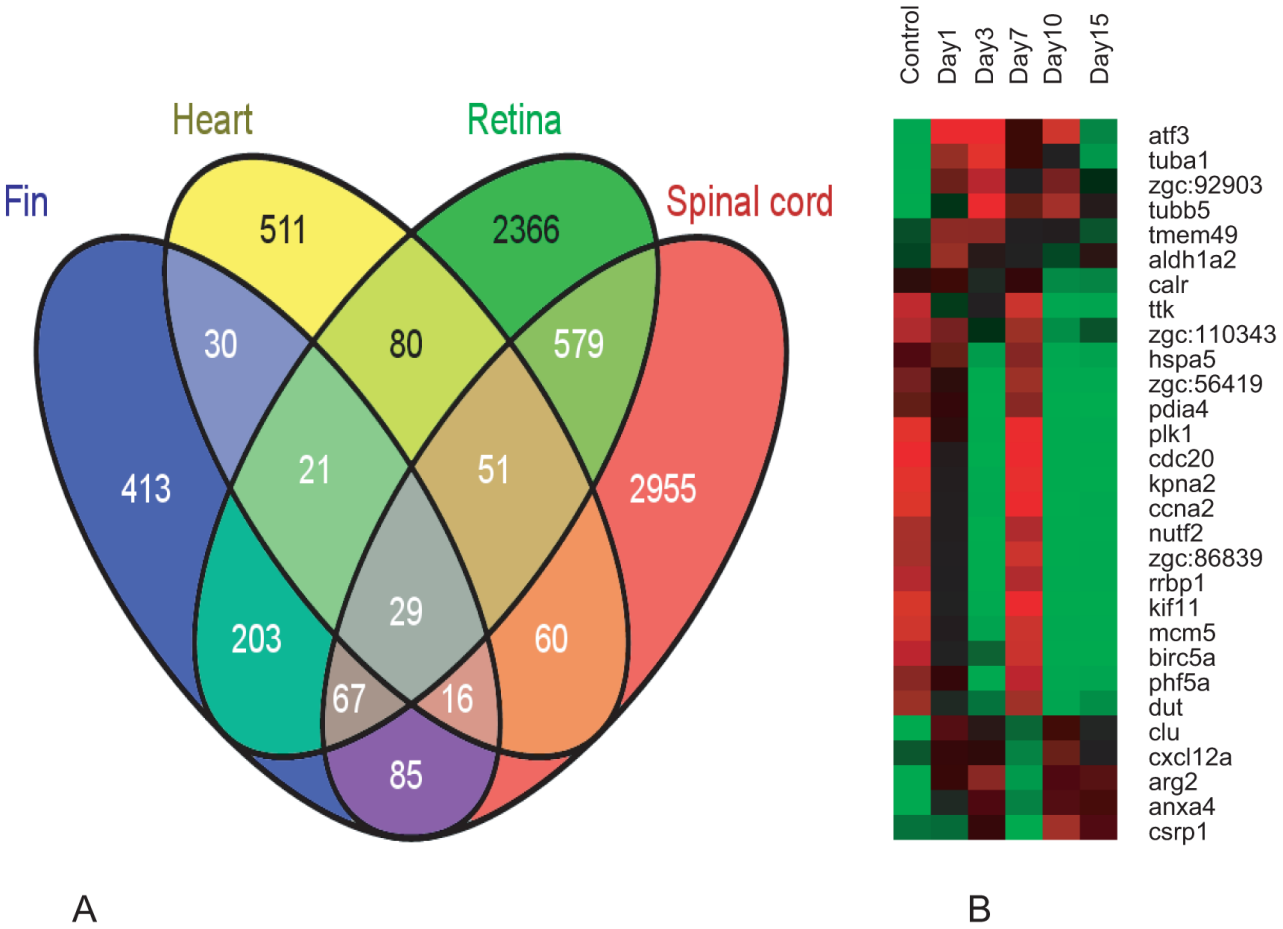
Common genes differentially expressed in spinal cord, fin, retina and heart during regeneration in zebrafish. A) Vein diagram illustrates number of genes that are expressed (uniquely as well as shared) during regeneration of the four different tissues like fin, heart, retina and spinal cord. B) Differential expression pattern of the 29 common genes in uninjured and injured zebrafish spinal cord with different time points. The color chart indicates mean fold change of gene expression in each time points. Red and green color represents increased and decreased expression respectively.

There are five known genes *plk1* (polo-kinase 1), *ttk1*/*mps1* (monopolar spindle 1, a kinase required for mitotic check point regulation), *cdc20*, *ccna2* and *atf-3* commonly expressed in different regenerating organs like fin, heart, retina and spinal cord (Fig. 9B; Table S16). Among these genes, expression of *mps1* has been reported to be present in fin blastema [3], regenerating heart [15] and retina [5] during proliferation phase. We report low and high expression of mps1 in uninjured and 7 dpi cord respectively. Similarly, M-phase regulators like *plk1*, *cdc20*, and *ccna2* are also upregulated in 7 dpi cord. These data suggest that there is a common mechanism regulating cell proliferation in all these regenerating organs and all the three M-phase regulators are tightly controlled during proliferation. 

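At 7 dpi ttk changed from uninjured cord by 0.08 log2 units (SE 0.40, adjusted p 0.986). With single arrays left out the value ran from −0.51 without uninjured replicate 1 to 0.42 without 7 dpi replicate 2, and it was −0.03 with spike-in scaling.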

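For plk1 the change from uninjured cord to 7 dpi was 0.08 log2 units (SE 0.50, adjusted p 0.990), running from −0.52 without uninjured replicate 1 to 0.65 without 7 dpi replicate 2, and it was −0.04 with spike-in scaling. Limma and SAM each called 0 of plk1, ttk, cdc20 and ccna2 higher or lower at 7 dpi than in uninjured cord, and 0 had an unadjusted p under 0.05.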

*Atf3* is another common gene which is highly upregulated in regenerating cord compared to normal uninjured cord.

*Hdac1* is yet another common cell cycle regulator known to repress expression of *ccnd1* and *ccne2* [106] and expressed in regenerating CNS like retina [107] and in developing CNS [108]. Temporal expression pattern of *hdac1* shows two different upregulated peaks in 3 dpi and 10/15 dpi cord and may be related to gradual repression of *ccnd1* from 3 dpi to 15 dpi cord. Furthermore, second peak of *hdac1* expression in 10 dpi and 15 dpi cords is suggestive of its role in differentiation of neurons and glia as observed in zebrafish retina [106], [107].

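Hdac1 changed from uninjured cord by 0.07 log2 units at 3 dpi, −0.52 at 10 dpi and −0.36 at 15 dpi (−0.59, −1.25 and −0.97 relative to the median gene). None was called (adjusted p 0.793, 0.0381 and 0.141). Its highest group mean was at 7 dpi. The 3 dpi value was −0.13 without uninjured replicate 1, −0.31 with scaling to the array median, −0.27 by quantile normalization and −0.17 after normexp correction. Spike-in scaling called the gene lower at each of these time points (−2.52, −3.29 and −2.53).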

### Many genes involved with one-carbon folate metabolism, N-glycan biosynthesis and ion transport were differentially expressed during spinal cord regeneration

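Of the 44 ion transport genes in the supplementary table 43 were measured, and 23 were called higher by limma than in uninjured cord at some time point, from 18 without uninjured replicate 2 to 26 without uninjured replicate 1. The number was the same adjusted over the list alone, and as the list was drawn from these arrays it is not independent evidence. Peaks were spread over the groups, with 4 in uninjured cord, 6 at 1 dpi, 7 at 3 dpi, 9 at 7 dpi, 9 at 10 dpi and 8 at 15 dpi. Spike-in scaling left 0 called higher, and 35 were then lower at 10 dpi.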

Based on the IPA analysis we have identified and clustered at least 44 genes which are involved in ion transport and are also differentially expressed during regeneration (Figure S9 and Table S17). This particular group includes genes of sodium, potassium and calcium channel proteins; glutamate, glycine and purinergic receptors and other associated ion transport proteins.

The IPA analysis also identified two novel signaling pathways like one-carbon folate metabolism and N-glycan biosynthesis from the array data and the genes involved in these signaling pathways have been identified (Figure S9 andTable S17). All the five genes (*tyms*, *dhfr*, *shmt1*, *atic* and *amt*) involved with one-carbon folate metabolism are upregulated in uninjured zebrafish cord and 7 dpi cord. 

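From 3 to 7 dpi tyms, dhfr, shmt1 and atic rose by 2.64, 1.92, 3.15 and 1.93 log2 units (3.23, 2.50, 3.74 and 2.52 relative to the median gene, adjusted p 3.50e-04, 0.00237, 1.38e-04 and 0.00206). Amt changed by 0.16 (0.75 relative, adjusted p 0.741) and was not called except with spike-in scaling (2.63) or the mean of all its probes (1.17). Without 7 dpi replicate 3 its change was −0.06. Limma and SAM called 0 of the 5 against uninjured cord at 7 dpi, 0 had an unadjusted p under 0.05, and the median change was 0.25. Of the 10 folate and N-glycan genes of the supplementary table, 8 were called higher in uninjured and 7 dpi cord combined than in 3, 10 and 15 dpi cord, 8 adjusted over the list alone, which is not independent evidence as the list was chosen on these arrays. In the same comparison 1 was called lower.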

Following transection injury to the rat spinal cord, increased expression of folate receptor 1 (FOLR1) promotes methylation of spinal cord DNA [109], [110]. Two genes, *tyms* and *dhfr* are also involved in de novo purine-pyrimidine biosynthesis. Temporal expression pattern of these 5 genes further corroborates with our finding in IPA analysis that enrichment of purine-pyrimidine metabolism pathway genes are highest (63%) at 7 dpi cord.

Among the genes related to N-glycan biosynthesis pathway, four genes are upregulated in both uninjured and 7 dpi cord. 

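St6gal1 rose by 2.15 log2 units from 3 to 7 dpi, alg3 by 2.58 and alg1 by 2.58 (2.73, 3.17 and 3.16 relative to the median gene, adjusted p 3.46e-04, 4.80e-04 and 5.60e-04). Mgat3 was measured on 3 of 3 arrays at 7 dpi and on none at 3 dpi and was at least 15.3-fold higher at 7 dpi (adjusted p 5.85e-06). At 7 dpi against uninjured cord 0 of the 4 were called by limma or SAM and 0 lay under an unadjusted p of 0.05, with a median change of −0.25. Alg3 was called lower without uninjured replicate 1 (−1.15).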

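B4galt1 stood 1.60 log2 units above uninjured cord at 3 dpi and 1.59 at 10 dpi (0.95 and 0.86 relative to the median gene, adjusted p 0.00329 and 0.00333). Slide or scan date as a fixed block removed the 3 dpi call (1.53 and 1.48), and spike-in scaling put the gene at −0.98 and −1.18.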

Only *b4galt1* is upregulated in 3 dpi and 10/15 dpi cord and remained downregulated in uninjured control and other injured time points. All the five genes (*b4galt1*, *st6gal1*, *alg3*, *alg1* and *mgat3*) in this group are enzymes related to glycosylation of proteins.

### Identification and validation of some unannotated genes involved in spinal cord regeneration

We have identified 91 genes that are totally uncharacterized and unannotated from the list of differentially expressed genes. Although these genes have unique Unigene ID their functions are not properly annotated; few of them have unannotated/validated human homolog. As of now, it appears that these are fish specific genes that are involved in regeneration process. Identification of human homolog for these fish specific genes will give new target genes, which may be crucial in regeneration process. Among the 91 uncharacterized genes, we selected 9 genes that show a high fold change and are distributed among the 7 clusters represented in figure 1 (Fig. 10; Table S18). Expression pattern of these genes are represented in treeview (Fig. 10A) and are validated by qRT-PCR (Fig. 10B). We have BLAST searched the proteins of these nine genes to find their putative homologues in human and assigned functions to them based on these homologues. The expression patterns and the human homologous functions of the genes are described below. Among these nine genes, four are upregulated both in uninjured and 7 dpi cord which are zgc:66483 (zinc finger protein 389), si:dkeyp-50f7.2 (ZPA domain containing protein), zgc:162945 (Putative nuclease Harbi1) and zgc:110788 (Vesicle transport protein Sft2B). zgc:110179 (Ras signaling related protein) is upregulated in 7 dpi and 15 dpi cord. zgc:111821 (Spp1 protein or Osteopontin) and zgc:112054 (cAMP responsive element) are upregulated in 1 dpi and 3 dpi cord. 

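From 3 to 7 dpi zgc:66483 rose by 6.38 log2 units, si:dkeyp-50f7.2 by 8.61 and zgc:110788 by 7.01, under every scaling (6.96, 9.20 and 7.60 relative to the median gene, adjusted p 9.05e-07, 1.01e-07 and 3.89e-07). Of these scalings the spike-in one is no test, as it called 21644 genes higher and 3 lower. At 3 dpi zgc:110788 was well above background on 2 of 3 arrays, and no probe matched zgc:162945. At 7 dpi the genes differed from uninjured cord by 0.74 (SE 0.56), −0.13 (SE 0.55) and 0.11 (SE 0.58). Limma and SAM called 0 of these, and 0 had an unadjusted p under 0.05. Leaving out single arrays, si:dkeyp-50f7.2 ran from −0.64 without uninjured replicate 1 to 0.45 without 7 dpi replicate 2 and zgc:110788 from −0.66 without uninjured replicate 1 to 0.71 without 7 dpi replicate 2.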

Other two genes are upregulated in 3 dpi and 10/15 dpi cord which are zgc:73359 (Retinal rod rhodopsin sensitive cGMP) and zgc:113317 (Amine sulfotransferase) (Fig. 10).

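At 3 dpi zgc:73359 changed by 3.63 (2.97) log2 units against uninjured cord, relative value in parentheses (adjusted p 1.90e-05), and was not called with spike-in scaling (1.04). A larger change, in zgc:113317, was 5.10 (4.45) (adjusted p 3.01e-04), with 1 of 3 uninjured arrays well above background.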

**Figure 10:**
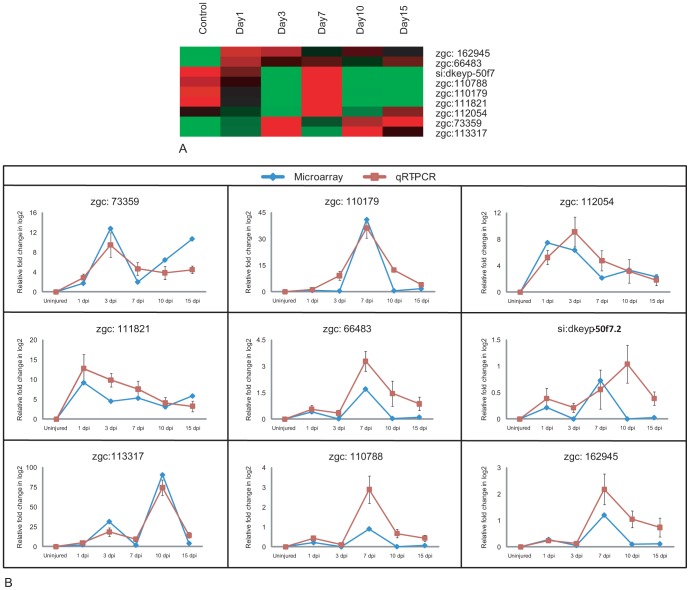
Validation of unannotated genes differentially expressed in array hybridization during regeneration of zebrafish spinal cord. A) Cluster of nine differentially expressed unannotated genes. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively. B) Comparative gene expression analysis by microarray (Blue) and qRT-PCR (Red) of nine unannotated genes at different injury time points. Error bars represent SEM, n = 3, p<0.05.

We have used zebrafish as a regeneration competent model and combined the transcriptome profiling to uncover the molecular mechanisms underlying spinal cord regeneration. Our analysis is based on different cellular events occurring during regeneration and thus allowed us to specify molecular basis of different cellular events that are different from one another. A schematic diagram represents the different cellular events and upregulation of some important genes expression (Fig. 11). The diagram also highlights the similarity and dissimilarity of the events between zebrafish and mammalian SCI thus providing more insight on how to approach for possible future therapeutic strategy. In summary, some of the key events analyzed are inflammatory response, cell proliferation & neurogenesis and axonal growth and inhibition. Early inflammatory response was induced after injury both in zebrafish and in mammals, although nature of cells involved in inducing inflammatory response varies. Some of the genes (*tgfb1*, *stat3* and *casp3*) are conserved in responding to injury between the two species. In mammalian SCI, astrogliosis and microglial activation is key to regeneration failure. In fish CNS, microglial activation is rapid but transient and proved to be beneficiary [9]. One of the expression markers of glia, GFAP is downregulated after SCI [6] whereas GFAP upregulation has been observed in mammalian SCI [111]. Proliferative response is high following injury in zebrafish cord. Expression of different cell cycle regulators and transcription factors points towards their contribution in neurogenesis. In comparison, proliferative response in mammals predominantly targets astrocytes and inflammatory cells [112]. Failure of axonal regeneration in mammal is controlled by absence of permissive niche, apoptosis, demyelination followed by accumulation of myelin debris and Wallerian degeneration [113], [114]. We observed limited apoptosis, rapid debri clearance, and absence of Nogo (Our unpublished observation) and generation of permissive niche. Expression of appropriate genes responsible for axonal regrowth has also been documented in zebrafish cord.

**Figure 11:**
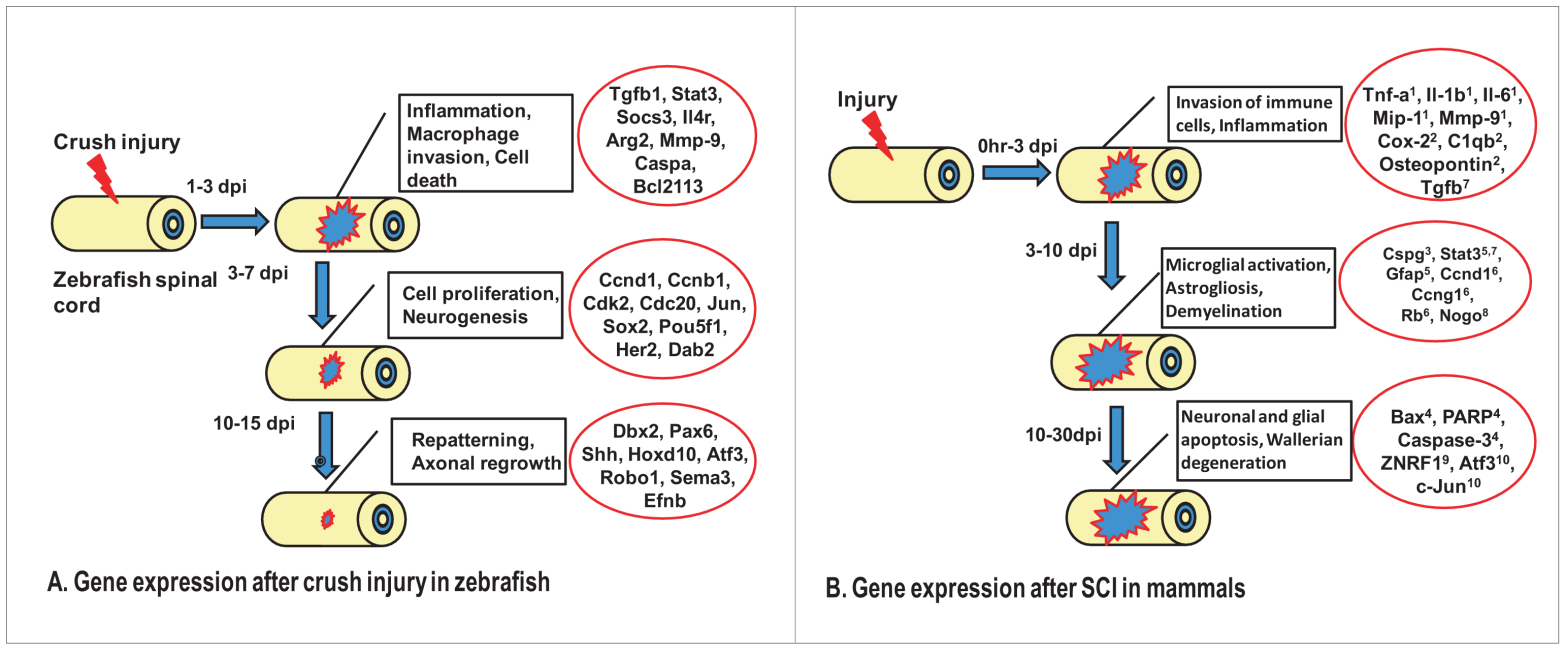
Comparative analysis of cellular events and upregulation of genes following SCI in zebrafish and mammals. A) Schematic representation of different events and underlying expression of some important genes during zebrafish spinal cord regeneration. B) Schematic representation of different events and corresponding upregulation of genes in mammalian spinal cord after inflicting different modes of injury. The expressions of gene(s) are compiled based on previous evidences, which are known to regulate different cellular events. (1. [120]; 2. [121]; 3. [122]; 4. [123]; 5. [111]; 6. [112]; 7. [124]; 8. [125]; 9. [126]; 10. [127].).

## Conclusions

The present study has identified 3,842 differentially expressed genes during spinal cord regeneration in zebrafish by using high-density oligonucleotide based microarray. Events specific cluster analysis further identified many important genes involved in controlling different processes in regeneration like inflammation, cell death, cell migration, cell proliferation and neurogenesis followed by axonogenesis and repatterning of the regenerating spinal cord tissue. Comprehensive event specific analysis during spinal cord regeneration is a key to define therapeutic strategy to be adapted in higher vertebrates. Possibility of using a combinatorial approach may include targeting of genes a) to control secondary degenerative response after injury, b) to induce controlled cell proliferation, c) to induce selective neurogenesis and axonogenesis and d) for creation of permissive niche. All the cellular events mentioned here are to be taken care of simultaneously in order to deliver appropriate therapy after SCI in mammals. There are also lessons to be learnt about the evolutionarily common genetic program operating in different organs and information on tissue specific gene expression that could be used selectively for regeneration of specific organs.

## Materials and Methods

### Zebrafish husbandry and surgical procedure to inflict spinal cord injury

Zebrafish were obtained (∼3–4 cm) either from local pet shop or bred in our animal house facility. Fish were kept in separate groups of 10 in the aquatic system maintained at 28°C on a 14 hr light/10 hr dark cycle. Fish were anaesthetized for 5 minutes in 0.02% tricaine (MS222; Sigma, USA) before giving SCI. A longitudinal lesion was made at the side of the fish to expose vertebral column at the level of dorsal fin, which corresponds to 15/16th vertebrae. The spinal cord has been injured by crushing dorso-ventrally for 1 sec with a number 5 Dumont forceps at the same level (Figure S10). Later the wound were sealed by placing a suture. Both spinal cord injured and sham operated fish were allowed to regenerate and the progress of regeneration was observed after 1, 3, 7, 10 and 15 days of injury. During the process of regeneration, operated fish were incubated in normal aquarium at 28°C . This study was carried out in accordance with the recommendation in the guidelines provided by CPCSEA (Committee for the Purpose of Control and Supervision of Experiments on Animals, Ministry of Environments and Forests, Government of India). The protocol (Part B), which includes all the details of surgical processes inflicted and anesthesia requirement for injuring and sacrificing animals, was approved by the Institutional Animal Ethics committee, Department of Biophysics, Molecular Biology and Bioinformatics, University of Calcutta under the registration number with CPCSEA (CPCSEA/ORG/CH/Reg No. 925/295).

### Tissue collection and RNA extraction for microarray analysis

Control fishes and spinal cord injured fishes were anesthetized deeply for 5 minutes in 0.1% tricaine (MS222; Sigma, USA) and approximately 1 mm length of spinal cord both rostrally and caudally from injury epicenter were dissected out from 50–60 fishes in each batch and pooled for RNA extraction. RNA was extracted from the control and regenerating spinal cords of the experimental fishes using Trizol (Invitrogen,15596018) and quality of RNA was checked on Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Assay). RNA was prepared from a minimum of 3 biological replicates. For each biological replicate, spinal cord from about, 50–60 fishes were pooled in the control and in the regenerating samples.

### Oligonucleotide probe design and microarray design

Microarray was performed using Agilent platform. Zebrafish microarray was custom designed for gene-expression, containing ∼44,000 probes (60 mer long; including positive and negative controls designed by Agilent and beta-actin controls). All procedures were carried out using standard recommended protocols from Agilent. The microarrays were performed following Agilent's One-Color Microarray-Based Gene Expression Analysis (Quick Amp Labeling) protocol (Version 5.7, March 2008) and RNA Spike-In-One Color. We used about 400 ng total RNA as the starting material for amplification and labelling. After cDNA and cRNA synthesis, the Cy3 labeled cRNA samples were column purified, and checked for yield and those passed the QC (1.65 µg and specific activity >9.0 pmol Cy3 per µg cRNA) were used for hybridization to the arrays. Arrays were hybridized at 65°C for 17 hours in a slow rotating hybridization chamber. The slides were washed as described in Agilent's protocol and scanned on Agilent's DNA Microarray Scanner. The scanned images were analyzed using Agilent Feature Extraction Software (v10.5.1.1). Feature extracted data were analyzed using the tools in GeneSpring. Full microarray data were deposited in GenBank, GEO accession number is GSE39295 and it is available in following link http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39295.

### Statistical analysis and selection of differentially expressed genes

Statistically significant gene expressions were identified using Significance Analysis of Microarrays (SAM 3.05) for each successive time point [115]. Stringent values of fold-change and other thresholds are taken into account while identifying differentially expressing genes. The threshold values we selected are stringent, where the fold change is always greater than or equal to 2 and the q-value is always less than 0.8. The predicted false discovery rate (FDR) never exceeded 0.05%. FDR indicates the expected proportion of false positives among the declared significant results. A final set of differentially expressed genes was then obtained after removing all the repetitions. A PERL script is used to filter out the annotated differentially expressed genes from the un-annotated genes.

### Annotation of genes

Annotations of genes were done using the “Unigene & Gene Ontology Annotation Tool” available at GIS site (link: http://123.136.65.67/). We have mapped the Unigene IDs against this database and retrieved the zebrafish UniGene description (UniGene build 119), Entrez Gene ID, Official Gene symbol, GO term and Human homologues information (Unigene ID and Descriptions).

### Identification of gene expression pattern

The expression values of the technical replicates of each gene was then averaged and then used for further analyses. Next, we have identified the peaks for each gene (i.e. time point where the expression value of the gene is highest in the array). Genes with similar functions may show similar expression pattern, at least similar time of highest activity. Therefore, we have grouped the genes with similar peak expression time point, performed the cluster analysis using Gene Cluster 3.0 [116], viewed using the software Java TreeView [117], and then carried out the functional enrichment analysis for each cluster using the GO annotation.

### Functional event wise clustering of differentially expressed genes by IPA analysis

The differentially expressed genes were subjected to Ingenuity Pathways Analysis (IPA) to identify the enrichment of genes in specific functional groups and pathways (IPA, Version 4, Ingenuity Systems, http://www.ingenuity.com). IPA can accept zebrafish as well as Human UniGene IDs as input for data analysis. We used IPA to find functional and pathway enrichment in the gene sets that are differentially up and down regulated at different time points of regeneration. The clusters resulting after k-means clustering were also analyzed using IPA.

### Microarray validation by using quantitative real-Time RT-PCR (qRT-PCR)

The total RNA was extracted from both normal and injured spinal cord by RNaqeous-4PCR kit (Ambion, USA) and cDNA was synthesized using 2 steps RT-PCR (Retroscript, Ambion, USA) with equal amounts of total RNA and by using specific oligo dT primers. Real-Time quantitative RT-PCR using relative quantitation by the comparative C_T_ method was used to determine mRNA expression. 3 µl of cDNA was subjected to Real-Time quantitative RT-PCR using the Real Time PCR (ABI-7500, USA) with SYBR Green as a fluorescent reporter using the qPCR master-mix plus for SYBR Assay I Low ROX (Eurogentec, USA). The specific gene primers (zebrafish *sox2*, *stat3*, *tgfβ1*, *dbx2*, *wnt8a*, *cdk2*, *ccnb1*, *ccne*, *ccnd1*, *pax6a*, *shhb*, *wnt4b*, *wnt7a* and *β-catenin*) and the internal control gene *β-actin* (beta-actin) were amplified in separate reaction tubes. The details of all known gene primers used are tabulated in Table S19. From the microarray dataset, the genes that do not have UniGene annotation (unannotated genes) were also validated by qRT-PCR. The details of specific gene primers for each gene and the internal control gene *β-actin* (beta-actin) are listed in Table S20. Threshold cycle number (C_T_), of triplicate reactions, was determined using the ABI-7500 software and the mean C_T_ of triplicate reactions was determined. The levels of specific gene expression was normalized to beta-actin levels using the formula 2^−ΔΔC^T, where ΔΔC_T_  = ΔC_T_ (sample)−ΔC_T_ (calibrator) and ΔCT is the C_T_ of the housekeeping gene (beta-actin) subtracted from the C_T_ of the target genes. The calibrator used in our experiments is the uninjured spinal cord tissue and the samples are injured spinal cord tissue of same time points as used in microarray. The ΔC_T_ values are being inversely proportional to the mRNA expression of the samples. No primer -dimers were obtained for either the target genes or beta-actin as assessed by melt curve analysis. The specificity of the products was also confirmed by melt curve analysis. The PCR cycles in all cases were started with Taq activation at 94°C for 5 mins and followed by final extension of 72°C for 7 mins. All experimental data are expressed as Mean±SEM. The data obtained were compared using unpaired two-sided Student's *t*-test, Significance was set at *P*<0.05. Data were analyzed using Excel software.

### Immunohistochemistry

Spinal cord tissues were dissected out and fixed in 4% paraformaldehyde (Sigma, USA) for 8 hr or overnight at 4°C. Both injured and uninjured spinal cord tissues were embedded either in paraffin or in a mixture of PEG and hexadecanol (9∶1, Sigma) or in O.C.T compound (Leica, Germany) and sectioned at 5–7 micron. Immunostaining was performed as described previously [6] by using the following primary antibodies shown to specifically recognize fish, amphibian and human proteins: anti- HuC/D (1∶50, Molecular Probes, USA), anti- TGFβ (1∶100, Santa Cruz Biotech, USA), anti- STAT3 (1∶100, Santa Cruz, USA), anti- GFAP (1∶400, DAKO), anti- SOX2 (1∶200, Abcam, USA), anti- BrdU (1∶200, Sigma, USA), anti- Phospho-histone H3 (H3P, 1∶400, Cell Signaling Technology, USA). Tissue sections were briefly rehydrated in phosphate buffered saline (PBS) and given several washes in PBS with 0.1% Tween-20 or Triton X-100 (PBST). The sections were first incubated with blocking solution for 1 hr (5% goat/rabbit/donkey serum, 1% BSA in PBS) and then with primary antibody for either 1 hr at room temperature or overnight at 4°C. Antigen retrieval was done wherever appropriate by keeping the slides in 85°C water bath for 15 min either in sodium-citrate buffer (pH 6.0) or Tris buffer (pH 8.0) before incubation with the primary antibody. The following secondary antibodies were used: Rhodamine-conjugated goat anti-rabbit antibody (1∶100, Santa Cruz, USA), rhodamine-conjugated donkey anti-goat antibody (1∶100, Santa Cruz, USA), rhodamine-conjugated goat anti-mouse IgG antibody (1∶100, Jackson ImmunoResearch Laboratories, USA), FITC-conjugated goat anti-mouse (1∶50, Santa Cruz, USA) and FITC-conjugated goat anti-rabbit IgG antibody (1∶100, Jackson ImmunoResearch Laboratories, USA). Nuclei were counter-stained either with bisbenzimide H 33258 fluorochrome (Hoechst nuclear stain) or with DAPI (1∶1000, Sigma, USA). We injected 50 µl volume of BrdU (Bromo-deoxy- Uridine, Sigma-Aldrich, USA) at the concentration 2.5 mg/ml to the adult fish intra-peritoneally, 24 hr before the collection of tissues at different injury time points. Spinal cord tissue equivalent of approximately 1 mm length was collected from both injured and uninjured animals. Tissue samples from injured cord was collected in such a way that epicenter of the lesion is going approximately through middle of the cord and included normal part on the both sides of the injury. BrdU immunohistochemistry on uninjured and injured spinal cord was done according to Hui et al. [6]. Paraformaldehyde fixed paraffin sections were washed in PBST twice for 10 min, followed by incubation in 2N HCl (pH 2.0) for 30 min at 37°C. Sections were washed in PBS and blocked with 5% normal goat serum in 0.5% PBST for 1 hr at room temperature. The mouse monoclonal anti-BrdU primary antibody (1∶300, Sigma, USA) was applied for 2 hr at room temperature or overnight at 4°C. This was followed by washes in PBS and incubated with secondary anti-mouse FITC/TRITC conjugated antibody for 2 hr at room temperature. After washing in PBS, the sections were mounted with Aqua Vectashield (Vector labs, USA) and kept in the dark. During H3P and BrdU colocalization study, the quantification of cells was done from all optical images by using a Zeiss LSM 510 Meta (inverted) confocal microscope. We have used approx. 4 mm length of tissues both from uninjured (n = 4) and injured cords (n = 4), sectioned the whole cord and all the sections were stained with both H3P along with BrdU and counter-stained with DAPI. All quantification data are expressed as Mean±SEM. using Excel software. The data obtained were compared using unpaired two-sided Student's *t*-test, Significance was set at *P*<0.05.

### Enzyme linked immunosorbant assay (ELISA)

Analysis of TGFβ, PAX6 and SHH by using ELISA assay was done according to Dutta et al. [118]. Tissue extract of spinal cord were added to wells (65 µg protein/well) of the ELISA plate and incubated overnight at 4°C. After non-specific sites were blocked with blocking buffer (1% BSA in PBS), the wells were incubated with primary antibodies like anti- TGFβ (1∶100, Santa Cruz Biotech, USA), anti- PAX6 (1∶30, Developmental Studies Hybridoma Bank, USA), anti- SHH (1∶50, Developmental Studies Hybridoma Bank, USA) for 1 hr at 37°C, and washed thrice in washing buffer (0.5% BSA, 0.5% NP-40 in PBS). The HRP coupled anti- goat, anti- mouse, anti-rabbit antibodies (1∶1000 dilution) were used for incubating the plates at 37°C for 1 hr, then washed several times in washing buffer and substrate tetramethyl benzedine (TMB) was added in dark. The reaction was stopped by adding 1M H_2_SO_4_. The optical density was measured at 450 nm by using an ELISA reader (Bio Rad, USA). Data are expressed as Mean±SEM using Excel software. The data obtained were compared using unpaired two-sided Student's *t*-test, Significance was set at *P*<0.05.

### In situ hybridization on zebrafish tissue section

To obtain riboprobes for in situ hybridization pCRIITOPO vector (Invitrogen) containing *wnt8a* and *dbx2* cDNA clones were obtained from Genome Institute of Singapore, zebrafish genome resources. Both sense and antisense RNAprobes were generated using a digoxigenin (DIG) RNA labeling kit (Roche Diagnostics, Laval, Que'bec, Canada) following the manufacturer's instructions. The probes were used to detect *dbx2* and *wnt8a* mRNA in zebrafish tissue section. For tissue sections, both uninjured and injured cord were excised and quickly fixed in precooled 4% paraformaldehyde prepared with DEPC-PBS in RNAse free condition, cryo protected with 20% sucrose in PBS and frozen with OCT compound and subsequently stored at −80°C. Cryostat sections (10 µm) were cut and fixed to poly-L-lysine-coated slides and allowed to dry. In situ hybridizations were performed following the protocol of Braissant and Wahli [119], with the addition of a 5 minutes digestion with proteinase- K (5 µg/ml) diluted in 50 mM Tris HCl (pH 8, 5 mM EDTA) step before prehybridization. Briefly, after fixation in 4% paraformaldehyde, tissue sections were washed and prehybridized for 2 h at 58°C in 5× saline sodium citrate (SSC)/formamide (1∶1) containing 40 µg/ml salmon sperm DNA, 50 µg/ml yeast tRNA, 4 mM EDTA, 2.5% dextran sulfate). The sections were then incubated overnight at 58°C in SSC/formamide containing 1 µg/ml DIG-labeled *dbx2* sense or antisense RNA probe and at 60°C in SSC/formamide containing 1 µg/ml DIG-labeled *wnt8a* sense or antisense RNA probe. After hybridization, sections were washed in 2× SSC at room temperature (RT) and then 2× and 0.1× SSC at 65°C. After Blocking with in situ blocking reagent (Roche Diagnostics, Laval, Que'bec, Canada) at 37°C for 2 hrs, sections were washed again in 0.1× SSC and incubated with an anti-DIG antibody (Roche; 1∶5000 dilution) for overnight in 4°C. Color was developed using 5-bromo-4-chloro-3-indoyl-phosphate/4-nitro blue tetrazolium chloride (NBT-BCIP, SIGMA) for 2 to 12 hrs at room temperature (RT). Photographs were taken under light microscope using an Olympus microscope (model; BX 51) and a Leica Microsystem microscope with build camera (DFC 290).

## Supporting Information

Figure S1 **Pie charts showing the percentage of functionally enriched genes that are differentially expressed in the seven clusters.**
(JPG) Click here for additional data file.

Figure S2 **Pie charts show the percentage of functionally enriched genes that are differentially expressed at different time points after SCI in zebrafish.**
(JPG) Click here for additional data file.

Figure S3 **Pie charts showing the percentage of canonical pathway enriched genes that are differentially expressed at different time points after SCI in zebrafish.**
(JPG) Click here for additional data file.

Figure S4 **Quantification of cells present in different cell cycle phases in uninjured and injured cord based on BrdU, H3P and DAPI colocalization study.** A) In uninjured cord only 2% and 1% of cells are in S-phase and M-phase respectively. B) In 3 dpi cord the percentage of S-phase cells have been increased significantly to 8% than uninjured cord and only 2% cells are in M-phase. C) In 7 dpi cord 12% of total populations are in S-phase and 5% of total populations are in M-phase.
(JPG) Click here for additional data file.

Figure S5 **Dendrogram represents differential expression pattern of transcription factors involved in neurogenesis and neuronal specification during regeneration of zebrafish spinal cord.** Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green color represents increased and decreased expression respectively.
(JPG) Click here for additional data file.

Figure S6 **Differentially expressed genes related to pattern formation are represented in two dendograms in regenerating zebrafish spinal cord.** Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively.
(JPG) Click here for additional data file.

Figure S7 **Differentially expressed genes related to axonogenesis and axonal guidance is represented in two different dendrograms (A and A1) in regenerating zebrafish spinal cord.** Dendrogram (B) represents differential expression pattern of transcription factors involved in axonogenesis and axonal guidance. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively.
(JPG) Click here for additional data file.

Figure S8 **Differentially expressed genes involved in different signaling pathways in zebrafish spinal cord after injury.** A–E) Dendrograms representing genes related to BMP/TGFβ signaling, JAK/STAT signaling, Shh signaling, Notch signaling and FGF signaling respectively. Each horizontal line indicates the expression pattern of each gene and the vertical columns indicate the uninjured control and time points after SCI. The color chart indicates mean fold change of gene expression in each time points. Red and green colors represent increased and decreased expression respectively.
(JPG) Click here for additional data file.

Figure S9 Differential expression pattern of genes involved in Ion channel transport, One carbon folate metabolism and N-glycan biosynthesis pathway during regeneration of zebrafish spinal cord.
(JPG) Click here for additional data file.

Figure S10 A) Adult zebrafish showing the dorsal fin level where a wound has been made. B) Inside wound showing uninjured spinal cord, spinal cord after giving control crush injury. C) Skeletal preparation of adult zebrafish stained with Alcian Blue and Alizarine Red, where vertebrae at dorsal fin level are clearly visible. D) Skeletal preparation of adult zebrafish after crush injury in spinal cord at dorsal fin level showing the injured vertebra.
(JPG) Click here for additional data file.

Table S1 **List of genes differentially expressed during zebrafish spinal cord regeneration.**
(XLS) Click here for additional data file.

Table S2 **Table representing number of genes, p-value at different time point related to different enriches functional group in** **figure 2A** **.**
(XLS) Click here for additional data file.

Table S3 **Table represents number of genes, p-value at different time point related to different enriched signaling pathways in** **figure 2B** **.**
(XLS) Click here for additional data file.

Table S4 **List of differentially expressed genes related to inflammation regulation, MHC molecules and complement factors after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S5 **Table represents quantification of STAT-3 positive cells along with different markers.**
(JPG) Click here for additional data file.

Table S6 **List of differentially expressed genes related to M1 and M2 type macrophages after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S7 **List of differentially expressed genes related to cell death and anti-apoptosis after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S8 **List of differentially expressed genes related to cell migration after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S9 **List of differentially expressed genes related to cellular dedifferentiation process after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S10 **List of differentially expressed genes related to cell cycle and cell proliferation regulation after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S11 **List of differentially expressed genes related to neurogenesis and neuronal differentiation after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S12 **Table represents quantification of SOX2 positive cells along with different markers.**
(JPG) Click here for additional data file.

Table S13 **List of differentially expressed genes related to anterior-posterior and dorso-ventral pattern formation after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S14 **List of differentially expressed genes related to axonogenesis and axonal guidance after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S15 **List of differentially expressed genes related to different signaling pathways after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S16 **List of differentially expressed genes commonly expressed in fin, retina, heart and spinal cord regeneration in zebrafish.**
(XLS) Click here for additional data file.

Table S17 **List of differentially expressed genes related to N-glycan biosynthesis, one carbon folate metabolism and ion channel transport after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S18 **List of differentially expressed unannotated genes after SCI in zebrafish.**
(XLS) Click here for additional data file.

Table S19 **List of primers, Tm, primer annealing time and product length of annotated genes used for qRT-PCR.**
(JPG) Click here for additional data file.

Table S20 **List of primers, Tm, primer annealing time and product length of unannotated genes used for qRT-PCR.**
(JPG) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

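The data are 18 one-colour Agilent zebrafish arrays. They hold 3 biological replicates each of uninjured spinal cord and of cord at 1, 3, 7, 10 and 15 days after injury (dpi), every replicate being RNA pooled from 50 to 60 fish. RNA abundance per probe was measured, at 45220 spots per array, 43397 probes of which are not controls and stand for 36128 gene entries. The authors extracted the RNA with Trizol, labelled it with Cy3 by the Quick Amp protocol, scanned the arrays and extracted the spot intensities. The intensity values are, per the file headers, background-corrected and spatially and multiplicatively detrended spot brightness from Feature Extraction 9.5.3.1, with a surrogate value for low spots and no scaling between arrays, while the methods name a later version of the software. The raw mean spot intensity and the local background intensity are given beside them by the same software, per the file headers. The log2 values of the series matrix are, as deposited, on the scale of a GeneSpring export, which the authors' methods do not describe further. They were checked against the scanner files over 30246 probes. On 17 of 18 arrays they follow the log2 intensity minus the 75th percentile of the array and minus 1 value per probe. On each of these arrays between 30237 and 30245 of the probes lie within 0.05. For uninjured replicate 3 only 9634 of these probes lie within 0.05 of the scanner file, and the spread of the difference is 0.198. The authors called genes between successive time points with SAM at a fold change of at least 2.

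Every value reported here was computed from the scanner files, except the alternative run on the series matrix values. Spots marked as outliers by the scanner software, 178 in all, were left out, and no spot was saturated. Intensities were put on the log2 scale and each array's 75th percentile was subtracted. A probe was kept where it was well above background, as the scanner software marks it, on all 3 arrays of at least 1 group, which left 34871 probes, of which 26760 were well above background on all 18 arrays. The probe with the highest mean over all arrays stood for each gene, giving 28508 genes, 5130 of them with several probes. Gene names came from the array annotation. Of 19236 probes with a RefSeq transcript accession 15183 were matched in a RefSeq table and 785 were renamed, and 17775 probes named by an accession alone kept it.

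Values were fitted with limma 3.58.1 in R 4.3.3, with all 6 groups in the fit and 12 residual degrees of freedom before moderation. The comparisons were each time point with the one before it, each time point with uninjured cord, and uninjured and 7 dpi together with 3, 10 and 15 dpi together, a grouping that the paper names. P values are two-sided and adjusted over genes by the Benjamini-Hochberg method, and a gene was called where the adjusted p was under 0.05 and the change at least 2-fold. Called genes were clustered by k-means with 7 clusters and 10 starts on group means centred per gene. Lists of the supplementary tables were tallied as printed, by group of highest mean and by calls, also with adjustment over the list alone, and the study chose these lists on the same arrays. Genes are named by a rule: every gene that the paper names in its text, or in Tables S4 to S18, whose time course a passage is about, at the comparison of that sentence. To these come the marker genes and, per comparison, the 3 genes with the largest rise and the 3 with the largest fall among called genes whose groups do not overlap. All of the latter were tabulated, and the text gives only a few of them, chosen after the values were seen. Where a gene was well above background on no array of the lower group, its fold change is a lower bound, the ratio to the dimmest signal still well above background on an array. The remaining work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

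Lists of marker genes for ovary, testis, skeletal muscle, liver, red blood cells, skin, neurons, myelin, macrophages and neutrophils, and radial glia were written down before any value was looked at. The cell cycle genes of Table S10 served as a proliferation list. A list's index is the mean over its genes of the log2 value on an array, compared between groups by exact two-sided permutation of arrays. Genes that the supplement tables also hold were left out of each of these lists, and values from all measured genes of a list are given apart. For the marker lists other than ovary this was done only after both versions had been seen. Table S1 could be read only as far as its first 1997 entries, of the 3842 genes that the paper counts, so it was used for this exclusion and for a check, and no test of overlap was run on it. In that check 1956 entries were matched to genes here, and the change from uninjured to 1 dpi lay within 0.5 log2 units of the printed one for 1804 of them. For the later successive steps the numbers within 0.5 were 1608, 1625, 1662 and 1810.

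Depth on these arrays is signal over background. Between 69.5% and 86.3% of probes were well above background on single arrays. In order of replicate number, the percentage was 79.5, 76.8 and 80.4 in uninjured cord; 86.3, 81.3 and 79.0 at 1 dpi; 69.5, 74.7 and 75.6 at 3 dpi. It was 84.6, 82.6 and 77.4 at 7 dpi, 78.7, 77.2 and 70.7 at 10 dpi, and 71.5, 73.6 and 73.4 at 15 dpi. The precision this gives is printed as the standard error beside single genes. The procedure was tested on simulated data with the means and spreads of the 28508 genes and 200 genes changed by known amounts at 1 dpi. Limma called 143 of the 200 (71.5%) and 5 unchanged genes, and the SAM statistic called 97 (48.5%) and 6 unchanged genes, with a median error of −0.0622 log2 units. The simulated noise was independent between genes and held no difference between slides, scan batches or whole arrays. The counts of unchanged genes therefore do not measure false calls on the real arrays, where such differences occur.

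The alternatives tried, with 1 choice changed at a time, were scaling to each array's median, scaling to 10 spiked-in control probes, quantile normalization, normexp background correction with an offset of 50, and the series matrix values. Others were no filter on dim probes, only probes well above background on all arrays, and the mean of all probes of a gene. Slide as a fixed or a random block, scan date as a fixed block, the replicate number as a block, a fit of only the groups compared, and the omission of each of the 18 arrays in turn were also run. For counts the SAM statistic, an adjusted p under 0.01 and no minimum fold change were tried, and for the clusters 5 and 9 clusters and means scaled to unit spread. Added after the values were seen were an adjusted p under 0.0005, counts over genes with a name, and another probe of a gene. The arrays lie on 6 slides, 1 of which holds a single array, and in 4 scan batches, so groups are partly confounded with slide and batch. For a count of called genes, the arrays of the groups compared were also split in every other way into groups of the same size, or in 100 ways where there were more. Experiments of the paper other than the arrays, among them immunohistochemistry, ELISA and quantitative PCR, were left out because their data are images or are not among the files, and statements on other tissues or species were left out because these arrays do not measure them. The values of 1 gene of the supplementary tables are not reported here, and it remains in the counts of its list.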

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

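In this part the comparison of 7 dpi with 3, 10 and 15 dpi for each list, the relations of lists other than the cell cycle genes to the ovary list within groups, all relations within groups without 2 arrays of one slide, and the permutation of the spread between the neuron, myelin and radial glia lists count among the tests chosen only after the result was seen. What singled these results out is a difference between time points. The change of a list's index from uninjured cord at 7 dpi was set against its change at 3, 10 and 15 dpi, for 11 lists, by exact two-sided permutation over the 220 splits of the 12 injured arrays. The 7 dpi change exceeded the others by 4.79 log2 units for the ovary list, 0.68 for the macrophage and neutrophil list and 2.21 for the cell cycle genes of Table S10. For the neuron, myelin and radial glia lists the difference was −1.23, −1.59 and −0.80. Each of these 6 had a p of 0.00455, the smallest that 220 splits can give (0.00833 adjusted over 11 lists), with 3 of 3 arrays at 7 dpi beyond all 9 others. The testis, skeletal muscle, liver, red blood cell and skin lists gave 0.52, 0.31, 0.0152, 0.64 and 0.39, with p of 0.0591, 0.541, 0.977, 0.455 and 0.105.

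Uninjured cord stood with 7 dpi in these 6 lists. Uninjured and 7 dpi arrays together exceeded 3, 10 and 15 dpi arrays by 4.67 log2 units in the ovary index and 2.2 in the cell cycle index, with 6 of 6 arrays above all 9. They were lower by 1.21 in the neuron index, by 1.60 in the myelin index and by 1.13 in the radial glia index, with 6 of 6 arrays below all 9. The p of these 5 was 2.00e-04 by exact two-sided permutation, the smallest that 5005 splits can give, or 4.40e-04 adjusted over the 11 lists. The macrophage and neutrophil index was higher by 0.61 (p 7.99e-04, adjusted 0.00147, 5 of 6 arrays above all 9). From uninjured cord to 7 dpi the ovary index changed by 0.24 (exact two-sided p 0.500, where 0.1 is the smallest possible). At 1 dpi the ovary index had a mean of 4.42, between those of uninjured cord at 5.87 and of 3, 10 and 15 dpi at −0.19, 0.99 and 3.15.

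A candidate explanation for the high values is technical, ovary RNA in the uninjured and 7 dpi pools. Its index differed by 4.67, more than the 2.2 of the cell cycle genes, and all 15 of its genes were called higher, with a median change of 4.40. The median of these genes lay at percentile 98.8 of all probes in uninjured cord, 97.2 at 1 dpi, 75.9 at 3 dpi, 99.3 at 7 dpi, 87.8 at 10 dpi and 94.0 at 15 dpi. Of the 15, the 2 most abundant in uninjured cord were zp3 and zp2.3: zp3 lay at percentile 99.98 in uninjured cord and 93.5 at 3 dpi, and zp2.3 at 99.93 and 77.7. Of 27 listed genes 22 were measured, 7 of which the part of Table S1 that could be read holds, and these were left out, while Tables S4 to S17 hold 0. Cord arrays with a low index measured the genes too: 14 of them were well above background on all 3 arrays at 3 dpi and 15 at 15 dpi, so expression in cord itself is not ruled out. With all 22 measured genes the ovary index differed by 4.46.

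Arrays of the same group differ from each other in the same way, which the time after injury alone does not account for. Over 18 arrays the deviation of the cell cycle index from its group mean followed that of the ovary index with r 0.85 and rho 0.82. The exact two-sided permutation p within groups was 1.93e-04 (0.00193 adjusted over 10 relations), r was 0.87 without the 2 farthest arrays, and 0.87 with slide means removed. Without uninjured replicate 1 and 7 dpi replicate 2, which share a slide and a scan batch, it was 0.79 (p 0.00174). For the other lists r was −0.14 for testis, −0.27 for skeletal muscle, −0.41 for liver, −0.42 for red blood cell, −0.59 for skin, −0.73 for neuron, −0.57 for myelin, −0.15 for macrophage and neutrophil, and −0.69 for radial glia. After adjustment the smallest p among these 9 was 0.0570, for neuron (rho −0.66, r −0.73 without the 2 farthest arrays, −0.78 with slide means removed and −0.25 without those 2 of one slide), and the largest 0.650. The relation to the cell cycle genes is what ovary RNA in varying amounts may produce, and as the pattern was found and tested on the same arrays this is a hypothesis.

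The tables argue against 3 other technical explanations of the high values. Skeletal muscle carried in with the cord would raise the muscle list most in uninjured and 7 dpi arrays. Its index was highest at 15 dpi, at 5.89, against 5.10 in uninjured cord and 5.35 at 7 dpi, and changed by 0.19 (exact two-sided p 0.595, 0 of 6 arrays above all 9). Quantile normalization and spike-in scaling raised that change to 0.91 and 2.64, so its size rests on the scaling, and with all 9 measured muscle genes it was −0.0431. Array scaling would make the change of the cell cycle genes shrink under another scaling, and the smallest change over the scalings was 1.82, with normexp background correction, against 2.2. A difference between slides would shrink it with slide as a block, and it was 2.27.

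Testis RNA cannot be told apart from no testis RNA. The testis index differed by −0.10 (exact two-sided p 0.742, adjusted 0.800), with 2 of 6 arrays above and 2 of 6 below all 9, and 1 of its 6 genes was called higher and 2 lower, which keeps it open. The value averages opposite moves, as the mean was lowest of all groups in uninjured cord, at −2.21, and highest at 7 dpi, at −0.95, a difference of 1.25 (exact two-sided p 0.100, the smallest possible). With all 9 measured testis genes the difference was 0.43 (p 0.0605), and at 7 dpi against 3, 10 and 15 dpi 0.88 (p 0.00455, the smallest possible). The plan leaves supplement genes out of every list, but at first they were left out of the ovary list alone. From the other marker lists they were taken out only after both versions had been seen. With them testis would count among the lists that set 7 dpi apart. The macrophage and neutrophil list would then not count among them (0.17, exact two-sided p 0.500).

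The rise of the macrophage and neutrophil list rests on 1 of its 4 genes, singled out after its values were seen. The change of zgc:112226 was 4.84, while lcp1, zgc:66409 and coro1a changed by −0.77, −0.90 and −0.75. With all 7 measured genes the difference was −0.0759 (p 0.689). No explanation of this rise was tested.

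For the low lists, dilution of cord RNA by other RNA would lower neuron, myelin and radial glia genes by a like amount. Their changes lay 0.47 log2 units apart at most, beside a spread of 0.336 between arrays, and the exact permutation p of a gap as wide was 0.0178. The gap rests on 2 myelin genes, mpz at −2.16 and zgc:91878 at −1.05. With all measured genes the changes were −1.09, −1.34 and −1.22, 0.25 apart and so within that spread. That both versions of the lists must exceed the spread was required only after the values were seen. Under this requirement equal dilution and a change of these cell types apart from it cannot be told apart. The direction itself depends on the scaling: with spike-in scaling the 3 lists were higher in uninjured and 7 dpi arrays, by 1.24, 0.85 and 1.32. The study picked 3 of the measured myelin genes and 2 of the radial glia genes for Tables S4 to S17, and the readable part of Table S1 holds 4 neuron, 4 myelin and 2 radial glia genes, all left out of the indices.

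A biological difference that the design names, the time after injury, stays among the open explanations of all 6 results and was not tested apart from the technical ones. A mistaken sample label was not tested either. Over probes, uninjured replicate 1 correlated at r 0.950 and 0.942 with uninjured replicates 2 and 3, which correlated at 0.984 with each other. With 7 dpi replicate 2, on the same slide, its r was 0.978, and with 1 dpi replicates 1, 2 and 3 it was 0.965, 0.971 and 0.969. A mistaken label and a difference between slides or pools cannot be told apart by these values.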

How the results depend on the processing

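The alternatives were set before the data were examined, except the test with another probe of the same gene, the counts over genes with a name and the counts at an adjusted p under 0.0005, which were among the tests chosen only after the results were seen. Outside leave-one-out and those tests, single genes kept their direction and their side of the threshold in 4947 values, lost the call in 405, gained it in 43 and reversed in 281. Leaving out each array in turn gave 7673, 144, 31 and 108 such values. Counts and marker indices stayed within 1.5 times, or on the same side, in 566 values of the alternatives set beforehand and 855 of leave-one-out. They moved in 116 and 55, reversed in 9 and 8, and newly passed the permutation threshold in 7 of the alternatives. Spike-in and median scaling shift all genes of a comparison by a common amount. Apart from this and cases where an alternative by its own construction uses fewer genes, fewer arrays or a stricter threshold, the cause was not tested. Outside the leave-one-out ranges, the values printed below for single genes are log2 changes with a sign opposite to the reported value.

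The results of this paragraph, except the last 3, held under every alternative run on them. Of the cell cycle genes of Table S10, 30 to 46 were called higher in uninjured and 7 dpi than in 3, 10 and 15 dpi under the alternatives, and 34 to 35 under leave-one-out. For the common regeneration genes of Table S16 the numbers were 17 to 23 and 17, and for the folate and N-glycan genes of Table S17 they were 7 to 10 and 8. Inflammation genes of Table S4 with a peak at 1 or 3 dpi numbered 18 to 20 and 17 to 20, cell death genes of Table S7 6 to 8 and 7 to 9, and migration genes of Table S8 10 to 11 in each. The ovary marker index in uninjured and 7 dpi against the other 3 groups ranged from 4.42 to 7.12 over the scalings and from 4.43 to 4.94 under leave-one-out. Under leave-one-out the neuron index stayed between −1.39 and −1.13, the myelin index between −1.70 and −1.55 and the radial glia index between −1.30 and −0.98, but these 3 did not hold under every alternative, since spike-in scaling reversed them to 1.24, 0.85 and 1.32.

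Scaling to the spiked-in control RNA changed the results most often, with 188 single genes reversed, 52 no longer called and 12 newly called against 190 with the same outcome. Each number below is the reported count and then the count under this scaling. Called higher were 2331 to 87 at 1 dpi against uninjured, 3642 to 9 at 3 dpi against 1 dpi, 3603 to 21644 at 7 dpi against 3 dpi and 8568 to 29 at 10 dpi against 7 dpi. Higher too were 412 to 224 at 15 dpi against 10 dpi, 9268 to 25 at 3 dpi against uninjured, 280 to 22 at 7 dpi against uninjured and 10346 to 27 at 10 dpi against uninjured. Then came, higher, 8111 to 33 at 15 dpi against uninjured and 3733 to 25281 at uninjured and 7 dpi against the other 3. Called lower were 1936 to 19 at 1 dpi against uninjured, 2037 to 23562 at 3 dpi against 1 dpi, 7853 to 3 at 7 dpi against 3 dpi and 3800 to 23176 at 10 dpi against 7 dpi. Lower too were 350 to 5 at 15 dpi against 10 dpi, 3712 to 21346 at 3 dpi against uninjured, 108 to 11 at 7 dpi against uninjured and 3908 to 22596 at 10 dpi against uninjured. Then came, lower, 3801 to 15615 at 15 dpi against uninjured and 9015 to 22 at uninjured and 7 dpi against the other 3. Other counts were 17197 to 26310 called in any successive comparison, 10834 to 21570 called in both directions over the successive comparisons, 2033 to 8891 with peak in uninjured and 1598 to 10779 with peak at 1 dpi. Further counts were 4443 to 3 with peak at 3 dpi, 2240 to 6544 with peak at 7 dpi, 4772 to 27 with peak at 10 dpi and 2111 to 66 with peak at 15 dpi. Then there were 2405 to 0 in clusters highest at 3 dpi, 4543 to 10941 in clusters highest in uninjured or 7 dpi, 71 to 1 of the patterning genes of Table S13 with peak at 3, 10 or 15 dpi and 3 to 0 of the neurogenesis genes of Table S11 called higher at 7 dpi than uninjured. There were also 64 to 1 of the axonal genes of Table S14 called higher than uninjured at any time point, 104 to 2 of the signalling genes of Table S15 called higher than uninjured at any time point and 23 to 0 of the ion transport genes of Table S17 called higher than uninjured at any time point. The marker indices in uninjured and 7 dpi against the other 3 were testis 2.35, skeletal muscle 2.64, liver 3.04, red blood cell 2.61, neuron 1.24 and myelin 0.85. The others were radial glia 1.32. The marker indices at 7 dpi against uninjured were proliferation −0.10. The cause was not tested.

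Single genes with the spike-in scaling follow, as log2 changes. In 1 dpi against uninjured, for il22 it was −0.19. In 7 dpi against 3 dpi, for caspa it was 1.77, caspb 0.82, dixdc1 0.85, gsk3b 0.94, tcf7l1a 0.97 and tcf7l2 0.92. In 3 dpi against uninjured, for cmklr1 it was −0.28, crfb2 −0.64, cxcl12b −2.48, socs3 −0.93, zgc:77038 −0.84, il4r −0.71, il22 −0.61, irf10 −0.64, irf11 −0.18, irf8 −0.93, irf9 −0.99, stat3 −0.15, tgfb1 −2.3, c1qc −0.82, mhc1uba −1.37 and mhc1ze −0.99. For scarb2 it was −1.36, vegfa −1.44, tgif1 −1.85, arg2 −0.47, caspa −0.91, bag3 −1.81, igf1ra −0.12, itgav −1.17, vim −0.36, itgb4 −1.15, itgb3a −0.83, cdh2 −0.15, lamb4 −0.33, adam8a −0.72, adam9 −0.57 and msxc −1.42. For msxe it was −1.15, ccnd1 −1.23, zgc:158424 −1.42, myca −0.58, notch1a −2.42, jag1a −0.11, dlb −0.45, dld −0.73, neurog1 −2.51, neurod2 −1.94, neurod4 −0.11, olig2 −0.83, sox2 −0.36, sox4a −0.91, sox9a −1.21 and sox9b −0.96. For sox10 it was −0.93, sox11a −0.22, sox14 −0.19, sox21b −0.58, sox32 −1.94, hoxb7a −2.27, hoxb8a −1.75, hoxc8a −1.80, hoxd10a −1.03, hoxa11b −0.44, hoxd11a −1.37, cdx1a −0.82, gdf11 −0.68, robo1 −1.47, robo2 −1.67 and slit1b −0.71. For sema3ab it was −0.95, sema3h −1.15, ntn1a −1.19, ntn1b −1.36, plxna4 −1.11, efnb3 −0.78, rtk6 −1.11, wnt4a −1.17, wnt7a −1.47, zgc:153617 −1.27, ctnnb1 −2.12, ctnnb2 −2.04, dixdc1 −0.50, gsk3b −1.19, tcf7l1a −1.01 and tcf7l2 −0.98. For bmp5 it was −1.04, stat5.2 −0.73, hdac1 −2.52 and b4galt1 −0.98. In 7 dpi against uninjured, for mcm5 it was −0.0427, cdk2 −0.00564, uhrf1 −0.0617, ccnb1 −0.0717, ttk −0.0350, plk1 −0.0421, dhfr −0.0718 and zgc:110788 −0.00679. In 10 dpi against uninjured, for caspa it was −1.48, nos2 −0.14, traf4a −1.41, cdh2 −0.85, cdh23 −0.10, lamb4 −1.64, atf3 −0.00201, notch1a −2.29, jag1a −0.62, dlb −0.63, dld −0.57, neurog1 −1.74, neurod2 −1.73, olig2 −0.83, sox2 −0.80 and sox4a −1.05. For sox9a it was −1.42, sox9b −1.77, sox10 −1.58, sox11a −0.92, sox14 −0.10, sox21b −0.77, sox32 −2.02, dbx2 −1.45, irx3a −1.67, pax6a −0.52, shhb −1.07, lhx1a −2.16, hoxb7a −2.1, hoxb8a −1.58, hoxc8a −1.66 and hoxd10a −1.24. For hoxa11b it was −1.09, hoxd11a −1.22, robo1 −1.73, robo2 −1.70, slit1b −1.19, slit3 −0.46, sema3ab −0.23, sema3h −1.19, ntn1a −1.35, ntn1b −1.62, plxna4 −1.64, efnb1 −0.0669, efnb3 −0.28, rtk6 −2.04, cntn1b −1.55 and gefiltin −0.97. For wnt4a it was −0.86, wnt7a −1.63, zgc:153617 −1.87, ctnnb1 −2.55, dixdc1 −0.93, gsk3b −1.60, tcf7l1a −0.74, tcf7l2 −1.30, bmp5 −1.39, gdf11 −1.40, stat1b −0.86, stat5.2 −1.28, stat3 −1.33 and b4galt1 −1.18. In 15 dpi against uninjured, for traf4a it was −1.09, cdh2 −0.84, cdh23 −0.76, lamb4 −0.93, cxcl12b −1.25, sox2 −0.84, sox4a −0.69, sox9a −0.97, sox9b −1.79, sox10 −1.21, sox11a −0.81, sox14 −0.63, sox21b −0.52, dbx2 −1.29, hoxb7a −1.30 and hoxb8a −0.94. For hoxc8a it was −1.30, hoxd10a −0.89, hoxa11b −0.31, hoxd11a −1.08, robo1 −1.03, robo2 −1.27, slit1b −0.78, sema3ab −0.20, sema3h −0.62, cntn1b −0.75 and gefiltin −0.99.

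Scaling to the median of each array in place of the 75th percentile moved the following. Called higher were 1432 at 1 dpi against uninjured, 4227 at 10 dpi against 7 dpi, 5228 at 3 dpi against uninjured and 4976 at 10 dpi against uninjured. Higher too were 3617 at 15 dpi against uninjured. Called lower were 4445 at 7 dpi against 3 dpi, 188 at 7 dpi against uninjured and 3823 at uninjured and 7 dpi against the other 3. Other counts were 3383 with peak in uninjured, 2386 with peak at 10 dpi and 4927 in clusters highest at 3 dpi. The marker indices in uninjured and 7 dpi against the other 3 were testis 0.27 and liver 0.96. The marker indices at 7 dpi against uninjured were proliferation −0.0723. Of single genes, 15 reversed, 55 lost the call, 1 gained it and 371 were the same. For il22 it was −0.15 (1 dpi against uninjured), cxcl12b −0.27 (3 dpi against uninjured), tgfb1 −0.0897 (3 dpi against uninjured), mcm5 −0.0143 (7 dpi against uninjured), uhrf1 −0.0332 (7 dpi against uninjured), ccnb1 −0.0433 (7 dpi against uninjured), ttk −0.00654 (7 dpi against uninjured), plk1 −0.0137 (7 dpi against uninjured) and notch1a −0.21 (3 dpi against uninjured). For neurog1 it was −0.30 (3 dpi against uninjured), sox9b −0.0100 (15 dpi against uninjured), hoxb7a −0.0555 (3 dpi against uninjured), ctnnb1 −0.26 (10 dpi against uninjured), hdac1 −0.31 (3 dpi against uninjured) and dhfr −0.0434 (7 dpi against uninjured).

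Quantile normalization moved fewer results. Called higher were 5916 at 3 dpi against uninjured, 6666 at 10 dpi against uninjured and 4994 at 15 dpi against uninjured. Called lower were 5446 at uninjured and 7 dpi against the other 3. Other counts were 0 in clusters highest at 3 dpi. The marker indices in uninjured and 7 dpi against the other 3 were testis 0.0994, skeletal muscle 0.91 and liver 0.93. It reversed 6 single genes, took the call from 18, gave it to 3 and left 415 the same. For il22 it was −0.23 (1 dpi against uninjured), tgfb1 −0.19 (3 dpi against uninjured), cxcl12b 0.0102 (10 dpi against uninjured), ccnb1 −0.19 (7 dpi against uninjured), neurog1 −0.16 (3 dpi against uninjured) and hdac1 −0.27 (3 dpi against uninjured).

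With normexp background correction the numbers were these. Called higher were 1448 at 1 dpi against uninjured, 8549 at 3 dpi against 1 dpi, 2243 at 7 dpi against 3 dpi and 234 at 15 dpi against 10 dpi. Higher too were 13488 at 15 dpi against uninjured and 2334 at uninjured and 7 dpi against the other 3. Called lower were 934 at 3 dpi against 1 dpi, 12844 at 7 dpi against 3 dpi, 110 at 15 dpi against 10 dpi and 2296 at 3 dpi against uninjured. Lower too were 2398 at 15 dpi against uninjured. Other counts were 891 with peak at 1 dpi, 4813 with peak at 15 dpi, 6853 in clusters highest at 3 dpi and 1 of the neurogenesis genes of Table S11 called higher at 7 dpi than uninjured. The marker indices in uninjured and 7 dpi against the other 3 were testis −0.59 and liver −0.35. Reversed single genes numbered 10, those no longer called 19, those newly called 8 and those the same 405. For cxcl12b it was −0.0222 (3 dpi against uninjured), il1b 0.27 (3 dpi against uninjured), mhc1uaa 1.02 (3 dpi against uninjured), zgc:92451 −0.58 (7 dpi against 3 dpi), mcm2 0.0119 (7 dpi against uninjured), sox32 1.34 (15 dpi against uninjured), wnt11 0.89 (3 dpi against uninjured), wnt11 0.83 (10 dpi against uninjured) and hdac1 −0.17 (3 dpi against uninjured). For st6gal1 it was 0.0196 (7 dpi against uninjured).

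Slide as a fixed block compares groups within slides, or through other groups where they share none, so fewer arrays bear on each comparison. No slide holds both 3 dpi and uninjured arrays. Because 3 dpi replicates 1 and 2 lie on a slide without other groups, each 3 dpi change under this block rests on 3 dpi replicate 3. Uninjured replicate 3 is alone on its slide and adds nothing. Called higher were 418 at 1 dpi against uninjured, 951 at 3 dpi against 1 dpi, 238 at 15 dpi against 10 dpi and 1712 at 3 dpi against uninjured. Higher too were 39 at 7 dpi against uninjured. Called lower were 91 at 1 dpi against uninjured, 678 at 3 dpi against 1 dpi, 153 at 15 dpi against 10 dpi and 1523 at 3 dpi against uninjured. Lower too were 23 at 7 dpi against uninjured. Other counts were 912 with peak at 1 dpi, 5036 in clusters highest at 3 dpi and 0 of the neurogenesis genes of Table S11 called higher at 7 dpi than uninjured. Single genes divided into 23 reversed, 89 no longer called, 2 newly called and 328 the same. In 1 dpi against uninjured, for il22 it was −0.0965, nos2 −0.0215 and igf1ra −0.0767. In 7 dpi against 3 dpi, for zgc:92451 it was −0.0415. In 3 dpi against uninjured, for cxcl12b it was −0.0241, tgfb1 −0.16, mhc1uaa 0.12, neurog1 −0.0417 and sox32 −0.43. In 7 dpi against uninjured, for igf1ra it was −0.18, cdk7 0.0619, cdc20 0.28, mcm2 0.35, zgc:112133 0.14, kifc1 0.30, emx3 0.27, bmi1 0.0305 and zgc:92593 0.20. For sox21a it was 0.24, shmt1 0.17, alg1 0.33, zgc:112067 0.0391 and si:dkeyp-50f7.2 0.16.

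Scan date as a fixed block gave these numbers. Called higher were 414 at 1 dpi against uninjured, 4351 at 3 dpi against uninjured, 41 at 7 dpi against uninjured and 6024 at 10 dpi against uninjured. Called lower were 66 at 1 dpi against uninjured, 195 at 15 dpi against 10 dpi, 2375 at 3 dpi against uninjured and 19 at 7 dpi against uninjured. Other counts were 0 of the neurogenesis genes of Table S11 called higher at 7 dpi than uninjured. Here 25 single genes reversed, 72 lost the call, 1 gained it and 344 were the same. In 1 dpi against uninjured, for ccl1 it was −0.00185, il22 −0.49, nos2 −0.13 and igf1ra −0.34. In 3 dpi against uninjured, for cxcl12b it was −0.18 and mhc1uaa 0.54. In 7 dpi against uninjured, for bcl2l13 it was 0.0376, igf1ra −0.44, cdk7 0.18, pcna 0.0583, cdc20 0.52, mcm2 0.55, zgc:112133 0.35, kifc1 0.56 and dab2 0.32. For emx3 it was 0.38, bmi1 0.18, zgc:92593 0.45, sox21a 0.38, shmt1 0.31, st6gal1 0.18, alg3 0.0344, alg1 0.42 and zgc:112067 0.18. For si:dkeyp-50f7.2 it was 0.32.

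Fitting only the groups compared leaves fewer arrays to estimate the spread. Called higher were 207 at 1 dpi against uninjured, 2 at 7 dpi against uninjured and 3270 at 15 dpi against uninjured. Called lower were 30 at 1 dpi against uninjured and 0 at 7 dpi against uninjured. Other counts were 0 of the neurogenesis genes of Table S11 called higher at 7 dpi than uninjured. The call was lost for 69 single genes and gained for 1, with 372 the same and no reversal.

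The stricter threshold of 0.01 on the adjusted p-value lowers counts by construction. Called higher were 957 at 1 dpi against uninjured, 1848 at 3 dpi against 1 dpi, 5697 at 10 dpi against 7 dpi and 186 at 15 dpi against 10 dpi. Higher too were 107 at 7 dpi against uninjured and 5117 at 15 dpi against uninjured. Called lower were 305 at 1 dpi against uninjured, 1052 at 3 dpi against 1 dpi, 153 at 15 dpi against 10 dpi and 35 at 7 dpi against uninjured. Other counts were 6939 called in both directions over the successive comparisons, 927 with peak at 1 dpi and 1337 with peak at 15 dpi.

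Dropping the minimum of 2-fold raises them. Called higher were 5743 at uninjured and 7 dpi against the other 3. Called lower were 15915 at uninjured and 7 dpi against the other 3. The SAM statistic moved 5 counts. Called higher were 834 at 15 dpi against 10 dpi and 116 at 7 dpi against uninjured. Called lower were 870 at 15 dpi against 10 dpi and 58 at 7 dpi against uninjured. Other counts were 0 in clusters highest at 3 dpi. Clustering on means scaled to unit spread put 5609 genes into clusters highest at 3 dpi, and clustering with k = 5 put 0 there. The cause was not tested.

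A threshold of 0.0005, set after the values were seen because the methods of the paper give a false discovery rate of that size, lowers them further. Called higher were 170 at 1 dpi against uninjured, 273 at 3 dpi against 1 dpi, 1189 at 7 dpi against 3 dpi and 582 at 10 dpi against 7 dpi. Higher too were 14 at 15 dpi against 10 dpi, 1841 at 3 dpi against uninjured, 17 at 7 dpi against uninjured and 1337 at 10 dpi against uninjured. Then came, higher, 380 at 15 dpi against uninjured. Called lower were 8 at 1 dpi against uninjured, 337 at 3 dpi against 1 dpi, 603 at 7 dpi against 3 dpi and 1312 at 10 dpi against 7 dpi. Lower too were 26 at 15 dpi against 10 dpi, 1397 at 3 dpi against uninjured, 1 at 7 dpi against uninjured and 1421 at 10 dpi against uninjured. Then came, lower, 795 at 15 dpi against uninjured. Other counts were 2799 called in any successive comparison, 1363 called in both directions over the successive comparisons, 567 with peak in uninjured and 165 with peak at 1 dpi. Further counts were 615 with peak at 3 dpi, 914 with peak at 7 dpi, 442 with peak at 10 dpi and 96 with peak at 15 dpi.

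Counting only genes with a name other than an accession lowers counts by construction. Called higher were 1464 at 1 dpi against uninjured, 1929 at 3 dpi against 1 dpi, 3639 at 10 dpi against 7 dpi and 4501 at 3 dpi against uninjured. Higher too were 4532 at 10 dpi against uninjured and 3569 at 15 dpi against uninjured. Called lower were 3798 at 7 dpi against 3 dpi and 3847 at uninjured and 7 dpi against the other 3. Other counts were 9762 called in any successive comparison, 6287 called in both directions over the successive comparisons, 1030 with peak at 1 dpi and 2478 with peak at 3 dpi. Further counts were 1863 with peak at 10 dpi and 1100 with peak at 15 dpi.

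The mean of all probes of a gene reversed 13 single genes, took the call from 22, gave it to 12 and left 395 the same. For zgc:92451 it was −0.90 (7 dpi against 3 dpi), mcm5 −0.0767 (7 dpi against uninjured), cxcl12b 0.57 (10 dpi against uninjured), ccna2 −0.13 (7 dpi against uninjured), uhrf1 −0.0550 (7 dpi against uninjured), ccnb1 −0.00167 (7 dpi against uninjured), neurog1 −0.62 (3 dpi against uninjured), sox9b −0.42 (10 dpi against uninjured) and sox9b −1.03 (15 dpi against uninjured). For sox32 it was 0.97 (15 dpi against uninjured), isl2a 0.16 (10 dpi against uninjured), hoxb7a −0.0766 (3 dpi against uninjured) and dhfr −0.0140 (7 dpi against uninjured). With another probe of the gene, the brightest of those not used, zgc:92451 at 7 dpi against 3 dpi reversed to −2.04 and ccnb1 at 7 dpi against uninjured to −0.28. The series matrix values reversed il22 at 1 dpi against uninjured to −0.0111, with 437 single genes the same. The cause was not tested.

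Without a filter on dim probes 439 single genes were the same and 3 lost the call. Keeping only probes well above background on all arrays left 374 the same and 1 newly called, and the other genes named gave no value because their probes were removed. Slide as a random block left 437 the same, with 3 calls lost and 2 gained. The series matrix holds no probe for some genes, and the SAM statistic and the thresholds were applied to counts and not to single genes, so these give no value there.

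The median correlation showed no pairing of arrays by replicate number, although a larger share of the same-numbered pairs exceeded 0.1. After removing group means, arrays of different groups with the same replicate number had a median correlation of 0.0236 over 45 pairs, from −0.557 to 0.533, with 14 pairs over 0.1. For 90 pairs with different numbers the median was −0.0163, with 15 over 0.1. Slide did show in such pairs, with a median of 0.0762 and 9 of 20 pairs over 0.1 on the same slide, against −0.00264 and 20 of 115 on different slides. The highest, 0.734, was for uninjured replicate 1 with 7 dpi replicate 2 on the same slide. With the replicate number as a fixed block, 440 single genes were the same and 2 were no longer called (crfb8 and sox11a). This block uses 2 residual degrees of freedom, so a lost call there does not show a smaller change.

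Leave-one-out moved these counts, with the reported count in parentheses. Higher at 1 dpi against uninjured (2331) ran from 854 without uninjured replicate 2 to 7381 without uninjured replicate 1, and lower at 1 dpi against uninjured (1936) ran from 208 without uninjured replicate 2 to 3609 without uninjured replicate 1. Higher at 3 dpi against 1 dpi (3642) ran from 2278 without 1 dpi replicate 1 to 4302 without uninjured replicate 1, and lower at 3 dpi against 1 dpi (2037) ran from 1318 without 1 dpi replicate 1 to 2374 without uninjured replicate 1. Lower at 7 dpi against 3 dpi (7853) ran from 5110 without 7 dpi replicate 3 to 10422 without 7 dpi replicate 2, and higher at 10 dpi against 7 dpi (8568) ran from 5622 without 7 dpi replicate 3 to 10861 without 7 dpi replicate 2. Higher at 15 dpi against 10 dpi (412) ran from 186 without 15 dpi replicate 2 to 588 without uninjured replicate 1, and lower at 15 dpi against 10 dpi (350) ran from 170 without 15 dpi replicate 2 to 570 without uninjured replicate 1. Higher at 3 dpi against uninjured (9268) ran from 6081 without uninjured replicate 3 to 12768 without uninjured replicate 1, and higher at 10 dpi against uninjured (10346) ran from 6612 without uninjured replicate 3 to 13515 without uninjured replicate 1. Higher at 15 dpi against uninjured (8111) ran from 4051 without uninjured replicate 3 to 12266 without uninjured replicate 1, and higher at 7 dpi against uninjured (280) ran from 104 without uninjured replicate 2 to 1436 without uninjured replicate 1. Lower at 7 dpi against uninjured (108) ran from 30 without 7 dpi replicate 3 to 367 without 7 dpi replicate 2, and with a peak in uninjured (2033) ran from 718 without 7 dpi replicate 2 to 3985 without uninjured replicate 1. With a peak at 7 dpi (2240) ran from 775 without uninjured replicate 1 to 4162 without 7 dpi replicate 2, and in clusters highest at 3 dpi (2405) ran from 0 without 3 dpi replicate 1 to 5913 without 7 dpi replicate 3. Cell cycle genes of Table S10 called higher at 7 dpi than uninjured (0) ran from 0 without uninjured replicate 2 to 1 without uninjured replicate 1, and neurogenesis genes of Table S11 (3) ran from 1 without uninjured replicate 2 to 15 without uninjured replicate 1. Among indices, the ovary index at 7 dpi against uninjured (0.24) ran from −0.14 without uninjured replicate 1 to 0.68 without 7 dpi replicate 2, and the proliferation index there (0.0180) ran from −0.39 without uninjured replicate 1 to 0.33 without 7 dpi replicate 2. In uninjured and 7 dpi against the other 3, the testis index (−0.10) ran from −0.25 without 7 dpi replicate 3 to 0.0561 without uninjured replicate 3 and the red blood cell index (0.16) ran from −0.10 without 7 dpi replicate 2 to 0.38 without 15 dpi replicate 2. The cause was not tested.

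Single genes that reversed under leave-one-out had these ranges of log2 change. At 7 dpi against uninjured the lower end was without uninjured replicate 1 and the upper end without 7 dpi replicate 2 for the genes that follow. For bcl2l13 it was −0.70 to 0.13, mcm5 −0.52 to 0.62, cdk2 −0.49 to 0.51, cdk7 −1.20 to 0.0745, ccnh −0.0119 to 1.22, ccna2 −0.50 to 0.73, uhrf1 −0.69 to 0.79 and ccnb1 −0.47 to 0.53. For ccnb2 it was −0.41 to 0.69, cdc20 −0.83 to 0.59, mcm2 −0.83 to 0.37, zgc:112133 −0.85 to 0.33, ttk −0.51 to 0.42, plk1 −0.52 to 0.65, kifc1 −0.85 to 0.41 and dab2 −1.03 to 0.29. For pou5f1 it was −0.36 to 0.75, emx3 −0.41 to 0.0252, bmi1 −0.79 to 0.0983, zgc:92593 −0.77 to 0.35, sox19b −0.27 to 0.60, sox21a −0.67 to 0.19, wnt8a −0.49 to 0.68 and bmp15 −0.34 to 0.68. For tyms it was −0.20 to 0.86, dhfr −0.51 to 0.52, shmt1 −0.66 to 0.41, atic −0.29 to 0.76, st6gal1 −0.50 to 0.31, alg1 −0.97 to 0.12, si:dkeyp-50f7.2 −0.64 to 0.45 and zgc:110788 −0.66 to 0.71. Other arrays gave the ends for igf1ra −0.27 without uninjured replicate 3 to 1.06 without uninjured replicate 1, amt −0.19 without uninjured replicate 1 to 0.51 without uninjured replicate 2 and zgc:112067 −0.89 without uninjured replicate 1 to 0.11 without uninjured replicate 2. Comparing 1 dpi with uninjured, for ccl1 it was −0.28 without 1 dpi replicate 3 to 0.99 without 1 dpi replicate 2 and il22 −0.25 without uninjured replicate 3 to 0.66 without uninjured replicate 1. For il10 it was −0.0590 without 1 dpi replicate 2 to 0.87 without 1 dpi replicate 3 and igf1ra −0.16 without uninjured replicate 3 to 1.16 without uninjured replicate 1. Comparing 7 dpi with 3 dpi, for zgc:92451 it was −0.15 without 7 dpi replicate 2 to 0.51 without 7 dpi replicate 1 and amt −0.0605 without 7 dpi replicate 3 to 0.38 without 7 dpi replicate 2. Comparing 3 dpi with uninjured, for cxcl12b it was −0.11 without uninjured replicate 2 to 0.43 without uninjured replicate 1 and mhc1uaa −0.56 without 3 dpi replicate 2 to 0.18 without 3 dpi replicate 3. For neurog1 it was −0.0314 without uninjured replicate 1 to 0.14 without uninjured replicate 2 and hdac1 −0.13 without uninjured replicate 1 to 0.20 without uninjured replicate 2. Comparing 10 dpi with uninjured, for cxcl12b it was −0.28 without uninjured replicate 2 to 0.26 without uninjured replicate 1 and isl2a −0.37 without uninjured replicate 2 to 0.36 without uninjured replicate 1.

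Signal over background limits what can be said of dim genes. Between 69.5% and 86.3% of probes per array were well above background, with group medians from 73.4% at 15 dpi to 82.6% at 7 dpi. The 75th percentile of signal ran from 168 to 1332 units, lower at 3, 10 and 15 dpi than in the other groups. A gene with no array well above background in a group has only a lower bound for its fold change against that group.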

Differences from the paper's values

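The test with another probe of a gene, the counts over genes with a name and the counts at an adjusted p under 0.0005 are among the tests chosen only after the result was seen, and the other alternatives of this part were set before the data were examined. Of 96 values of the paper set beside values computed here, 70 did not differ and 26 did. A count differed when one value was over 1.5 times the other. A fold change differed when, besides this, the gap on the log2 scale exceeded the larger replicate SD of the groups compared, so that a variable gene may lie within at a wider ratio than a steady one, and a value of another probe was held to the 1.5 times alone. For folds printed in the supplement, only the gene and comparison pairs that the text reports were set beside values here, a choice made after it was seen that more of the supplement differs. Over all 738 folds printed there, 509 lay within 0.5 log2 units of the printed comparison, 33 had the opposite sign, and 134 lay within it only at another successive comparison.

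The paper counts 304 genes higher at 1 dpi against uninjured, and 2331 were called here. Of the 34 alternatives set beforehand, slide as a fixed block (418), scan date as a fixed block (414) and only the groups compared in the fit (207) came within the paper's value, and the other 31 did not. At 3 dpi against 1 dpi the paper has 727 and 3642 were called here, where slide as a fixed block (951) came within and the other 33 did not. The paper's 1093 at 7 dpi against 3 dpi stands beside 3603, and its 551 at 10 dpi against 7 dpi beside 8568, and no alternative set beforehand came within either. For genes lower the paper has 93 at 1 dpi against uninjured and 1936 were called here, with slide as a fixed block (91) and scan date as a fixed block (66) within and the other 32 not. The paper's 65 at 3 dpi against 1 dpi, 1342 at 7 dpi against 3 dpi and 666 at 10 dpi against 7 dpi stand beside 2037, 7853 and 3800, with no alternative set beforehand within any of them. The bar for the text's 65 reads about 650 in Fig. 1A, by eye. Beside that bar, slide as a fixed block (678) and normexp background (934) came within and the other 32 did not. Across all successive comparisons the paper counts 3842 genes in any and 2073 in both directions, and 17197 and 10834 were called here, with no alternative set beforehand within. The paper's counts are of annotated genes, and the 28508 genes tested here hold 11853 named by accession alone. Over the 16655 others, a set chosen after seeing the values, 346 genes were higher and 282 lower at 15 dpi against 10 dpi, within the paper's. The other counts over this set were not within: at 1, 3, 7 and 10 dpi against the time point before, 1464, 1929, 2750 and 3639 higher and 1613, 1503, 3798 and 2946 lower, with 9762 in any comparison and 6287 in both directions.

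The paper gives 2 different thresholds, a false discovery rate under 0.05 in the results, which was the main setting here, and in the methods a rate never above 0.05% with q-values below 0.8. The strictest threshold set beforehand was 0.01. At an adjusted p under 0.0005, chosen after seeing the values, the counts higher and lower were 170 and 8 at 1 dpi against uninjured, 273 and 337 at 3 dpi against 1 dpi, 1189 and 603 at 7 dpi against 3 dpi, 582 and 1312 at 10 dpi against 7 dpi and 14 and 26 at 15 dpi against 10 dpi, with 2799 in any comparison and 1363 in both directions. Of these, 1189, 582 and 2799 came within the paper's and the others did not, so part of the gap in counts depends on the threshold.

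At 15 dpi against 10 dpi the paper has 263 genes higher and 412 were called here. The alternatives within it were scaling to the spiked-in control RNA (224), normexp background (234), no filter on dim probes (358), only probes well above background on all arrays (364), slide as a fixed block (238), scan date as a fixed block (278), replicate block (387), adjusted p under 0.01 (186), and leaving out uninjured replicate 2 (383), 1 dpi replicate 1 (364), 1 dpi replicate 2 (383), 3 dpi replicate 1 (360), 3 dpi replicate 2 (388), 3 dpi replicate 3 (371), 7 dpi replicate 1 (383), 10 dpi replicate 1 (196), 10 dpi replicate 2 (362), 10 dpi replicate 3 (231), 15 dpi replicate 1 (222), 15 dpi replicate 2 (186), which makes 20 of 34, and the other 14 were not.

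For genes lower at 15 dpi against 10 dpi the paper has 226 and 350 were called here. Within it were no filter on dim probes (299), only probes well above background on all arrays (265), slide as a fixed block (153), scan date as a fixed block (195), adjusted p under 0.01 (153), and leaving out uninjured replicate 2 (327), 1 dpi replicate 1 (307), 1 dpi replicate 2 (324), 3 dpi replicate 1 (295), 3 dpi replicate 2 (318), 3 dpi replicate 3 (303), 7 dpi replicate 1 (309), 7 dpi replicate 3 (319), 10 dpi replicate 1 (171), 10 dpi replicate 2 (250), 10 dpi replicate 3 (266), 15 dpi replicate 1 (242), 15 dpi replicate 2 (170), which makes 18 of 34, and the other 16 were not.

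The paper's fold change of dbx2 against uninjured is 8 at 10 dpi and 6 at 15 dpi, and 2.52 and 1.83 were found here. At 10 dpi the mean of all probes of a gene (4.23) and leaving out uninjured replicate 1 (3.83) came within, and at 15 dpi the mean of all probes (3.32) did, while the other alternatives set beforehand did not. Another probe of dbx2, chosen after seeing the values, gave 7.10 and 6.02, within the paper's.

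In Fig. 5, read by eye, the paper's ratio at 7 dpi against uninjured is about 0.7 for ccne and about 2.0 for ccnb1, and 2.00 and 1.03 were found here. The axis of that figure says log2, but its values were set beside linear ratios, since 2 other bars of the paper, about 4.0 for ccnd1 at 1 dpi and about 1.1 for cdk2 at 7 dpi, match ratios here (3.90 and 1.08). Read as log2, the paper's value for ccne would stand beside 1.0 here (SE 0.42), within that error, and its value for ccnb1 beside 0.0470. As a ratio no alternative brought ccne within. For ccnb1, normexp background (1.09), slide as a fixed block (1.21), slide as a random block (1.08), scan date as a fixed block (1.30), and leaving out uninjured replicate 2 (1.38), uninjured replicate 3 (1.11) or 7 dpi replicate 2 (1.44) came within, and the others did not, nor did another probe, chosen after seeing the values, at 0.825.

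For il4r at 1 dpi against uninjured the paper's supplement has 5.967 and 2.57 was found here, and mhc1uba has 16.031 beside 3.18. No alternative set beforehand came within either. Another probe, chosen after seeing the values, gave 6.07 for il4r, within the paper's, and 6.45 for mhc1uba, not within. At 7 dpi against 3 dpi the paper's fold of zgc:92451 is 0.244 and 1.17 was found here, with no alternative set beforehand within, and another probe, chosen after seeing the values, at 0.244, within the paper's.

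The paper's fold change of ccnb1 is 244.687 at 7 dpi against 3 dpi and 0.004 at 10 dpi against 7 dpi, and 51.9 and 0.0227 were found here. Scaling to the spiked-in control RNA came within (287 and 0.00359), and the other alternatives set beforehand did not. Another probe, chosen after seeing the values, gave 244 and 0.00352, within the paper's, while the remaining probe of ccnb1 gave 7.75 and 0.0854, not within.

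For 7 dpi against 3 dpi the paper's folds of bmi1, st6gal1, atic and amt are 6.799, 9.144, 7.7596 and 4.5446, and 3.38, 4.42, 3.8 and 1.12 were found here. The mean of all probes of a gene came within for bmi1 (4.79), st6gal1 (7.47) and atic (5.91), as did leaving out 7 dpi replicate 2 (4.41, 5.94 and 5.41). Slide as a fixed block and scan date as a fixed block came within for bmi1 (4.31 and 4.29) and atic (4.62 and 4.64), scaling to the median of each array for atic (4.63), and scaling to the spiked-in control RNA for amt (6.18). The other alternatives set beforehand came within none of the 4. Another probe, chosen after seeing the values, gave 6.78, 9.12, 7.74 and 4.53, each within the paper's.

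Among rankings and directions, the paper has most genes changing at 7 dpi, and here 12368 genes were called at 10 dpi against 7 dpi and 11456 at 7 dpi against 3 dpi. Only without 10 dpi replicate 1 was the 7 dpi count larger (11321 against 10868), and with scaling to the spiked-in control RNA the 3 dpi count was the largest, at 23571. The paper has more genes lower than higher at 10 dpi, and here 8568 were higher and 3800 lower, while scaling to the median of each array (4227 and 5133) and to the spiked-in control RNA (29 and 23176) gave more lower. So did an adjusted p under 0.0005, chosen after seeing the values (582 and 1312).

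The paper has G1 to S and S phase genes, M phase genes and the her2 group raised at 7 dpi. It states a higher level than in uninjured cord for the M phase genes and for cdk2, ccnh, ccne and ccna2. Its qRT-PCR, calibrated to uninjured cord, is reported as raised at 7 dpi for ccne, cdk2 and ccnb1. Against 3 dpi, the time point before, limma called all 7, 9 and 8 measured genes higher. Against uninjured cord it called 0 of 7, 0 of 9 and 0 of 8 of them. At an unadjusted p under 0.05 the counts were 1, 0 and 1, and the SAM statistic called 0 of each. Without 7 dpi replicate 2, ccne (1.55) and her2 (1.80) were called. It has hdac1 raised at 3, 10 and 15 dpi, where its changes were 0.0653, −0.52 and −0.36 and its highest mean was at 7 dpi. Rises are also stated for notch1a at 3 and 10 dpi (0.16 and 0.49 here), isl2a and lhx1a in regenerating cord (−0.0934 and 0.61 at 10 dpi), cxcl12b at 3 dpi (0.10) and sox9b at 15 dpi (0.38), and no setting called these higher.

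Of the 6 hox genes stated to rise, 3, 5 and 4 were called higher at 3, 10 and 15 dpi. The values of hoxb7a were 0.32, 0.68 and 0.86, called higher only at 15 dpi without uninjured replicate 1 (1.01) or without 15 dpi replicate 3 (1.01). Without uninjured replicate 1 hoxb8a and hoxc8a were called higher at 3 dpi (1.15 and 1.07, against 0.84 and 0.78), and hoxc8a at 15 dpi (1.15, or 1.25 with the mean of all probes, against 0.87). Of 9 sox genes 8, 8 and 6 were called higher at these days. The gene sox32 was not, at 0.64 and 0.76 at 3 and 10 dpi and well above background on no array at 15 dpi, except with normexp background (1.45, 1.45 and, at 15 dpi, 1.34) and, at 3 and 10 dpi, with the mean of all probes (1.65 and 1.51).

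The paper states that capn9 (zgc:92451 on the array) rises at 1 and 3 dpi and at 10 and 15 dpi, and the change of zgc:92451 was −0.70, −1.63, −1.97 and −1.33 at these 4 days. Another probe of it, looked at after seeing the values, changed by −0.37, 0.92, 0.37 and −0.29, so the gap at 3 and 10 dpi depends on the probe. At 1 dpi it has cebpd and cebpb raised, which changed by 0.92 and 0.79, and only cebpd was called in a setting, without 1 dpi replicate 3 (1.06). Early rises are stated for mhc1uba, at 1.67 and 1.22 at 1 and 3 dpi and not called. It was called higher at 1 dpi with normexp background (1.36), the mean of all probes (2.18) and without 15 dpi replicate 1 (1.67), and at 3 dpi with normexp background (1.40), the mean of all probes (1.46) and only the groups compared in the fit (1.22).

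For the 1 dpi group with hesx1, gadd45a and shhb the paper states a rise of all, and 7 of 10 were called. Those 3 were not, at 0.94, 0.85 and 0.62, though hesx1 and gadd45a were without uninjured replicate 1 (1.20 and 1.09). Rises after injury stated for fgf2 and sox11 were seen in neither fgf2 (−0.83, −0.79, −0.80, 0.17 and −1.47 at 1, 3, 7, 10 and 15 dpi, called higher only with normexp background at 10 dpi, at 1.11) nor, in any setting, sox11b (−0.60, 0.25, 0.27, −0.21 and −0.67), and were seen in sox11a. Of 7 Wnt and catenin genes stated to rise 4 were called at 3 dpi and 3 at 10 dpi. The gene wnt11 changed by −0.41 and −0.59, with 1.15 at 7 dpi (limma adjusted p 0.238), ctnnb1 by 0.47 and 0.22, with 0.25 at 7 dpi, and ctnnb2 by 0.55 and −0.46, with 0.0817 at 7 dpi, and no setting called these 3 higher at 1, 3, 7, 10 or 15 dpi. The paper states that amt is raised in uninjured and 7 dpi cord, and it changed by 0.16 from 3 to 7 dpi, not called, though it was called with scaling to the spiked-in control RNA (2.63) and the mean of all probes (1.17). It states a rise of robo2 at 3 and 15 dpi, at 0.92 and 0.90 here. At 3 dpi robo2 was called higher with the mean of all probes (1.38), slide as a random block (1.04) and without uninjured replicate 1 (1.39), and at 15 dpi with the mean of all probes (1.34), slide as a fixed block (1.05), without uninjured replicate 1 (1.37) and without 15 dpi replicate 1 (1.06).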

Other observations

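In this part the tests on all genes within groups and on cell cycle genes at 7 dpi against uninjured were chosen only after the result was seen. Over 28456 genes, the slope of a gene on the ovary index among arrays of the same group was set beside its change between uninjured and 7 dpi arrays and 3, 10 and 15 dpi arrays. The relation across genes had r 0.82, with a p of 0.00416 by exact two-sided permutation of the ovary index within groups, and 0.83 without the 2 arrays farthest from their group means. A positive slope was found for 96.4% of the 3713 genes called higher that entered it, and a negative slope for 97.1% of the 9005 called lower. From uninjured arrays alone r was 0.81, from 7 dpi arrays alone 0.71, and from the other groups 0.165, so the relation comes mainly from the groups in which the index is high. Uninjured replicate 1 and 7 dpi replicate 2, which share a slide and a scan batch, have the lowest ovary index of their groups, and r was 0.67 without the first, 0.76 without the second and 0.11 without both. With slide means removed r was 0.77 (p 0.0434), and with the means of scan batches removed 0.79 (p 0.00769). Because the relation rests on these 2 arrays, ovary RNA in varying amounts and a difference between slides cannot be told apart as its source, and cord that varies in its own state between pools of fish was not tested.

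Cell division in the injured cord at 7 dpi was tested by the change of the cell cycle index from uninjured cord, less that of the ovary index, which was −0.22. The cell cycle index itself changed by 0.0180 log2 units from uninjured cord to 7 dpi (exact two-sided p 1.00, where 0.1 is the smallest possible for 3 arrays against 3). Cell division and its absence cannot be told apart on these arrays, because signal of another tissue that expresses the same genes may hide a change in the cord, and cells dividing at 7 dpi, as the study counted, are not spoken against.

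For the lists not described above, uninjured and 7 dpi arrays differed from 3, 10 and 15 dpi arrays by 0.59 log2 units for liver, 0.16 for red blood cell and 0.61 for skin. Their exact two-sided p, p adjusted over 11 lists and number of arrays above all 9 were 0.151, 0.208, 1 of 6, then 0.800, 0.800, 0 of 6, and 0.00799, 0.0126, 2 of 6. With all measured genes of these lists, those of the supplement included, the differences were 0.68 (0.215), 0.26 (0.655) and 0.34 (0.103), with p in parentheses. The skin difference rests on 1 of its 7 genes, singled out after its values were seen. The change of tacstd was 6.47 (adjusted p 9.83e-09), and the other 6 changed by −1.52 to 0.55. No explanation of it was tested.

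Other splits of the same arrays were counted for each comparison of called genes. For 3 arrays against 3 there are 10 splits, so chance cannot be excluded by this count in any of them. In 8 of the 9 such comparisons 1 of 10 splits, the real split, gave as many calls. The largest count from another split was 473 at 1 dpi against uninjured, 22 at 15 dpi against 10 dpi, 42 at 3 dpi, 21 at 10 dpi and 28 at 15 dpi against uninjured, and 0 at 3 dpi against 1 dpi, 7 dpi against 3 dpi and 10 dpi against 7 dpi. In the comparison of 7 dpi with uninjured 2 of 10 splits gave as many: 388 genes were called in the real split and 4203 in the split that sets 7 dpi replicates 1 and 2 and uninjured replicate 1, which share a scan batch, against the others. With scan date as a fixed block the 7 dpi comparison gave 41 genes higher and 19 lower, and with slide as a fixed block 39 and 23. For uninjured and 7 dpi arrays against 3, 10 and 15 dpi arrays, 1 of 100 splits drawn, the real split, gave as many calls, and the next highest gave 4447. The grouping was taken from the study, which found it on these same arrays, so chance cannot be excluded by this count either.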
